# Mutation in IR or IGF1R produces features of long-lived mice while maintaining metabolic health

**DOI:** 10.1172/jci.insight.189683

**Published:** 2025-11-11

**Authors:** Ulalume Hernández-Arciga, Jun Kyoung Kim, Jacob L. Fisher, Alexander Tyshkovskiy, Alibek Moldakozhayev, Catherine Hall, Souvik Ghosh, Yashvandhini Govindaraj, Ian J. Sipula, Jake Kastroll, Diana Cooke, Jinping Luo, Jonathan K. Alder, Stacey J. Sukoff Rizzo, Gene P. Ables, Eunhee Choi, Vadim N. Gladyshev, Michael J. Jurczak, Marc Tatar, Andrey A. Parkhitko

**Keywords:** Aging, Metabolism, Glucose metabolism, Insulin

## Abstract

Insulin/insulin growth factor signaling is a conserved pathway that regulates lifespan. However, long-lived loss-of-function mutants often produce insulin resistance, slow growth, and impair reproduction. Recently, a gain-of-function mutation in the kinase insert domain (KID) of the *Drosophila* insulin/IGF receptor was seen to dominantly extend lifespan without impairing insulin sensitivity, growth, or reproduction. This substitution occurs within residues conserved in mammalian insulin receptor (IR) and insulin growth factor-1 receptor (IGF-1R). We produced 2 knock-in mouse strains that carry the homologous KID Arg/Cys substitution in murine IR or IGF-1R, and we replicated these genotypes in human cells. Cells with heterodimer receptors of IR or IGF-1R induce receptor phosphorylation and phospho-Akt when stimulated with insulin or IGF. Heterodimer receptors of IR fully induce pERK, but ERK was less phosphorylated in cells with IGF-1R heterodimers. Adults with a single KID allele (producing heterodimer receptors) have normal growth and glucose regulation. At 4 months, these mice variably display hormonal markers that associate with successful aging counteraction, including elevated adiponectin and FGF21, as well as reduced leptin and IGF-1. Livers of IGF-1R females show decreased transcriptome-based biological age, which may point toward delayed aging and warrants an actual lifespan experiment. These data suggest that KID mutants may slow mammalian aging while they avoid the complications of insulin resistance.

## Abstract 2

Our novel kinase insert domain mutants of insulin receptor or insulin growth factor-1 receptor may slow mammalian aging without the complications associated with classical IlS mutants

## Introduction

Insulin/insulin growth factor signaling (IIS) is a conserved nutrient-sensing pathway that regulates lifespan in invertebrate and murine models (1–4). Loss-of-function mutations in the insulin-like receptor of *C*. *elegans* (*daf-2*) or *Drosophila* (*dInr*) can increase lifespan as much as 2-fold (5–8). In mice, lifespan can be extended nearly 50% in IGF-1R hemizygotes (+/–) in a sex- and strain-dependent manner (9). However, prolongevity mutations in these models also produce insulin resistance, slow growth, and impair reproduction (10). This paradox limits our ability to translate such results to humans: slow aging conferred by repressing insulin/IGF signaling may cause metabolic and growth-related disease.

Mature mammals have 2 cell-surface receptors that can bind insulin and IGF ligands: insulin receptor (IR) and insulin-like growth factor-1 receptor (IGF-1R) (11). The insulin and IGF-1Rs function as dimers to interact with insulin and IGF-1, from which they transduce intracellular signaling and subsequently undergo endocytosis (12, 13). Various murine mutations in these receptors have been characterized for their potential effect on aging and to document their deleterious properties. For example, mice homozygous for a mutation (IR^P1195L^), ortholog of the canonical *daf-2*(*e1370*) longevity allele of *C*. *elegans*, die soon after birth from diabetic ketoacidosis, whereas heterozygous mice have normal lifespan but developed insulin resistance with hyperinsulinemia (14, 15). Nelson et al. (16) found that mice hemizygous for a null mutation in the IR had increased lifespan in males but not in females. These mice have congenital insulin resistance, although this complication did not progress with age any faster than in WT. Disruption of IR in adipose tissue alone extends lifespan by 13% (17) and protects mice from age- and obesity-related insulin insensitivity and glucose intolerance (18). These traits, however, may be secondary to how loss of IR impairs adipose development.

Mutations of the IGF-1R also extend lifespan but, again, with some ambiguity and deleterious properties. Female but not male lifespan is increased in mice in the 129/SvPas background with 1 null allele of *Igf1r* (19). This benefit was less apparent, and sometimes became associated with glucose intolerance, when this Igf1r genotype was studied in different genetic backgrounds and in standardized laboratory conditions (9, 20). As an alternative to *Igf1r*-null mutants complemented by a WT allele, Lorenzini et al. (21) studied a hypomorph that reduced ligand *igf1* titer. There was little effect on male survival, while female survival was increased in some test locations but not in others. Neoplasm, body mass, and bone density were reduced in all of these *igf1*-deficient mice.

How insulin and IGF receptors modify aging also depends on when the manipulation is initiated. In worms, depletion of DAF-2 during early adulthood extends lifespan but associates with slowed growth, germline shrinkage, egg retention, and reduced brood size. Survival was extended without these correlated effects when DAF-2 was depleted after reproductive cessation or just in the intestine during early adulthood (22). Similarly, Mao et al. (23) tested if murine aging was slowed by monoclonal antibodies targeting the IGF-1 receptor beginning with 18-month-old mice. This improved female health span and remaining life expectancy, while reducing neoplasms and inflammation. Tissue-limited manipulations of IGF signaling can also produce age-specific effects. Increased cardiomyocyte IGF-1R signaling improves heart function in early life but accelerates cardiac aging and reduces survival in later life. In contrast, low IGF-1R signaling suppresses heart function in young mice but preserves cardiac aging (24).

*Drosophilamelanogaster*, unlike mammals, has a single insulin/IGF-like receptor (*dInr*) and 7 insulin/IGF-like peptide encoding genes (*ilps*). Genetic loss-of-function genotypes of the insulin/IGF signaling system extend lifespan but also slow growth, reduce adult size, impair fecundity and limit the ability of insulin to induce phosphorylation of AKT (pAKT) (5, 8). We recently uncovered a potentially novel mutation in the kinase insert domain (KID) (5, 25) that robustly extends lifespan without these deleterious effects (5). This Arg1466Cys substitution in the KID (denoted *dInr*^KID^ or *dInr*^353^) robustly extends lifespan in males and females while the adults are full-sized, highly fecund, and induce pAkt when heterozygous with a WT allele (*dInr*^KID^/*dInr*^wt^). Importantly, the arginine residue of the KID in *dInr* is conserved in the KIDs of mammalian IR (mouse IR at Arg1109) and IGF-1R (mouse IGF-1R at Arg1096). Here we ask how an Arg>Cys substitution within the KID of IR and IGF-1R affects young mice. We generated 2 knock-in strains that carry the KID Arg>Cys substitution in either IR (IR*^R1109C^*) or IGF-1R (IGF-1R^R1096C^). We characterize how these substitutions affect growth, neuromuscular function, metabolic health, hormonal profiles, and biological age. In a parallel human cell culture model, we ask how the mammalian KID substitutions affect ligand activation of the receptor and downstream phosphorylation of Akt and ERK. We find that heterozygote mice grow normally and are overall metabolically healthy. To varying degrees, these young mice show nascent endocrine profiles previously associated with slowed aging in several murine models. Based on a transcriptomic clock, livers of IGF-1R heterozygous females have reduced biological age and warrant an actual lifespan experiment. In ligand-stimulated cells, IGF-1R^R1096C^ and IR^R1109C^ form functional heterodimers with a WT protomer that activates pAKT but only partially activates pERK. We conclude that the tyrosine receptor KID domains of murine IR and IGF-1R are potential modulators of aging that avoid complications of receptor loss of function.

## Results

### Viable offspring with Arg>Cys substitutions in the KID of IR (InsR^R1109C^) or IGF1R (IGF-1R^R1096C^).

The longevity inducing Arg>Cys substitution within the KID of dInr resides in the Arg-Pro-Glu sequence at the start of the KID (5). In general, KIDs are unstructured and variable domains that connect the N- and C-terminal lobes of receptor tyrosine kinases, including mammalian IR and IGF-1R (Figure 1A) (5, 25). We generated 2 knock-in mouse strains in the C57BL/6J background that carry the homologous KID Arg>Cys substitution in murine IR (InsR^R1109C^) or IGF-1R (IGF-1R^R1096C^) (Figure 1B). These mutations are viable as heterozygotes over a WT receptor allele. Parental crosses of WT with heterozygous InsR^R1109C^ produced F_1_ progeny as 45.5% homozygote WT and 54.5% heterozygote. Crosses of WT with heterozygous IGF-1R^R1096C^ adults produced 53.1% WT and 46.9% heterozygote offspring. Crosses of heterozygote InsR^wt^/InsR^R1109C^ parents produced F_1_ in proportions of 27.7% WT, 63.8% heterozygote, and 8.5% mutant homozygote. Offspring of 38.9% WT, 52.8% heterozygote, and 8.3% mutant homozygotes were derived from crosses of heterozygote InsR^wt^/IGF-1R^R1096C^ parents (Figure 1C). We could not generate any InsR^R1109C^, IGF-1R^R1096C^ double heterozygous pups.

### Normal growth of InsR^R1109C^ and IGF-1R^R1096C^ heterozygotes.

In *Drosophila*, growth is not retarded in WT/KID heterozygotes (dInR^+^/dInR^KID^) (5). We therefore assessed how growth through 4 months of age was affected when mice were heterozygous or homozygous for InsR^R1109C^ or IGF-1R^R1096C^ (Figure 2, A–D). Because we derived few F_1_ homozygotes, hereafter, we include those observations without statistical analyses. InsR^+^/InsR^R1109C^ heterozygotes gained the same mass as WT siblings, while mutant homozygotes at first gained the same mass as WT but plateaued at a lighter weight (38% decrease in females, 48% decrease in males) (Figure 2E). Estimated growth rate based on a parametric model determined the rates were similar among WT and InsR^R1109C^ heterozygotes (Figure 2, A, B, and E).

Female IGF-1R^R1096C^ heterozygotes accumulated less mass than WT at 4 months (12.7% decrease); male heterozygotes weighed as much as WT (Figure 2, C, D, and J). The mass of IGF-1R^R1096C^ homozygotes was reduced in both sexes (Figure 2, C, D, and J). The growth rate of IGF-1R^R1096C^ heterozygotes equaled that of WT in males but was 0.63-fold reduced in females.

We used NMR to measure how the genotypes affected body composition. InsR^R1109C^ and IGF-1R^R1096C^ heterozygotes had the same percentage lean mass as WT (Figure 2, G and L). Total lean mass was slightly reduced in IGF-1R^R1096C^ heterozygotes of both sexes (Figure 2, F and K). Fat mass (total and percentage) was moderately increased in male InsR^R1109C^ heterozygotes (Figure 2, H and I), while total fat was reduced in female IGF-1R^R1096C^ heterozygotes (Figure 2, M and N). Overall, heterozygotes with an Arg>Cys substitution in the KID of murine IR and IGF1R show few or modest effects on growth.

### Normal metabolic rates in heterozygote InsR^R1109C^ and IGF-1R^R1096C^.

We used indirect calorimetry to evaluate how InsR^R1109C^ and IGF-1R^R1096C^ affect whole animal metabolism by measuring energy expenditure (EE), respiratory exchange ratio (RER), total activity, and food uptake in mice at 4 months of age. RER describes the substrates used to generate energy (26–30). The RER of WT heterozygotes with InsR^R1109C^ or IGF-1R^R1096C^ was like that of WT in both sexes (0.8–0.85), indicative of substrates from a mixture of protein, lipid, and carbohydrate (Figure 3, A and B, and Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189683DS1). RER was reduced (<0.7) among the available male InsR^R1109C^ homozygotes, indicating these animals used lipids rather than carbohydrates to produce energy as occurs when cells are insulin resistant (31) (Figure 3A and Supplemental Figure 1B). Resting EE (Figure 3, C and D, and Supplemental Figure 1, E–H) total activity (Figure 3, E and F, and Supplemental Figure 1, I–L), and food intake (Figure 3, G and H, and Supplemental Figure 1, M–P) did not differ among WT and InsR^R1109C^ or IGF-1R^R1096C^ heterozygote siblings. Overall, InsR^R1109C^ and IGF-1R^R1096C^ heterozygotes present metabolic profiles indistinguishable from their WT littermates.

### Normal glycated hemoglobin in heterozygote InsR^R1109C^ and IGF-1R^R1096C^.

To assess glucose homeostasis in InsR^R1109C^ and IGF-1R^R1096C^ heterozygotes, we measured glucose tolerance, plasma insulin, and glycated hemoglobin. Plasma glucose and glycated hemoglobin were normal in male and female InsR^R1109C^ heterozygotes, although mice within the glucose tolerance test (GTT) had elevated fasting insulin (Figure 4, A–H, and Supplemental Figure 2, A–D). As expected, available homozygotes presented elevated plasma glucose, insulin, and glycated hemoglobin, consistent with a state of insulin resistance (Figure 4, A–H, and Supplemental Figure 2, A–D). Male and female IGF-1R^R1096C^ heterozygotes presented normal glucose tolerance (GTT), glycated hemoglobin, and insulin titer except for fasted females where plasma insulin was reduced relative to WT (Figure 4, I–P, and Supplemental Figure 2, E–H).

Overall, when heterozygous, the murine KID mutation in InsR^R1109C^ results in moderate, compensatory hyperinsulinemia, while a heterozygote with the KID mutation IGF-1R^R1096C^ has little effect on energy metabolism and glucose homeostasis.

### Improved neuromuscular function in heterozygotes of InsR^R1109C^ and IGF-1R^R1096C^.

We assessed neuromuscular function of young mutant mice through rotarod agility, open field exploratory activity, and spontaneous wheel running. The ability to maintain balance on the accelerating rotarod did not differ between InsR^R1109C^ or IGF-1R^R1096C^ heterozygotes relative to their age- and sex-matched littermate WT controls (Figure 5, A and B). Motor coordination was intact in homozygous IGF-1R mice relative to heterozygotes and WT, although InsR homozygous appeared to be strongly impaired (based on our limited sample size) (Figure 5, A and B). In the open field test, which measures spontaneous exploratory activity, IGF-1R^R1096C^ heterozygotes traveled the same distance as age- and sex-matched WT littermates. Interestingly, female InsR^R1109C^ heterozygotes but not males traveled less than age- and sex-matched WT littermates (Figure 5, C and D). Rearing behavior, a typical exploratory behavior in mice that is measured by cumulative vertical activity in the open field, was increased in IGF-1R^R1096C^ male heterozygotes but not female IGF-1R^R1096C^ heterozygotes relative to age- and sex-matched WT littermate controls (Figure 5F). Cumulative vertical activity in the open field was unaltered in InsR^R1109C^ heterozygotes relative to age- and sex-matched WT littermate controls (Figure 5E). Thigmotaxis behavior, measured by time spent at the perimeter of the open field, is an indicator of anxiety-like behavior and was similar across all sexes and genotypes (Figure 5, G and H). InsR^R1109C^ and IGF-1R^R1096C^ homozygotes had reduced cumulative distance traveled and rearing (based on limited observations) (Figure 5, C–F). Voluntary home cage wheel running assesses spontaneous physical activity. As expected, all patients were significantly more active during the dark cycle relative to the light cycle. InsR^R1109C^ heterozygote males and females ran the same total distance. Male and female InsR^R1109C^ heterozygotes were similar to WT with the exception of time spent running on the second night in males (Figure 5, I, J, M, and N). IGF-1R^R1096C^ heterozygotes and WTs were similar in both total distance and time spent running (Figure 5, K, L, O, and P).

Overall, young InsR^R1109C^ heterozygotes perform slightly better as males in wheel running (males) but less so as females. IGF-1R^R1096C^ heterozygote males have modestly elevated activity in open field as measured by rearing behavior.

### Aging-associated hormones of InsR^R1109C^ and IGF-1R^R1096C^ heterozygotes.

We measured plasma titers of FGF21, IGF-1, adiponectin, leptin, and GDF15 to assess how InsR^R1109C^ and IGF-1R^R1096C^ affect hormones that are sometimes associated with successful aging. We quantified plasma cholesterol and triglycerides to assess metabolic health. In all assays, plasma was collected from 4-month-old mice in the morning after 6 hours fasting.

FGF21 was increased in heterozygote InsR^R1109C^ males but decreased in females, while FGF21 titer in IGF-1R^R1096C^ heterozygous mice was equal to that of WT (Figure 6, A and B). Adiponectin was increased in both male and female InsR^R1109C^ heterozygotes but did not differ between WT and heterozygotes of IGF-1R^R1096C^ (Figure 6, C and D). IGF-1 levels were not different among InsR^R1109C^ heterozygotes and WTs in either sex, but the hormone was significantly decreased in IGF-1R^R1096C^ male heterozygotes (Figure 6, E and F). The satiety hormone leptin was elevated in male InsR^R1109C^ heterozygotes, even though these mice have normal weight and food intake. In contrast, leptin was significantly decreased in IGF-1R^R1096C^ female heterozygotes but not in males (Figure 6, G and H). The titer of GDF15 typically increases with chronological age and stress in WT mice (32–34). Here, the titer at 4 months was less in IGF-1R^R1096C^ heterozygote females than in WT but not in males. GDF15 did not significantly differ between InsR^R1109C^ heterozygotes and WT (Figure 6, I and J). Plasma triglycerides were significantly decreased in IGF-1R^R1096C^ female heterozygotes but not in males or in InsR^R1109C^ heterozygotes (Figure 6, K and L). We found no significant differences in plasma total cholesterol among genotype or sex (Figure 6, M and N).

Overall, young InsR^R1109C^ and IGF-1R^R1096C^ heterozygous adults present some hormonal changes that are seen in established models of retarded murine aging (elevated FGF21, elevated adiponectin, decreased IGF-1). These patterns, however, are quite variable among genotypes and sex dependent, as seen for elevated FGF21 and leptin in InsR^R1109C^ males as well as reduced GDF15 and plasma triglycerides in IGF-1R^R1096C^ females.

### InsR^R1109C^ and IGF-1R^R1096C^ heterodimer receptors have partial altered function.

We determined how the KID mutation in IR or IGF-1R affects receptor function, measured as ligand-stimulated receptor kinase activity in human cell culture and by downstream signaling in murine tissue and in human cell culture.

We transfected IR/IGF-1R double-knockout 293FT cells with human IGF-1R^WT^ alone, IGF-1R^R1095C^ alone (corresponding to mouse IGF-1R R1096C, hereafter referred to as R1096C), or a 1:1 mixture of both plasmids to produce heterodimer receptors (Figure 7, A and B). To assess relative expression of these receptor types, we cotransfected Myc-tagged R1096C with untagged IGF-1R^WT^. IGF-1 stimulation robustly induced autophosphorylation of IGF-1R^WT^ and phosphorylation of AKT and ERK. In contrast, R1096C homodimers exhibited markedly reduced autophosphorylation. Despite this defect, IGF-1 ligand still induced AKT phosphorylation to approximately 80% of the level observed in WT-expressing cells, whereas there is only weak phosphorylation of ERK (Figure 7, A and B). Assuming equal expression, cotransfection of IGF-1R^WT^ and R1096C is expected to generate 25% WT:WT homodimers, 50% WT:R1096C heterodimers, and 25% R1096C:R1096C homodimers. If the heterodimer is inactive, IGF-1–induced autophosphorylation should resemble that of cells expressing R1096C alone. However, cells coexpressing WT and R1096C showed IGF-1R autophosphorylation at ~50% of WT levels and pERK activation at ~70% of those in WT-expressing cells, suggesting that the WT:R1096C heterodimer produces partial functional activity (Figure 7, A and B).

We performed similar experiments using human IR^WT^ and an IR^R1107C^ mutant (corresponding to mouse IR-A R1109C, hereafter referred to as R1109C) (Figure 7, C and D). R1109C homodimers showed greatly reduced autophosphorylation and impaired pERK, while pAKT remained comparable with IR^WT^ homodimer cells. Coexpression of IR^WT^ significantly restored autophosphorylation and pERK signaling in the presence of R1109C. Together, these results support the conclusion that both IGF-1R WT:R1096C and IR WT:R1109C heterodimers are functional whereby they retain kinase activity and partial ability to engage downstream signaling pathways.

We likewise assessed signal transduction pathways (pERK/ERK and pAKT/AKT) from liver tissue of InsR^R1109C^ and IGF-1R^R1096C^ heterozygote mice. We also measured pACC/ACC and pS6/S6 to describe altered AMPK and mTORC1 activity, which are characteristic of some long-lived mice (35–39).

pErk/Erk levels were significantly higher in livers of male and female InsR^R1109C^ heterozygotes (Supplemental Figure 3, A–D) but were not affected in IGF-1R^R1096C^ heterozygotes (Supplemental Figure 3, A–D). pACC/ACC levels were normal in InsR^R1109C^ females but significantly decreased in livers of male InsR^R1109C^ heterozygotes (Supplemental Figure 3, A–D). In contrast, pACC/ACC was elevated in male and female IGF-1R^R1096C^ heterozygotes (Supplemental Figure 3, A–D). pAKT/AKT was normal in InsR^R1109C^ females and males (Supplemental Figure 3, A–D) but significantly decreased in IGF-1R^R1096C^ females and increased in males (Supplemental Figure 3, A–D); pS6/S6 was significantly lower in InsR^R1109C^ females but normal in InsR^R1109C^ males (Supplemental Figure 3, A–D). pS6/S6 was reduced in female IGF-1R^R1096C^ heterozygotes but was upregulated in male IGF-1R^R1096C^ heterozygotes (Supplemental Figure 3, A–D).

Overall, the activity of TOR, AMPK, and MAPK signaling in mouse tissue was partially altered by InsR^R1109C^ and IGF-1R^R1096C^ when these mutants complement a WT receptor allele. Some of these changes (Table 1) are seen in other models of extended murine longevity, while other observations here are ambiguous, such as where male IGF-1R^R1096C^ increase both AMPK activity and TOR activity.

### Decreased biological age in livers of heterozygous female IGF-1R^R1096C^ mice.

In this preliminary report, we cannot assess aging through survival analysis. Accordingly, we use transcriptomic biomarkers as proxies of aging and mortality. Recently developed transcriptome-based clocks can predict age-associated mortality and identify the molecular pathways that mediate differences in biological age (40).

We focused on IGF-1R mice using RNA-Seq from gastrocnemius muscle and liver of WT and heterozygote IGF-1R^R1096C^ of both sexes at 4 months of age. 

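Gastrocnemius, a muscle of the hindlimb, and liver were taken from WT mice and from mice carrying 1 copy of the knock-in allele at 4 months of age, and the authors deposited the number of reads counted on each of 57010 genes, without normalization, for 48 libraries. In liver there were 6 female WT, 5 female heterozygous, 6 male WT and 6 male heterozygous libraries. In muscle there were 6 female WT, 5 female heterozygous, 7 male WT and 7 male heterozygous libraries. RNA was enriched for polyadenylated transcripts, and the reads were mapped to GRCm39 and counted per gene by the authors. Between 34024056 and 56312866 reads were counted on genes in female WT livers (median 40221667), 26290519 to 51564824 in female heterozygous livers (median 35509501), 31332364 to 52881050 in male WT livers (median 39881054) and 35472094 to 45931028 in male heterozygous livers (median 40680590). In muscle the totals were 31917685 to 39469595 for female WT (median 36783438.5), 32775748 to 40444565 for female heterozygotes (median 34698808), 28479811 to 48829652 for male WT (median 32490071) and 26579653 to 39233977 for male heterozygotes (median 34972520). Total counts of female WT and heterozygous livers overlapped and did not differ (exact permutation test, two-sided, p = 0.433). Following the methods of the paper, genes were kept when at least 10 reads were counted in at least 20% of the libraries of a tissue, which left 18241 genes in liver and 18323 in muscle. Counts were normalized for library size by edgeR's TMM method, and WT and heterozygous animals were compared within each tissue and sex. The sexes in the labels could be checked against the counts. In liver, Xist, which is transcribed from the inactive X chromosome, was at 604 to 1903 CPM (counts scaled to library size) in females and at no more than 3.16 in males, and the Y-linked genes together were at 139 to 192.5 CPM in males and at no more than 2.14 in females. The genotype could not be checked this way, because counts per gene do not separate the edited codon from the WT codon. The libraries differed in 2 further ways. Between 15372 and 16538 genes had at least 1 read in the female heterozygous livers, fewer than in any female WT liver (18010 to 21346), and 13.1% ± 3.57 (SD, n = 5) of their reads fell on mitochondrially encoded genes against 4.18% ± 0.911 (SD, n = 6) in female WT livers. The library labelled liver male WT replicate 5 had 0.0120% of its reads on a list of liver marker transcripts, where the other male WT livers had 11.0% to 13.6%, and 15.1% on a list of skeletal muscle transcripts, where they had at most 0.000160%. Supplemental Figure 4 plots 5 male WT livers. The paper's statistics section states that outliers were identified by the ROUT method, but not whether this covered RNA-Seq libraries, and the paper gives no reason for the smaller number of male WT livers. Results for male liver are therefore given first for 5 WT livers, without that library, and then for all 6.

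**Figure D1:**
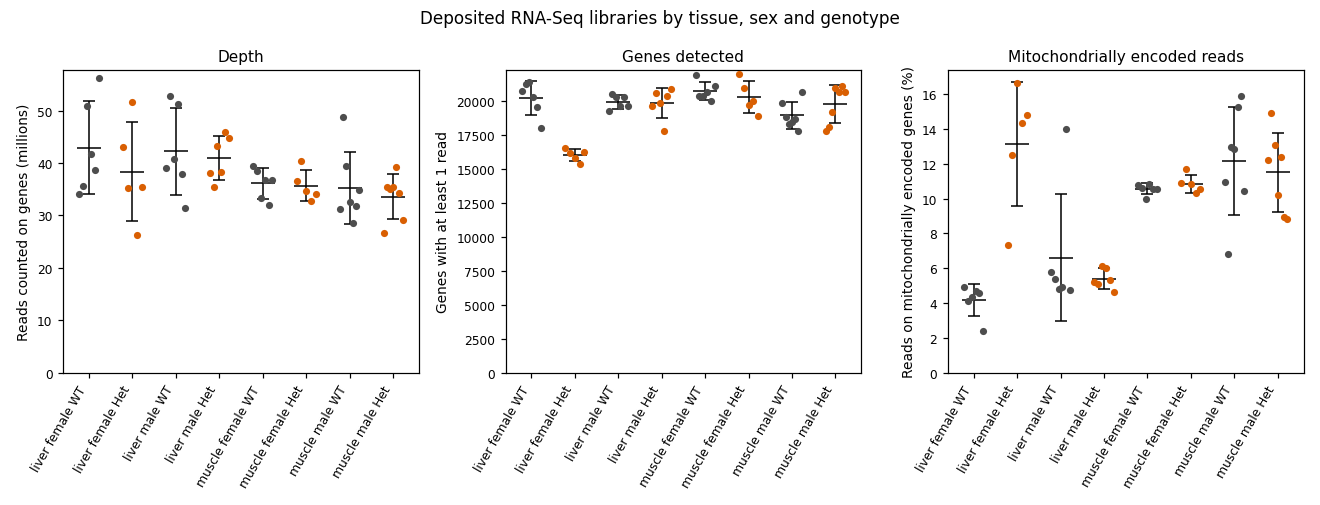
Depth (reads counted on genes, on the scale of the axis), number of genes with at least 1 read, and percent of reads on mitochondrially encoded genes, for each deposited library by tissue, sex and genotype. Points are single libraries (gray WT, orange heterozygous), and horizontal lines with bars are the mean and SD. The 5 female heterozygous livers sit between 15372 and 16538 genes, below all other livers, and the single gray point at 14.03% among male WT livers is the library labelled replicate 5.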

We did not include heterozygote InsR^R1109C^ mice in the analysis because they develop mild hyperinsulinemia. PCA of muscle samples separated the samples based on sex but not by genotype (Supplemental Figure 4A). 

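The principal components were computed on log2 CPM (prior count 2) of the 18323 genes over the 25 muscle libraries, with each gene centered and scaled. PC1 held 18.9% of the variance and PC2 12.1%. The mean PC1 of males and females differed by 4.24 times the SD within sexes, without overlap between the sexes (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest these resamples can give, and 6e-05 after Benjamini-Hochberg adjustment over the 6 comparisons made on this PCA). WT and heterozygous females overlapped on PC1, where their means differed by 0.0280 SD (exact permutation test, p = 0.972), and on PC2, where they differed by 0.185 SD (p = 0.766 from the same exact test). WT and heterozygous males also overlapped, with differences of 0.187 SD on PC1 and 0.544 SD on PC2 (exact permutation tests, p = 0.730 and p = 0.322). Every adjusted p for genotype was 0.818 or higher. The choice of genes moved the first of these results most. Over the 500 genes with the largest variance, the sexes differed by 0.165 SD on PC1 (permutation test, p = 0.687).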

PCA of the liver tissue separated samples by sex on the first principal component and by genotype among females on the second principal axis (Figure 8A). This suggests there is a sex-specific effect of the IGF-1R^R1096C^ KID within the liver. Accordingly, over 5,000 differentially expressed genes (*P*_adj_ < 0.05) were identified in livers of IGF-1R^R1096C^ heterozygous females, while few DEGs were seen in female muscle or in either tissue of males (Figure 8B, Supplemental Figure 4B, and Supplemental Table 1). 

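Over the 22 livers without the library labelled liver male WT replicate 5, PC1 held 32.7% of the variance and PC2 8.53%. Males and females did not overlap on PC1, and their means differed by 1.59 times the SD within sexes (permutation test with 100000 resamples, two-sided, p = 2e-05). Males scored -56.2 to -41.7 on PC1, female WT livers -39.4 to 23.0 and female heterozygous livers 74.8 to 166.2. The distance between the sexes on PC1 thus includes the female genotype difference. On PC2 the sexes overlapped and differed by 1.26 SD (permutation test, p = 0.00955, 0.0191 after Benjamini-Hochberg adjustment). Female WT and heterozygous livers also did not overlap on PC1, with a difference of 5.34 SD (exact permutation test, p = 0.00217, the smallest that 6 animals against 5 allow). On PC2 they overlapped and differed by 1.04 SD (exact permutation test, p = 0.143). Male WT and heterozygous livers overlapped on both components, with differences of 0.544 SD on PC1 and 0.121 SD on PC2. Over all 23 livers, PC1 held 25.8% and PC2 21.0% of the variance. The library labelled liver male WT replicate 5 had a PC2 score of 277.5, and the other 22 scored between -30.43 and 17.13. The sexes differed by 1.62 SD on PC1 (permutation test, p = 3e-05), now with some overlap. Female WT and heterozygous livers did not overlap on PC2 (4.47 SD) or on PC1 (5.32 SD), each with an exact permutation p of 0.00217, and male genotypes overlapped on both. After Benjamini-Hochberg adjustment over the 6 comparisons of each PCA, the calls at 0.05 were the same. Without scaling of the genes, the sexes differed on PC1 of the 23 livers by 0.255 SD (permutation test, p = 1.0), and on PC2 by 2.20 SD (permutation test, p = 3e-05). A PCA without scaling and without that library was added after the values were seen. The sexes then did not overlap on PC1 (2.26 SD, permutation test, p = 2e-05), and female genotypes stood apart on PC1 (5.24 SD) and on PC2 (3.88 SD), again without overlap.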

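Whether the genotype effect differed between the sexes was tested as 1 term, the interaction of sex and genotype, in a fit of edgeR's quasi-likelihood model to the 4 liver groups. With 5 male WT livers, the interaction had a Benjamini-Hochberg adjusted p under 0.05 for 4655 of the 18241 genes. They included 4396 genes, or 74.7%, of those called in the female comparison alone. With all 6 male WT livers, 3192 genes passed and 2929, or 49.8%, of the female calls were among them. Across the 23 fits that each left out 1 liver, between 2661 and 4655 genes passed, and among the other settings tried the replicate block gave the lowest count, 2470. In muscle, the same test called 0 of 18323 genes. From the separation by genotype among females in the PCA, the paper proposes an effect of the knock-in in liver that depends on sex.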

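In female livers, 5886 of 18241 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 32.3% of those tested. Heterozygotes were higher for 2491 of them (42.3%) and lower for 3395. For 3385 genes (18.6%) the 6 WT and 5 heterozygous livers did not overlap at all, where chance gives 0.433%. The count of calls moved most when the log2 share of mitochondrially encoded reads entered as a covariate, which left 564 genes. With a correction of each library for the GC content and length of genes, 5487 genes passed and 57.7% of them were higher in heterozygotes. That correction raised the median log2 fold change of all genes from -0.0299 to 0.173. Of the 20 genes labelled in Fig. 8B, all 20 passed and had no overlap between the groups in female liver. The solute carrier gene Slc12a9, on chromosome 5 of GRCm39 from 137312820 to 137338354, rose from 24.1 ± 7.00 (SD, n = 6) to 154 ± 30.2 (SD, n = 5) CPM, a log2 fold change of 2.68 (standard error 0.20, adjusted p = 1.27e-06 from the same test). Plppr2, on chromosome 9 from 21848235 to 21860203, rose from 9.17 ± 2.61 to 76.9 ± 23.1 CPM, a log2 fold change of 3.07 (standard error 0.23). The carboxylesterase gene Ces2e fell from 187 ± 22.0 to 47.3 ± 7.63 CPM, a log2 fold change of -1.98 (standard error 0.15). Across the labelled genes, 18 were higher in heterozygotes with log2 fold changes between 1.89 and 3.07, and 2 were lower. The mitochondrially encoded mt-Nd3, mt-Atp6 and mt-Co2 are among the 18. In male livers none of the 20 passed, with log2 fold changes between -0.21 and 0.39 for 5 WT livers and between -0.87 and 0.65 for all 6. Among called genes with no overlap and a mean log2 CPM of at least 1, the largest increases were in Gm32006, Tlcd3b, Gm53028, Gm3235 and Gm7511, with log2 fold changes of 4.54, 4.08, 4.03, 3.99 and 3.95. The annotation lists all but Tlcd3b as long noncoding RNAs or, for Gm7511, a processed pseudogene whose reads the counting could have shared with its parent gene. The largest decreases were in Gpr17 (-5.06), Gm57354 (-3.82), Gm11437 (-3.34), Hao2 (-3.25) and Ugt1a5 (-3.19). Gpr17 was at 4.56 ± 1.22 (SD, n = 6) CPM in WT and 0.132 ± 0.295 (SD, n = 5) in heterozygotes. With each female liver left out in turn, its log2 fold change was between -10.5 and -4.71, so its size is uncertain. Ugt1a5 shares exons with the other Ugt1a genes, so its count is uncertain. Over the alternatives, the adjusted p reached 0.837 for Gm32006, 0.468 for Tlcd3b and 0.101 for Gm7511. It reached 0.205 for Gpr17, 0.358 for Gm57354, 0.501 for Gm11437 and 0.0570 for Hao2. For Gm53028, Gm3235 and Ugt1a5 it stayed under 0.05. The log2 fold changes kept their sign, but fell to 1.11 for Gm32006 and 2.00 for Tlcd3b. In male livers, 0 genes passed both with 5 WT livers, where 4.08% had an unadjusted p under 0.05, and with all 6, where 5.60% did. In muscle, 0 genes passed in females (2.26% with an unadjusted p under 0.05) and 0 in males (3.67%).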

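Igf1, which encodes insulin-like growth factor 1, lies on chromosome 10 of GRCm39 from 87693642 to 87772904, and Igf1r, the gene that carries the knock-in, lies on chromosome 7 from 67601518 to 67883416. In female livers, Igf1 was at 647 ± 59.0 (SD, n = 6) CPM in WT and 797 ± 146 (SD, n = 5) in heterozygotes, a log2 fold change of 0.30 (standard error 0.15, adjusted p = 0.150 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested). The groups overlapped, with WT livers between 570 and 747 and heterozygous livers between 591 and 951. Igf1r was at 4.67 ± 0.653 (SD, n = 6) and 8.34 ± 2.77 (SD, n = 5) CPM, a log2 fold change of 0.84 (standard error 0.28, adjusted p = 0.0273 from the same edgeR test). The Igf1r groups also overlapped, with WT livers up to 5.90 and heterozygous livers from 5.75. Adjusted over these 2 genes alone, p was 0.0641 for Igf1 and 0.0150 for Igf1r. Igf1 moved most under the correction for GC content and length, to a log2 fold change of 0.82 with an adjusted p of 0.00141, and its adjusted p ranged from 0.00141 to 1.0 over the alternatives. Igf1r moved most with the share of mitochondrially encoded reads as a covariate, to 0.49 with an adjusted p of 0.730, and its adjusted p ranged from 0.00534 to 0.730. With each female liver left out in turn, the log2 fold change stayed between 0.23 and 0.37 for Igf1 and between 0.62 and 0.95 for Igf1r. The lowest Igf1r value came without heterozygous replicate 3, with an adjusted p of 0.0954 from edgeR. Some fits without a WT liver also had an adjusted p above 0.05 for Igf1r. In male livers with 5 WT animals, Igf1 was at 548 ± 87.1 (SD, n = 5) CPM in WT and 494 ± 47.5 (SD, n = 6) in heterozygotes, a log2 fold change of -0.15 (standard error 0.11), and Igf1r at 2.11 ± 0.547 and 2.77 ± 0.833, a log2 fold change of 0.39 (standard error 0.27). Both had an adjusted p of 1 from edgeR. The library labelled liver male WT replicate 5 was at 47.2 CPM for Igf1 and 23.8 for Igf1r. With it included, the log2 fold changes changed sign, to 0.08 (standard error 0.44) for Igf1 and -1.03 (standard error 0.67) for Igf1r. The difference between the sexes in the Igf1 effect was 0.43 on the log2 scale with 5 male WT livers (adjusted p = 0.0912 from edgeR's interaction test) and 0.19 with 6 (adjusted p = 0.844). For Igf1r it was 0.43 (adjusted p = 0.466) and 1.86 (adjusted p = 0.0925). In muscle, the log2 fold changes were 0.17 in females and -0.40 in males for Igf1, and -0.18 and 0.11 for Igf1r, none with an adjusted p under 0.05 in edgeR. Plasma IGF-1 was measured in another assay and is not analysed here.

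**Figure D2:**
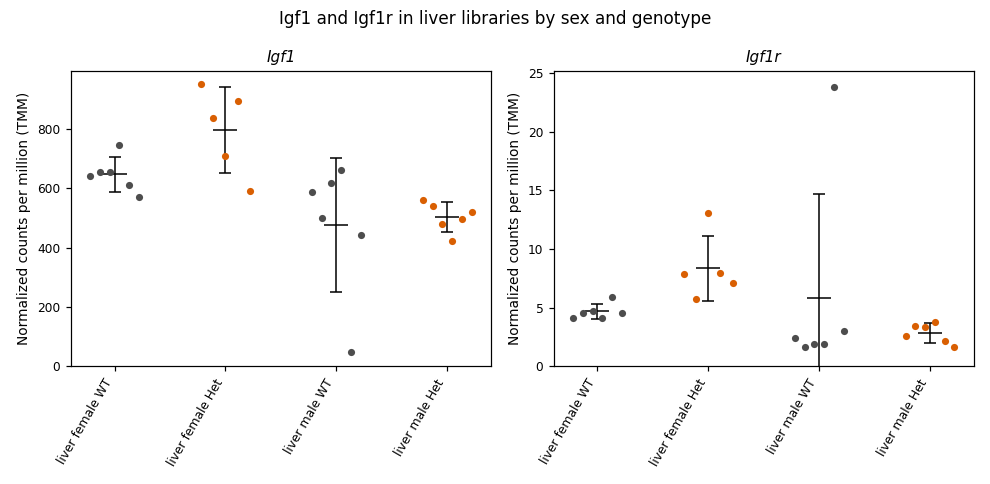
TMM-normalized CPM of Igf1 and Igf1r in each liver library by sex and genotype, with female and male livers normalized separately. Points are single libraries (gray WT, orange heterozygous), and horizontal lines with bars are the mean and SD; where an SD reaches below 0, the bar is drawn only down to the axis. The library labelled liver male WT replicate 5 is the point at 47.2 for Igf1 and 23.8 for Igf1r.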

Interestingly, the expression of *Igf1* and *Igf1r* were significantly upregulated in the liver of female IGF-1R^R1096C^ mice, while IGF-1 in plasma was significantly decreased in IGF-1R^R1096C^ male heterozygotes (Supplemental Figure 4C).

We compared the transcriptional profiles from the female IGF-1R^R1096C^ liver to characteristic signatures seen in established murine models of delayed aging (41, 42). This revealed a positive correlation with longevity-associated signatures and a negative correlation with aging- and mortality-associated biomarkers. 

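A normalized enrichment score, or NES, says how far the members of a gene set lie toward the top or the bottom of a ranked gene list. Female liver NES were recomputed from the deposited counts with fgsea for the Reactome sets that ship with it, ranking the genes by the signed log-transformed p value of the methods. They were set beside the paper's NES for 9 reference signatures (Supplemental Table 2) over the 285 sets with a value in every signature. Spearman's rho was 0.170 with the signature of maximum lifespan (adjusted p = 0.00819 over the 9 signatures, permutation test with 100000 resamples), 0.142 with growth hormone deficiency (adjusted p = 0.0312) and 0.116 with rapamycin (adjusted p = 0.0772). It was 0.0248 with rodent mortality (adjusted p = 0.759), -0.0140 with liver aging (adjusted p = 0.814) and -0.109 with brain aging (adjusted p = 0.0849). These are correlations across gene sets, which share genes and are not independent replicates.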

We observed a positive correlation with the signature specific to calorie restriction (*P*_adj_ < 0.001) and a negative association with signatures characteristic of aging-associated degeneration (kidney aging and rodent aging, each *P*_adj_ < 0.001) (Supplemental Figure 4D). 

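With the calorie restriction signature, Spearman's rho across the 285 sets was 0.270 (Pearson's r 0.179; adjusted p = 9e-05 over the 9 signatures, permutation test). With rodent aging it was -0.372 (Pearson's r -0.396; adjusted p = 9e-05) and with kidney aging -0.197 (Pearson's r -0.282; adjusted p = 0.00252). All 3 kept their sign and a permutation p under 0.05 under every alternative tried. Permutation across sets does not regroup the animals. Among 32 splits of the 11 livers that part the same-numbered animals, the real one included, 5 gave a rho as large in size for calorie restriction, 8 for kidney aging and 1 for rodent aging. Among the alternatives, the rodent aging value moved most, to -0.219 with genes ranked by log2 fold change (permutation test, p = 0.0008), and calorie restriction moved to 0.120 under the correction for GC content and length (permutation test, p = 0.0438). With each female liver left out in turn, rho stayed between 0.232 and 0.296 for calorie restriction, between -0.382 and -0.344 for rodent aging, and between -0.224 and -0.178 for kidney aging. In its discussion, the paper relates the correlation with calorie restriction to the role of the insulin/IGF/mTORC1 axis in the effects of calorie restriction.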

Gene set enrichment analysis (GSEA) from IGF-1R^R1096C^ liver samples revealed a negative normalized enrichment score (NES) for metabolic processes (fatty acid metabolism, oxidative phosphorylation), complement, mTORC1 signaling, and hypoxia (Figure 8C and Supplemental Table 2). 

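Of 698 Reactome sets of 15 to 500 genes, 156 had an adjusted p under 0.05 in female liver (fgsea with Benjamini-Hochberg adjustment), 14 with a positive and 142 with a negative NES. The Hallmark and KEGG collections of the methods are not used here. The set for metabolism of fatty acids, triacylglycerol and ketone bodies (84 genes) had an NES of -1.94 (adjusted p = 0.000308), and mitochondrial fatty acid beta-oxidation (15 genes) -1.84 (adjusted p = 0.00832). The complement cascade (26 genes) had an NES of -1.43 (adjusted p = 0.167) and regulation of hypoxia-inducible factor by oxygen (23 genes) -1.24 (adjusted p = 0.351). For oxidative phosphorylation the nearest sets were respiratory electron transport (80 genes), with an NES of 1.57 (adjusted p = 0.0295), and the TCA cycle with respiratory electron transport (135 genes), with an NES of 1.02 (adjusted p = 0.595). These sets include mitochondrially encoded genes. Without those genes, a setting added after the values were seen, the NES were -0.83 (adjusted p = 0.924) and -1.42 (adjusted p = 0.0464). The ranking metric moved the number of sets most: with genes ranked by log2 fold change, 0 sets passed. With the GC and length correction 89 passed, 24 with a positive and 65 with a negative NES. Gene lists written down before the counts were seen gave the size of these shifts as mean log2 CPM per animal. A list of 14 fatty acid metabolism genes was lower in heterozygous females by 0.93 (8.76 ± 0.197 in 6 WT and 7.83 ± 0.350 in 5 heterozygotes, SD), without overlap between the groups (exact permutation test, two-sided, p = 0.00217, 0.00595 after Benjamini-Hochberg adjustment over 11 lists). The difference was -0.68 for 15 complement genes (exact permutation test, adjusted p = 0.0198) and -0.46 for 12 hypoxia targets (adjusted p = 0.00595). The list of 12 liver markers differed by -0.53 with overlap (exact permutation test, adjusted p = 0.0578). Alb was at 28198 to 57196 CPM in female heterozygous livers and 78344 to 103306 in female WT livers. No test here separates a change of these lists from lower liver transcripts in general. The 19 mitochondrially encoded genes past the filter were higher by 1.64 (exact permutation test, adjusted p = 0.00595), while the 105 nuclear-encoded respiratory chain genes differed by -0.090 (adjusted p = 0.631), a sign that turned positive with the median over the list and with the GC and length correction. In male livers, all 11 lists had an adjusted p of 0.214 or higher with all 6 WT livers, and 0.381 or higher with 5. Of the Reactome sets, 40 passed in male liver with 5 WT livers and 99 with all 6, 15 in female muscle and 113 in male muscle. Of the sets named above, the complement cascade passed in male liver with 5 WT livers, with an NES of 1.78 (adjusted p = 0.0237 from fgsea) where the female value is negative, and the list of 15 complement genes differed by -0.0089. With all 6, the complement cascade (1.98), regulation of hypoxia-inducible factor (-1.90), respiratory electron transport (-1.54) and the TCA cycle with it (-1.79) passed. In male muscle, respiratory electron transport had an NES of -2.20 (adjusted p = 2.0e-06 from fgsea). The TCA cycle with it had -1.75 (adjusted p = 0.00035), where both female liver values are positive. The other sets named above did not pass in male muscle, and none of them passed in female muscle. Whether the NES differ between the sexes was not tested. The p values of fgsea come from permuting genes, so they do not measure the spread between animals. Splits that part the same-numbered animals gave as many sets in 30 of 64 cases for male muscle and 30 of 32 for female muscle. For male liver it was 22 of 32 with 5 WT livers and 17 of 32 with all 6, and for female liver 4 of 32, the real split included in each.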

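In female livers, the Reactome set mTORC1-mediated signalling has 11 genes past the filter and entered only when sets of 10 to 1000 genes were admitted. Its NES was -1.45 (p = 0.0573 from fgsea's permutation test, 0.189 after Benjamini-Hochberg adjustment). A list of 12 target genes of SREBP, a transcription factor of lipid synthesis downstream of mTORC1, was lower in heterozygous females by 1.12 log2 units, from 7.64 ± 0.383 (SD, n = 6) to 6.53 ± 0.339 (SD, n = 5), without overlap between the groups (exact permutation test, two-sided, adjusted p = 0.00952). The liver marker list differed by -0.53 in the same direction, and no test separates the SREBP difference from it. Another list, of 8 targets of the mTORC1-responsive transcription factor ATF4, differed by -0.41 (exact permutation test, adjusted p = 0.274) with overlap, and its median over the list was positive (0.170). The 97 cytosolic ribosomal protein genes differed by -0.011 (exact permutation test, adjusted p = 0.935), and by 0.31 after the GC and length correction, where the adjusted p was 0.0198 (0.0198 to 0.8745 over the alternatives). The set for translation (170 genes) had an NES of -1.41 (adjusted p = 0.0358 from fgsea), and 0.92 after that correction. Its NES was -1.66 (adjusted p = 0.00739) in male liver with 5 WT livers, -0.57 (adjusted p = 1) with all 6, -0.74 (adjusted p = 1.0) in female muscle and -2.59 (adjusted p = 2.84e-09) in male muscle, all from fgsea. These p values permute genes and not animals, so they do not show an effect of genotype beyond the spread between mice.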

The observed downregulation of mTORC1-associated genes is consistent with our Western blot data where pS6 is decreased in IGF-1R^R1096C^ livers (Supplemental Figure 3C).

We then applied multitissue transcriptomic clocks of expected mortality (40) to estimate transcriptomic age (tAge) in tissue samples of female WT and IGF-1R^R1096C^ heterozygous animals. While individual organs did not show statistically significant differences, likely due to low sample size (Supplemental Figure 4E), female IGF-1R^R1096C^ heterozygotes displayed significantly lower tAge when liver and muscle tissues were pooled (Figure 8D). We applied module-specific transcriptomic mortality clocks to gain mechanistic insight into the biological pathways contributing to this effect (40). Several transcriptomic modules showed reduced tAge in liver tissue of IGF-1R^R1096C^ females (*P*_adj_ < 0.05) (Figure 8D), but no significant differences were observed in other tissues or in males. Strongly affected modules included lipid metabolism, VEGF signaling, mRNA splicing, mitochondria, NRF2 signaling, adaptive immunity, amino acid metabolism, heat-stress response, and translation (Figure 8E). Modules related to IFN signaling and chromatin modification showed modest increases in tAge, suggesting that while antiaging effects are predominant in this model, some proaging signals may be present.

In summary, female IGF-1R^R1096C^ heterozygous mice exhibit decreased biological age, particularly in the liver, highlighting potential molecular pathways contributing to the health-promoting effect of this genetic model, and this finding warrants an actual lifespan experiment.

## Discussion

### Mouse InsR^R1109C^ or IGF-1R^R1096C^ substitutions in the KID.

A mutation in the KID of the *Drosophila* insulin/IGF receptor extends lifespan without impairing insulin-sensitivity, growth, and reproduction (5). The allele (referred to as *dInr*^KID^ or *dInr*^353^) contains an amino acid substitution (Arg1466Cys) within a sequence of the KID that is conserved in the KID of the mammalian insulin receptor (IR-A; Arg1107 in human, Arg1109 in mouse) and the IGF-1R (Arg1095 in human, Arg1096 in mouse) (Supplemental Table 3). This receptor domain has previously been known only for its effect on pathology. Donohue syndrome (OMIM #246200) is a rare and severe autosomal recessive disease caused by mutations in the insulin receptor. Homozygotes have strong insulin resistance, severe growth retardation, and hypertrichosis (43). Donohue syndrome can be caused by a homozygous Arg1107Gln substitution in the insulin receptor KID (44), the residue mutated in the long-lived of *Drosophila* (Arg1466Cys). Heterozygote parents have mild type A insulin resistance syndrome (43, 44). In recent cell-based studies, Chen et al. (45) showed Arg1104Glu combined with Arg1107Glu inhibits A-loop-tyrosine phosphorylation in stimulated mutant IR homodimers. Hall et al. (46) investigated how human IR substitutions induce premature endocytosis, finding that homodimers with the Arg1107Gln substitution remain at the plasma membrane in cells at their basal, unstimulated state. No data yet describe how substituting nonpolar cysteine for arginine in the IR KID will affect cell traits or animal phenotypes, but we expect it will not recapitulate what is seen with substitution with polar Gln or negatively charged Glu.

To empirically explore the biological relevance of Arg>Cys in the mammalian receptors, we generated 2 knock-in mouse models that carry the homologous fly substitution (Arg>Cys). Like flies — when the KID mutant is heterozygous with a WT receptor allele — young heterozygote KID mice have normal growth and glucose metabolism, yet they variably modify several hormones that are associated with slow aging in rodents and humans (Table 1).

### Modified hormones of murine KID mutants.

The murine InsR^R1109C^ and IGF-1R^R1096C^ KID substitutions alter several hormones associated with delayed aging in established mouse longevity models and in long-lived humans.

Heterozygote IGF1R^Arg1096Cys^ males have reduced plasma IGF1. In mammals, growth hormone produced by the anterior pituitary regulates the biosynthesis and release of IGF-1 by the liver and peripheral tissue to control mammalian growth. Several models of dwarf mice (Prop1, Pit1, GHRHR, and GHR) are long lived and all produce less IGF-1 (47–50). Compensatory upregulation of IGF-1 levels has been observed in some models with a tissue-specific KO of IGF-1R (51–53), while heterozygous *Igf1* mutant mice have been reported to have reduced circulating IGF-1 (54–56). Our model is potentially more like the second case, as we have full-body knock-in mutant mice and we observe decreased plasma IGF-1 levels in heterozygous IGF-1R^R1096C^ male mice. The absence of altered plasma IGF-1 in heterozygous IGF-1R^R1096C^ female mice may arise because they transcriptionally upregulate *Igf1r* and *Igf1* mRNA.

Heterozygote InsR^R1109C^ males and females have elevated plasma adiponectin. Adiponectin null mice have reduced health span and lifespan, while transgenic mice with high circulating adiponectin improve health span and lifespan (57). A pan-adiponectin receptor agonist (AdipoRon) administered for 6 weeks improves muscle function in aged male mice (58). Human female centenarians have higher plasma adiponectin than BMI-matched younger females, and plasma adiponectin in centenarians is positively associated with metabolic health biomarkers (59).

Heterozygote InsR^R1109C^ males have elevated plasma FGF21. FGF21 is an atypical fibroblast growth factor secreted by the liver during fasting. FGF21 elicits diverse starvation responses that are lacking in protein restricted FGF21-null mice (60). Notably, methionine restriction (MetR) increases plasma FGF21 in mice and humans (61, 62). MetR and FGF21 overexpression via a transgene induce hepatic fatty acid oxidation and ketogenesis, increase insulin sensitivity, decrease circulating IGF-1, and block somatic growth. Both manipulations extend lifespan in male and female mice (63, 64). Despite these parallels, some benefits of dietary MetR persist even in mice deficient for *Fgf21* and *Adipoq* (65), suggesting that adiponectin and FGF21 upregulation may reflect a methionine restricted state and have prolongevity effects, but they are not downstream effectors of lifespan extension by MetR.

Heterozygote IGF-1R^Arg1096Cys^ males have reduced plasma GDF15, which is considered to act as a stress responsive cytokine (32–34). GDF15 is normally upregulated during human and murine aging (34), while it is low in young individuals except when they experience chronic or acute illness (34). Reduced GDF15 in IGF1R^+/Arg10965Cys^ males at 4 months relative to WT suggests the KID mutant mice are biologically younger than matched controls.

Overall, the murine KID mutations variously affect a range hormones that are associated with attenuated aging in long-lived mice and humans. Aspects of these profiles parallel observations seen with dietary MetR.

### Genetic background.

We have explored substitutions in the KID in 1 genetic background, C57BL/6J. The knock-in mutations were produced in C57BL/6J and backcrossed to WT C57BL/6J mice to minimize the effect of off-target mutations. Previous work with igf1r and insulin receptor mutants shows that outcomes can vary among strain backgrounds (C57BL/6, 129Sv, and DBA) (66). Among these backgrounds, C57BL/6J may provide a stringent test condition because loss of either receptor produces severe phenotypes with obesity and diabetes. It is a sensitive background to detect deleterious metabolic phenotypes of the InsR^R1109C^ or IGF-1R^R1096C^ knock-in mutations. Here we found these KID substitutions (as WT heterozygotes) are metabolically healthy (IGF-1R mice) or have moderate hyperinsulinemia (IR mice). Potential future work with these receptor mutants will include additional metabolic tests (insulin tolerance test and hyperinsulinemic-euglycemic clamp studies) and alternative backgrounds such as outbred HET3 (67, 68).

### Models of mutant IR and IGFR to study aging.

Manipulations of insulin/IGF receptors typically used to extend lifespan in *C*. *elegans* and *Drosophila* also reduce insulin sensitivity, impede development (dauer, maturation, growth), and impair fecundity. We subsequently described a potentially novel mutant *Drosophila* receptor that slowed aging without such negative effects, and here sought to test similar alleles in mammals, being aware of how fly and mammalian insulin/IGF systems differ (69). Our work with a functional allomorph allele in mice contrasts with previous mouse studies that tested IR and IGF-1R loss-of-function genotypes. One early report found *igf1r*^+/–^ males and females were long-lived, but this benefit was not replicated in a different genetic background (9). KO of the IR in adipose tissue with the aP2 Cre driver extended mouse longevity, but the fat in these mice was developmentally abnormal (17, 18). Later studies demonstrated the aP2 promoter was promiscuous, and further studies using other fat-specific Cre drivers found detrimental effects of insulin receptor KO on metabolic health that accompanied opposite effects on lifespan (70, 71). Two teams mutated the insulin receptor substates IRS1 or IRS2 (72–74), but the gene attributed to extend lifespan differed between the labs. Mao et al. injected IGF-1R antibody into 18-mo old mice, which improved life expectancy and health span in females but not in males (23). Ambiguity also extends to humans where individuals with Laron syndrome, a human dwarf disease associated with IGF-1 deficiency, seem protected against cancer but otherwise appear to have normal lifespan (75).

Past studies of insulin and IGF receptor modulation of mouse aging have reduced the abundance of ligand, receptor, or receptor substrate, but these trails did not consistently slow aging. We propose an alternative approach to manipulate the quality of IR or IGF-1R signaling rather than their quantity. We show that heterodimer receptors composed of a mutant and WT protomer retain the ability to be autophosphorylated, although to a lesser extent. Nonetheless, ligand is equally able to induce pAkt in both IR and IGF-1R heterodimer containing cells, while the IGF-1R mutant impairs the induction of pErk. The IGF-1R KID may have a selective effect on MAPK signaling that cannot be revealed by fully knocking out an allele. The KID mutations may recapitulate targeting of the insulin/IGF/mTORC1 axis with rapamycin and the Ras/MEK/ERK axis with trametinib, where simultaneous inhibition of both axes additively extends lifespan in HET3 mice (76).

### Biological age of IGF1R KID mutant.

Progressive change in DNA methylation levels are sometimes used to systematically predict age and evaluate longevity interventions across different species, including humans (77, 78). Although epigenetic (or methylation) clocks are a powerful approach to estimate aging using blood or other tissues, they provide limited mechanistic insight. In contrast, recently developed transcriptome-based clocks can predict expected mortality and identify molecular pathways associated with the observed differences in biological age (40). These transcriptome-based clocks were trained on multiple interventions with known effects on lifespan derived from the Intervention Testing Program and other large survival studies. This approach not only predicts effects on mortality using gene expression data, but it also compares these changes to transcriptome profiles induced by lifespan-extending interventions. When we compared the transcriptional profiles from the livers of female IGF-1R^R1096C^ mice to characteristic signatures observed in established murine models of delayed aging, we found a positive correlation with the signature characteristic of calorie restriction and a negative association with signatures characteristic of aging-related degeneration (kidney aging and multitissue rodent aging). The correlation with the calorie restriction signature is not surprising, given the critical role of the insulin/IGF/mTORC1 axis in mediating the beneficial effects of calorie restriction (79). Interestingly, while kidney pathology is a hallmark manifestation of diabetes and insulin resistance, we observe that the IGF-1R KID mutant opposes kidney aging, consistent with its prolongevity effect and absence of detrimental effects on metabolic health.

To connect the transcriptional changes to specific processes that drive the aging process, the clocks were also trained on coregulated transcriptomic modules enriched for specific cellular pathways associated with aging and mortality (40). Applying module-specific transcriptomic mortality clocks to the IGF1R KID samples, we found that IGF-1R^R1096C^ females exhibited a statistically significant reduction in tAge in liver tissue associated with 39% of the module clocks. The most affected modules with the strongest tAge decrease included those related to lipid metabolism, VEGF signaling, mRNA splicing, mitochondria, NRF2 signaling, adaptive immunity, amino acid metabolism, heat stress response, and translation. Although we do not yet know how the IGF-1R KID mutation drives transcriptional changes in these modules, our recent work in *Drosophila* identified methionine metabolism as a critical downstream effector of the KID mutation (80), and methionine metabolism is known to regulate most of the processes identified in these transcriptionally altered modules (81). It should also be noted that data from transcriptome-based clocks are predictive of delayed aging but are not a substitute for an actual lifespan experiment, as some of the effects (both beneficial and detrimental) of the IGF-1R KID mutation may only appear later in life.

We suggest that understanding how insulin or IGF signaling can modulate mammalian aging may be advanced through analysis of a single amino acid substitution in the KID, as we demonstrated in *Drosophila* (5). Here we describe how a homologous substitution in the murine KID produces viable animals with normal growth and robust carbohydrate metabolism. These animals have encouraging early signatures of slowed aging, which may be fully revealed through further analysis across the lifespan of aging cohorts.

## Methods

*Sex as a biological variable*. Both male and female mice were used in this study.

*Igf1r-R1096C (AGG >TGC) and Insr-R1109C (AGG>TGC) mouse model generation*. 

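Igf1r lies on the forward strand of chromosome 7 of GRCm39, from 67601518 to 67883416, and Insr on the reverse strand of chromosome 8, from 3172061 to 3329647. In transcript Igf1r-201, the arginine codon AGG that was replaced lies at 67857607 to 67857609, in the coding part of exon 17 of 21 (67857511 to 67857621), and encodes residue 1096 of 1369. It is followed by proline and glutamate. The sequence on the gene's strand, with 21 bases on each side of the codon, is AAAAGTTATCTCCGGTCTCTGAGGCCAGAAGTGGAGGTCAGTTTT. In transcript Insr-201, the codon AGG lies at 3211693 to 3211695, also in exon 17 of 21 (3211681 to 3211791), and encodes residue 1109 of 1372. It is followed by proline and aspartate, and the sequence with 21 bases on each side is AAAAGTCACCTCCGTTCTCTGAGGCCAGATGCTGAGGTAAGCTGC. In both genes the codon lies near the 3′ end of its exon. Read counts per gene, as deposited for the IGF-1R animals, do not separate the edited allele from the WT allele.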

C57Bl/6J mice (stock no. 000664) were purchased from Jackson Laboratory and housed with ad libitum diet and drinking water in a barrier facility (biosafety level 2) on 12-hour light-dark cycles. The protocol for generating genetically modified mice through CRISPR-Cas9 genome editing was approved by the IACUC of Brown University. All procedures involving mice were conducted in accordance with protocols approved by the IACUC of the University of Pittsburgh.

Three- to 4-week-old WT C57Bl/6J females were superovulated with pregnant mare serum gonadotropin (PMSG, Prospec Bio; I.P. 5IU/mouse) and human chorionic gonadotropin (HCG, Sigma-Aldrich; I.P. 5IU/mouse), followed by mating with WT stud males. At about 43.5 hours post-HCG administration, 2-cell embryos were harvested from successfully mated females and cultured in KSOM^AA^ medium (CytoSpring) before microinjection. The targeted mutation in mouse embryos was generated by cytoplasmic microinjection of both blastomeres with the mixed CRISPR-Cas9 reagents. The microinjection reagents (final concentration) were prepared in UltraPure DNase/RNase-Free distilled water (Invitrogen) following the steps of annealing crRNA and tracrRNA (molar ratio 1:1) according to IDT protocol, incubating Alt-R S.p. HiFi Cas9 Nuclease V3 (100 ng/μL, IDT) and annealed crRNA-tracrRNA (150 ng/μL, IDT) at room temperature for 10 minutes to form Cas9 ribonucleoprotein; and adding Ultramer DNA oligo template containing the mutation *Igf1r*-R1096C (AGG >TGC) or *Insr*-R1109C (AGG>TGC) (250 ng/μL, IDT). After microinjection, 25–30 embryos per recipient were transferred into CD1 pseudo-pregnant females.

The mice born from the microinjected embryos were genotyped to identify the targeted mutation. Genotypes were determined by Sanger sequencing analysis of the purified PCR products specifically amplified by a pair of primers with at least 150 nucleotides upstream and downstream of the targeted mutation site. The mice carrying the targeted mutation (founder mice, F0) were saved for germline transmission. Natural mating or in vitro fertilization (male founder mice only) of the founders with WT mice was performed to produce the F1 generation of mice. The heterozygous mice with the germline-transmitted targeted mutation were identified by genotyping. A heterozygous mouse was further backcrossed to WT C57Bl/6J mice to establish its colony. Supplemental Table 4 contains reagent sequence information.

*InsR^R1109C^ and IGF-1R^R1096C^ breeding*. To minimize the risk of off-target effects caused by CRISPR-Cas9, founder mice for both knock-in mutations were backcrossed with C57BL/6J WT mice (JAX, stock no. 000664) for 2 generations and selected for the presence of InsR^R1109C^ and IGF-1R^R1096C^ allele.

*Genotyping*. Tail tips were collected from pups, and DNA was extracted with the Qiagen DNeasy Blood & Tissue kit (no. 69506). PCR reactions were performed using Hot Start Taq Blue master mix (Apex Bioreserch), with forward primers *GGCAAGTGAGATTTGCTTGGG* for InsR^R1109C^ and *GGGTAGTTTCCCCGTTGCA*T for IGF-1R^R1096C^, and reverse primers *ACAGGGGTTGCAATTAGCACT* for InsR^R1109C^ and *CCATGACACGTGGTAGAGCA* for IGF-1R^R1096C^ with the following program: first cycle of denaturation at 95°C for 15 minutes and 28 cycles of denaturation at 95°C for 30 seconds, annealing at 59°C for 30 seconds, extension at 72°C for 1 minute, and a final extension at 72°C for 5 minutes. Fragments were visualized on 1% agarose gel using SYBER Safe gel stain (Thermo Fisher Scientific, S33102): InsR^R1109C^ amplicon of 476 bp and IGF-1R^R1096C^ amplicon of 588 bp. PCR products were sent for sanger sequencing (Azenta Genewiz) and point mutations were assessed with SnapGene 7.2 software. Simultaneous peaks for A and T and for G and C indicated individuals heterozygous for a WT codon AGG and a mutant codon tGC.

*Blood biochemical tests*. ELISA measured FGF-21 (EZRMFGF21-26K) (Millipore), adiponectin (ADIPOQ) (MRP300) (R&D Systems), insulin-like growth factor 1 (IGF-1) (MG100), leptin (MOB00B), and GDF15 (R&D Systems, DY6385). A colorimetric assay determined plasma triglycerides (TG) (TR22421) (Thermo Fisher Scientific) and total cholesterol (TR13421) (Thermo Fisher Scientific).

*IR/IGF-1R double knockout 293FT cells*. IR and IGF-1R double KO 293FT cells — generated in ref. 82 — were cultured in high-glucose (4.5 g/L) DMEM supplemented with 10% (v/v) FBS, 2 mM L-glutamine, and 1% penicillin/streptomycin. Cells were maintained at 37°C with a humidified atmosphere of 5% CO_2_.

*Cell-based receptor activation assays*. IR and IGF-1R activation assays were performed as previously described with some modifications (82, 83). For IR mutant generation, we used the short isoform of human IR (hIR-A) in pCS2-Myc vector resistant to IR gRNAs. IR R1109C mutation was generated by Q5 site-directed mutagenesis (pCS2-hIR-A-Myc, primer sequences: 5′- CCGTTCTCTGtgcCCAGAGGCTG -3′ and 5′- AGGTAGCTCTTCAGGTCTC -3′. For IGF-1R R1096C mutant generation, we used human IGF-1R in pCS2-Myc vector resistant to IGF1R gRNAs. IGF-1R R1096C mutant was generated by Q5 site-directed mutagenesis (pCS2-hIGF-1R-Myc, primer sequences: 5′- CCGGTCTCTGtgcCCAGAAATGG -3′ and 5′- AGATAACTTTTGAGATCGC -3′).

Plasmid transfection in double-knockout 293FT cells was performed with Lipofectamine 2000 (Invitrogen). After 1 day, the cells were serum-starved for 16–18 hours. Serum-starved cells were treated with the indicated concentrations of human insulin (Sigma, I2643) or human IGF-1 (PeproTech, 100-11).

After treatment, cells were incubated with cell lysis buffer [50 mM Hepes pH 7.4, 150 mM NaCl, 10% (v/v) Glycerol, 1% (v/v) Triton X-100, 1 mM EDTA, 10 mM sodium fluoride, 2 mM sodium orthovanadate, 10 mM sodium pyrophosphate, 0.5 mM dithiothreitol (DTT), 2 mM phenylmethylsulfonyl fluoride (PMSF)] supplemented with cOmplete Protease Inhibitor Cocktail (Roche) and PhosSTOP (Roche) on ice for 1 hour. Cell were centrifuged at 18,213*g* at 4°C for 20 minutes, and cell lysates analyzed by SDS-PAGE and Western blotting. Primary antibodies included anti-IR-pY1150/1151 (1:2000; 19H7, Cell Signaling, 3024), anti-IR (1:500; CT-3, Santa Cruz, sc-57342), anti-IGF-1R (1:1000; ZI001, Invitrogen, 39-6700), anti-AKT (1:2000; 40D4, Cell Signaling, 2920), anti-pS473 AKT (1:2000; D9E, Cell Signaling, 4060), anti-ERK1/2 (1:2000; L34F12, Cell Signaling, 4696), and anti-pERK1/2 (1:2000; 197G2, Cell Signaling, 4377). Secondary antibodies for quantitative Western blots included anti-rabbit immunoglobulin G (IgG) (H + L) (Dylight 800 conjugates, Cell Signaling, 5151) and anti-mouse IgG (H + L) (Dylight 680 conjugates, Cell Signaling, 5470). The membranes were scanned with the Odyssey Infrared Imaging System (LI-COR, Lincoln, NE). Levels of receptor autophosphorylation, pERK, and pAKT were normalized to total receptor, ERK, and AKT levels, respectively. For IR activation assay, intensities were shown relative to that of IR-WT treated with 50 nM insulin. For IGF-1R activation assay, intensities were shown relative to that of IGF-1R-WT treated with 50 nM IGF-1.

*RNA-Seq*. Reads were mapped to mouse genome (GRCm39) with STAR (version 2.7.11b) and counted via featureCounts (version 2.0.6). To filter out nonexpressed genes, we required at least 10 reads in at least 20% of samples separately for liver and skeletal muscle data. Differentially expressed genes were identified separately for each tissue and sex using 1-way ANOVA model through edgeR package (84). *P* values were adjusted for multiple testing with the Benjamini-Hochberg method.

*Transcriptomic signature analysis*. We conducted functional enrichment analysis to describe how the transcriptome changes in IGF-1R^R1096C^ heterozygous mice in various tissues and across sex, and we related these to established molecular signatures of aging, mortality, and lifespan regulation. We applied reference signatures from tissue-specific aging biomarkers of liver, kidney, and brain, and from multitissue biomarkers of chronological age and expected mortality, adjusted for chronological age (40). Additionally, we included hepatic signatures of expected maximum lifespan in rodents and signatures of individual longevity interventions, such as caloric restriction, genetic models of growth hormone deficiency, and rapamycin (41). For each tissue (liver and skeletal muscle) and sex, we ranked genes using a signed log-transformed *P* value metric estimated through differential expression analysis: –log(pv) × sgn(lfc), where pv and lfc are *P* value and logFC of a certain gene, respectively, and sgn is the signum function (equal to 1, –1, and 0 if value is positive, negative, or equal to 0, respectively). Ranked gene lists were subjected to GSEA using the fgsea package in R, with 10,000 permutations and multilevel Monte Carlo sampling. Gene sets were drawn from the HALLMARK, KEGG, and REACTOME collections of the Molecular Signatures Database (MSigDB). The same enrichment pipeline was applied to reference signatures of aging, mortality, and longevity interventions. Individual *P* values were adjusted for multiple testing with the Benjamini-Hochberg method. We computed Spearman correlations between NES to quantify similarities between signatures of IGF-1R^R1096C^ heterozygous mice and reference gene expression biomarkers.

### tAge analysis.

The filtered RNA-Seq data were processed with Relative Log Expression (RLE) normalization, log-transformation, and YuGene normalization (85). Missing expression values for clock genes not detected in the dataset were imputed using their corresponding precomputed average values. Normalized gene expression profiles were then centered to the median profile of control samples within each tissue. tAge for each sample was estimated using Elastic Net-based multitissue transcriptomic clocks of expected mortality (40). Module-specific transcriptomic clocks of expected mortality were applied to the scaled, relative gene expression profiles using the same framework. The resulting tAge values from module-specific clocks were standardized within each tissue and sex. One-way ANOVA was used to compare tAge estimates from composite and module-specific clocks. One-way ANOVA model including tissue as a covariate was used to compare composite clock tAges across tissues in females. Resulting *P* values were adjusted for multiple comparisons using the Benjamini-Hochberg method.

### Statistics.

For all comparisons between WT and heterozygous mice, data were assessed for normality (Shapiro-Wilk test) and evaluated by an unpaired 2-tailed Student’s *t* test. Welch’s correction was used if variances were not equal among groups. A Mann-Whitney *U* test was used when data were not normally distributed. Two-way ANOVA was used to evaluate the main and interaction effects upon phosphorylation events when ligands stimulated mutant receptors in cell culture. Metabolic cage data were normalized to weight and analyzed using 2-way ANOVA to compare across time cycles and genotypes. Alternatively (depending on whether all assumptions were satisfied: normality, homoscedasticity, and linearity), the data were also analyzed with ANCOVA, GAM, or GLM using lean mass as a covariate. Results from both analyses were nonsignificant; therefore, graphs based on the 2-way ANOVA were shown as a reference. All data are represented either by mean ± SD for normally distributed data or as median ± 95% CI for nonnormally distributed data (GraphPad Prism, version 10.4). Outliers were identified by the ROUT method. Growth curves were generated using a logistic 3-parameter model, and statistical differences between curves were determined using an equivalence test with JMP Pro software, version 17 (SAS Institute). ANCOVA was performed in R (version 4.5.0). The packages rstatix, mgcv, car, and emmeans were used for modeling, assumption testing, and post hoc comparisons.

All the key resources used in the study are listed in the Supplemental Table 5.

Extended meterials and methods can be found in the Supplemental Table 6.

### Study approval.

The protocol for generating genetically modified mice through CRISPR-Cas9 genome editing was approved by the IACUC of Brown University. Animal experiments were approved by and in compliance with the University of Pittsburgh IACUC.

### Data availability.

All data are available within the article and Supporting Data Values file, or available from the authors upon a request. RNA-Seq data reported in this work are available at NCBI GEO data repository under accession no. GSE303415.

## Author contributions

Conceptualization was contributed by MT and AAP. Methodology was contributed by AT, AM, JL, JKA, SJSR, GPA, EC, VNG, MJJ, MT, and AAP. Investigation was contributed by UHA, JKK, JLF, AT, AM, CH, SG, YG, IJS, JK, and DC. Visualization was contributed by UHA, AT, and EC. Supervision was contributed by MT and AAP. Writing of the original draft was contributed by UHA, MT, and AAP. Review and editing were contributed by UHA, AT, AM, SJSR, EC, VNG, MT, and AAP.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIGMS R35 GM146869 (AAP)
- NIA R01 AG082801 (AAP and MT)
- NIA R03 AG075651 (AAP)
- R03 CA286521 (AAP)
- NIA P30 AG024827 pilot grant (AAP)
- Richard King Mellon Foundation award (AAP)
- NAM Healthy Longevity Catalyst Award (AAP)
- NIA R01 AG059563 (MT)
- NIA R01 AG069639 (MT)
- NIGMS R35 GM142937 (EC)
- Irma T. Hirschl Research Award (EC)
- Orentreich Foundation for the Advancement of Science Inc. and GPA18 (GA)
- Secretaría de Eduacón, Ciencia, Tecnología en Innovación de la Ciudad de México (SECTEI) (UHA)
- VNG is supported by NIA funding
- NIA R01 AG082696 after NIGMS R35 GM146869 (AAP)

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
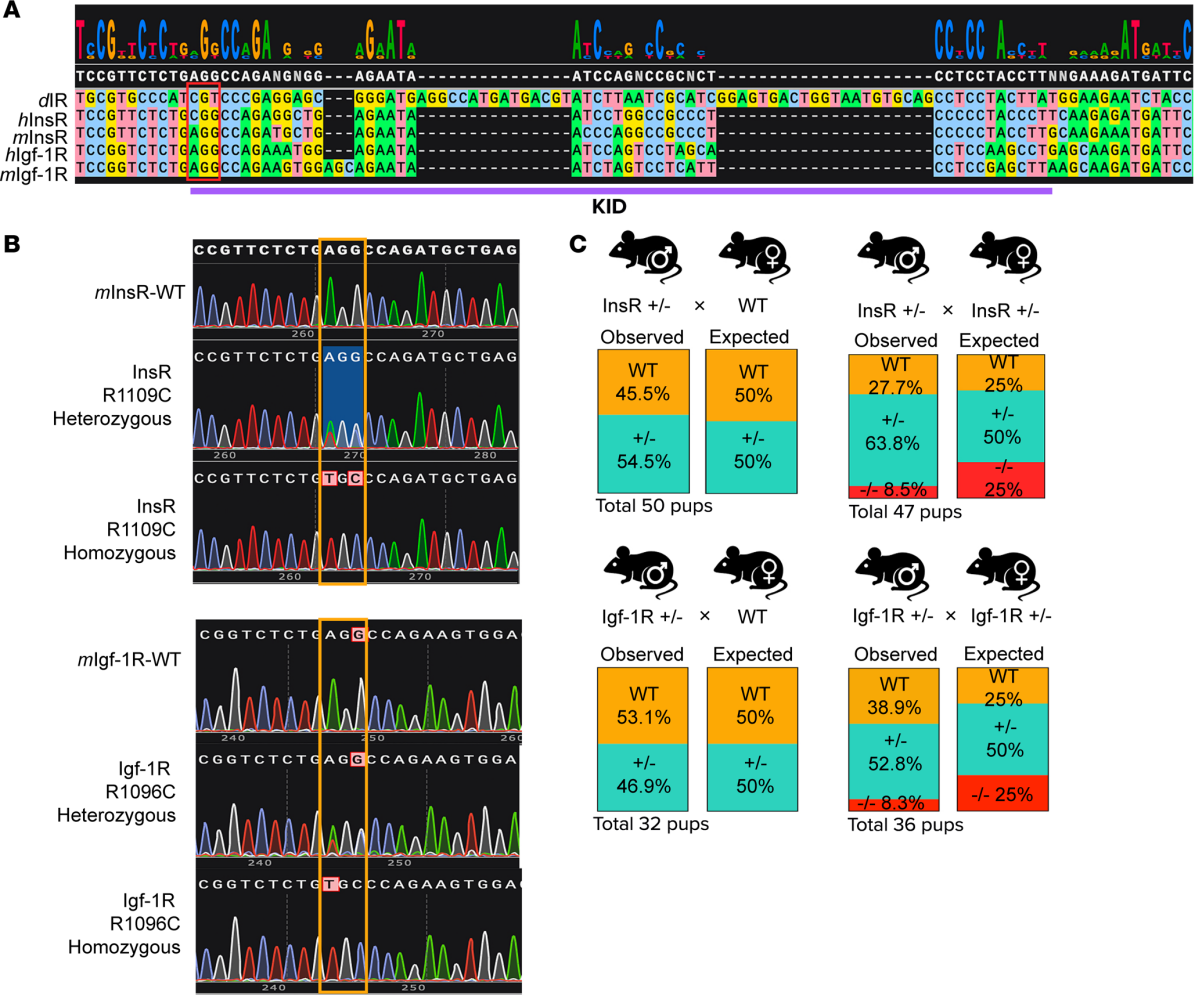
Knock-in mouse strains carrying the homologous dInR^KID^ Arg/Cys substitution in the KID of IR (InsR^R1109C^) or IGF1R (IGF-1R^R1096C^). (**A**) Sequence alignment of the KID domain for *Drosophila*, human, and mouse insulin receptor (IR) and insulin growth factor-1 receptor (IGF-1R). (**B**) DNA sequence chromatogram showing 1 peak for either AGG (WT) or TGC (homozygous) mutant and 2 peaks for heterozygous mutants. (**C**) Expected versus observed genotype ratios for offspring of WT × heterozygote and heterozygote × heterozygote.

**Figure 2:**
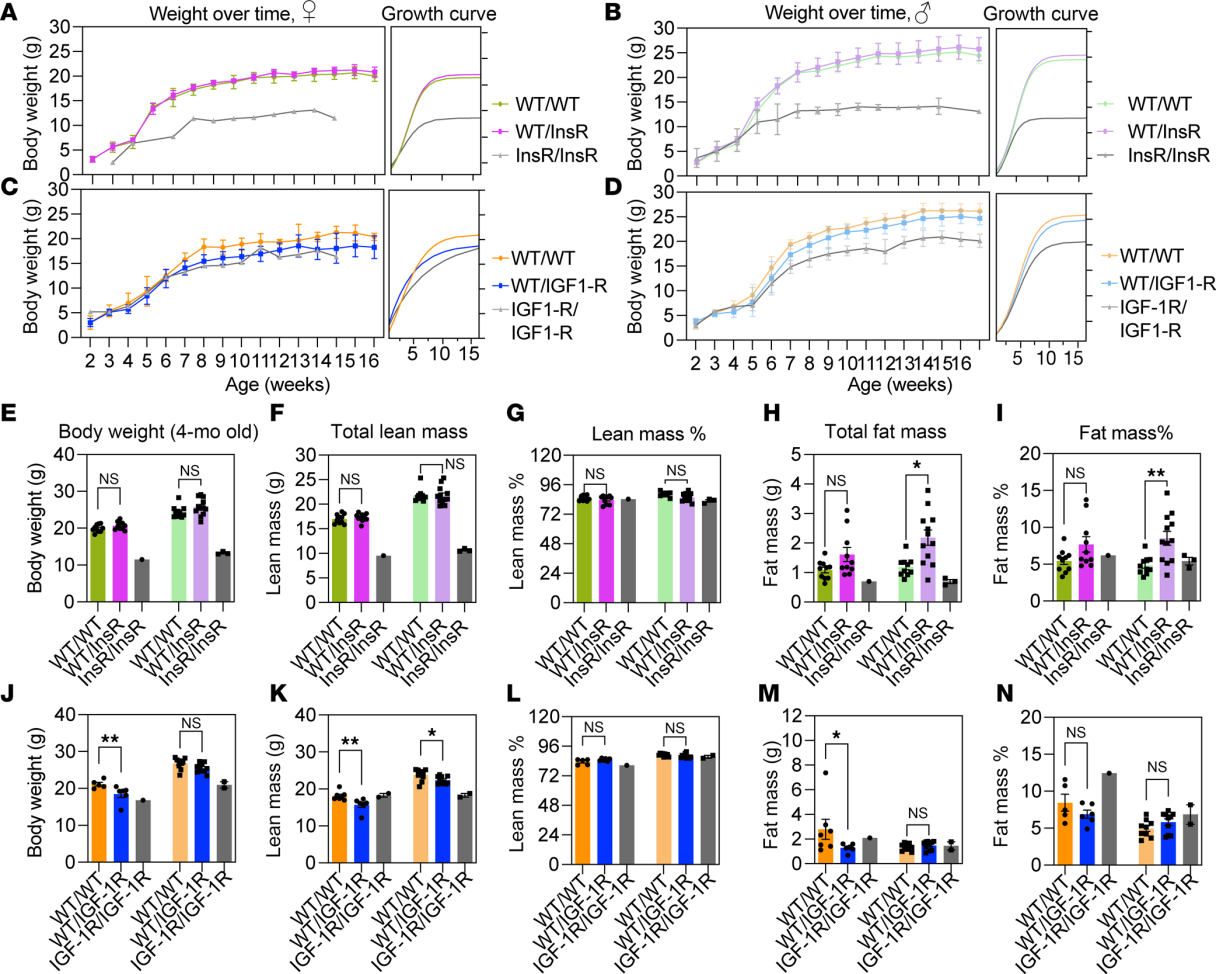
Effect of InsR^R1109C^ and IGF-1R^R1096C^ substitutions on growth rate. (**A**–**D**) Weekly mass (left panel) and logistic growth curves (right panel) in (**A**) InsR^R1109C^ female, (**B**) InsR^R1109C^ male, (**C**) IGF-1R^R1096C^ female, and (**D**) IGF-1R^R1096C^ male mice. (**E** and **J**) Female and male body weight in 4-month-old (**E**) InsR^R1109C^ and (**J**) IGF-1R^R1096C^ mice. (**F** and **K**) Female and male total lean mass in (**F**) InsR^R1109C^ and (**K**) IGF-1R^R1096C^ mice. (**G** and **L**) Female and male percent lean mass normalized to body weight in (**G**) InsR^R1109C^ and (**L**) IGF-1R^R1096C^ mice. (**H** and **M**) Female and male total fat mass weight in (**H**) InsR^R1109C^ and (**M**) IGF-1R^R1096C^ mice. (**I** and **N**) Female and male percent fat mass normalized to body weight in (**I**) InsR^R1109C^ and (**N**) IGF-1R^R1096C^ mice. WT and heterozygotes were available for statistical comparison (females WT/WT and WT/InsR *n* = 10; males WT/WT *n* = 10 and WT/InsR *n* = 12; females WT/WT *n* = 5 and WT/IGF-1R *n* = 6; males WT/WT *n* = 9 and WT/IGF-1R *n* = 10). Homozygote mutants were rare. Data are shown as mean ± SD, Student’s *t* test. *P < 0.05; **P < 0.01.

**Figure 3:**
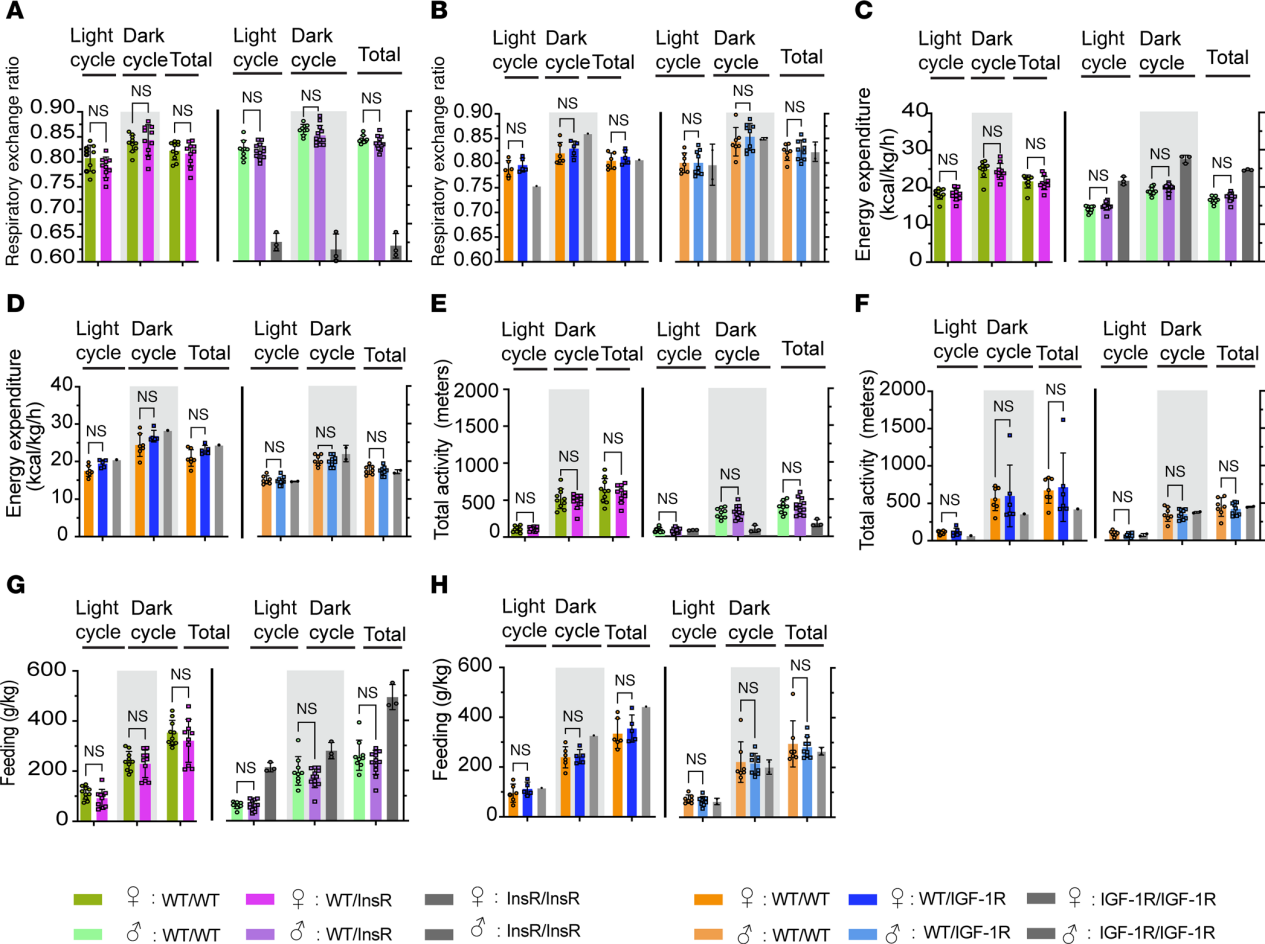
Metabolic rate of InsR^R1109C^ and IGF-1R^R1096C^ heterozygous mice. (**A** and **B**) Respiratory exchange ratio (RER) in (**A**) InsR^R1109C^ and (**B**) IGF-1R^R1096C^ mice, 24-hour average (per kg of lean mass). (**C** and **D**) Energy expenditure (EE), 24 hr average (per kg of lean mass) in (**C**) InsR^R1109C^ and (**D**) IGF-1R^R1096C^. (**E** and **F**) Total activity 24-hour average in (**E**) InsR^R1109C^ and (**F**) IGF-1R^R1096C^. (**G** and **H**) Feeding, 24-hour average (per kg of lean mass) in (**G**) InsR^R1109C^ and (**H**) IGF-1R^R1096C^. WT and heterozygous mice were available for statistical comparison (females WT/WT and WT/InsR *n* = 10; males WT/WT *n* = 10 and WT/InsR *n* = 12; females WT/WT *n* = 5 and WT/IGF-1R *n* = 6; males WT/WT *n* = 9 and WT/IGF-1R *n* = 10). Homozygous mutant mice were rare. Data are shown as mean ± SD, Student’s *t* test.

**Figure 4:**
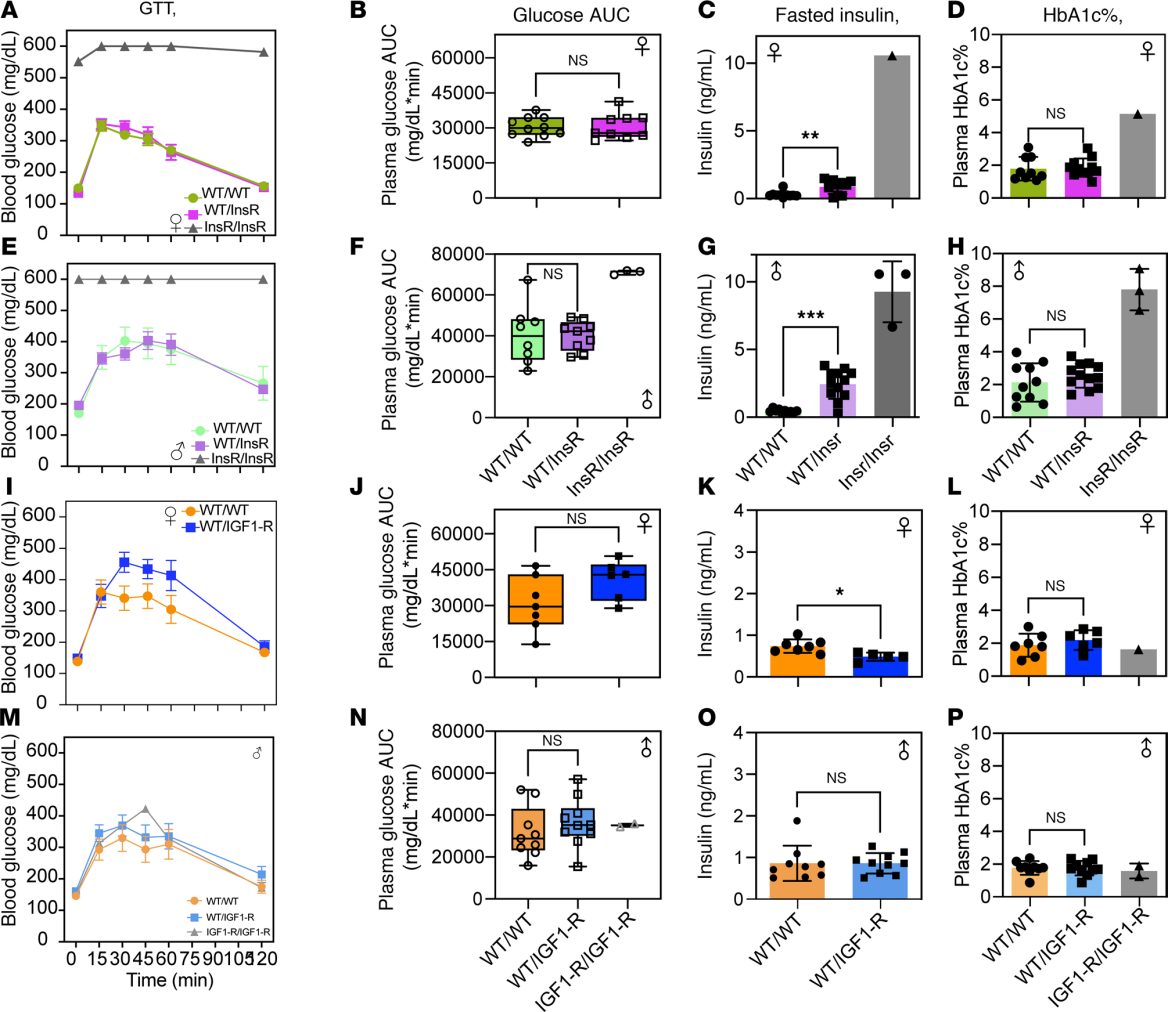
Glycated hemoglobin in InsR^R1109C^ and IGF-1R^R1096C^ heterozygous mice. (**A**, **E**, **I**, and **M**) Blood glucose level measured during glucose tolerance test (GTT) using 1.5g/kg glucose dose in (**A**) female InsR^R1109C^, (**E**) male InsR^R1109C^, (**I**) female IGF-1R^R1096C^, and (**M**) male IGF-1R^R1096C^. (**B**, **F**, **J**, and **N**) Area under the curve (AUC) for glucose in (**B**) female InsR^R1109C^, (**F**) male InsR^R1109C^, (**J**) female IGF-1R^R1096C^, and (**N**) male IGF-1R^R1096C^. (**C**, **G**, **K**, and **O**) Fasted plasma insulin levels in (**C**) female InsR^R1109C^, (**G**) male InsR^R1109C^, (**K**) female IGF-1R^R1096C^, and (**O**) male IGF-1R^R1096C^. (**D**, **H**, **L**, and **P**) Glycated hemoglobin A1C percentage in (**D**) female InsR^R1109C^, (**H**) male InsR^R1109C^, (**L**) female IGF-1R^R1096C^, and (**P**) male IGF-1R^R1096C^. WT and heterozygous were available for statistical comparison (females WT/WT *n* = 9–10 and WT/InsR *n* = 9–11; males WT/WT *n* = 8–10 and WT/InsR *n* = 9–12; females WT/WT *n* = 7 and WT/IGF-1R *n* = 6; males WT/WT *n* = 9–10 and WT/IGF-1R *n* = 10–11). Homozygous mutant mice were rare. Data are shown as mean ± SD, Student’s *t* test. * *P* < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
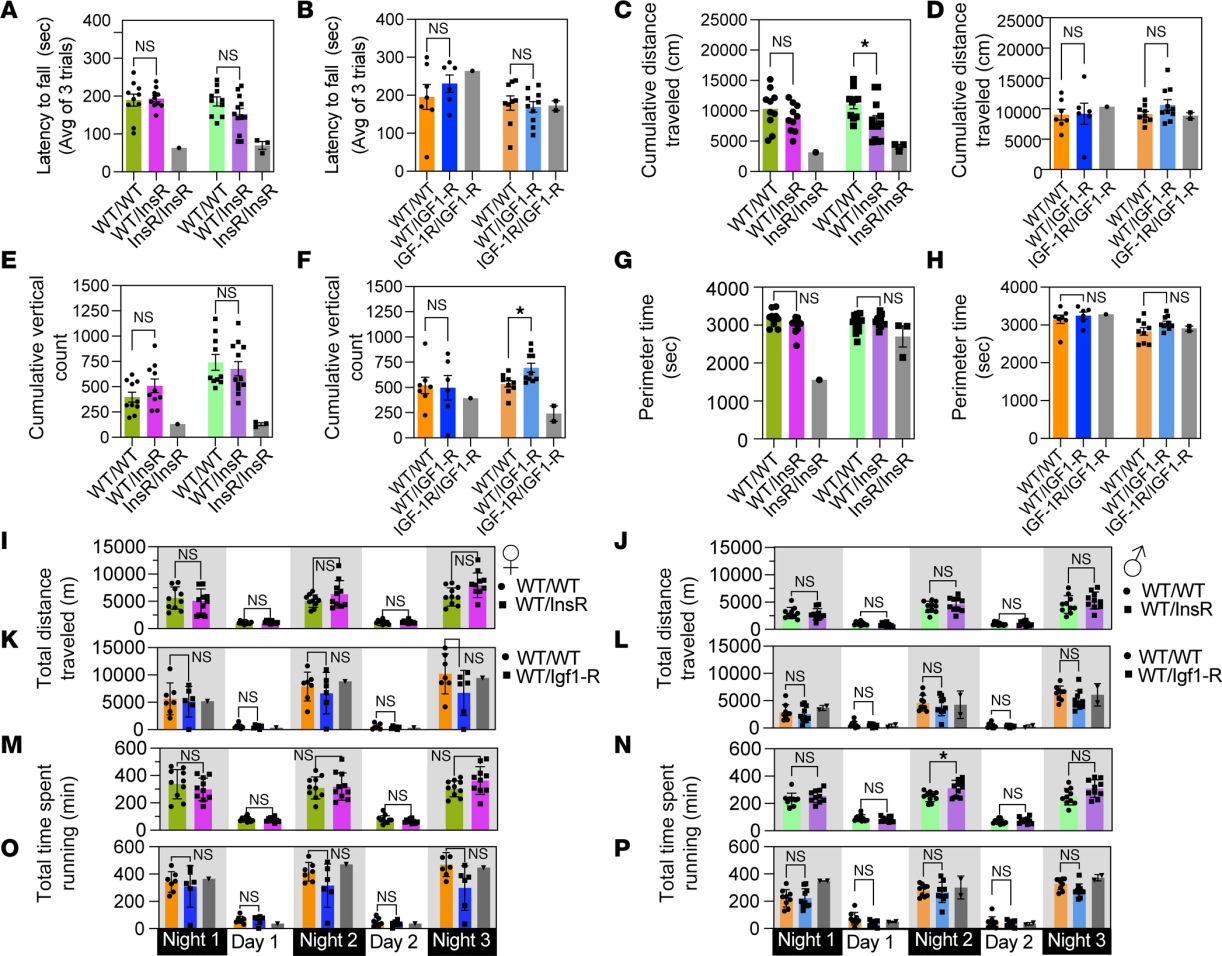
Neuromuscular function in InsR*^R1109C^* and IGF-1R*^R1096C^* heterozygous mice. (**A** and **B**) Latency to rotarod test fall in female and male (**A**) InsR^R1109C^ and (**B**) IGF-1R^R1096C^. (**C** and **D**) Cumulative distance traveled in the open field test in female and male (**C**) InsR^R1109C^ and (**D**) IGF-1R^R1096C^. (**E** and **F**) Cumulative Vertical Activity the open field test in female and male (**E**) InsR^R1109C^ and (**F**) IGF-1R^R1096C^. (**G** and **H**) Time spent in margin areas in the open field test in female and male (**G**) InsR^R1109C^ and (**H**) IGF-1R^R1096C^. (**I**, **J**, **K**, and **L**) Total distance traveled in wheel-running in (**I**) female InsR^R1109C^, (**J**) male InsR^R1109C^, (**K**) female IGF-1R^R1096C^, and (**L**) male IGF-1R^R1096C^. (**M**, **N**, **O**, and **P**) Total time spent wheel-running in (**M**) female InsR^R1109C^, (**N**) male InsR^R1109C^, (**O**) female IGF-1R^R1096C^, and (**P**) male IGF-1R^R1096C^. WT and heterozygous were available for statistical comparison (females WT/WT and WT/InsR *n* = 10; males WT/WT *n* = 10 and WT/InsR *n* = 10–12; females WT/WT *n* = 7 and WT/IGF-1R *n* = 6; males WT/WT *n* = 9 and WT/IGF-1R *n* = 9–10). Homozygous mutant mice were rare. Data are represented as means ± SD, Student’s *t* test. * *P* < 0.05.

**Figure 6:**
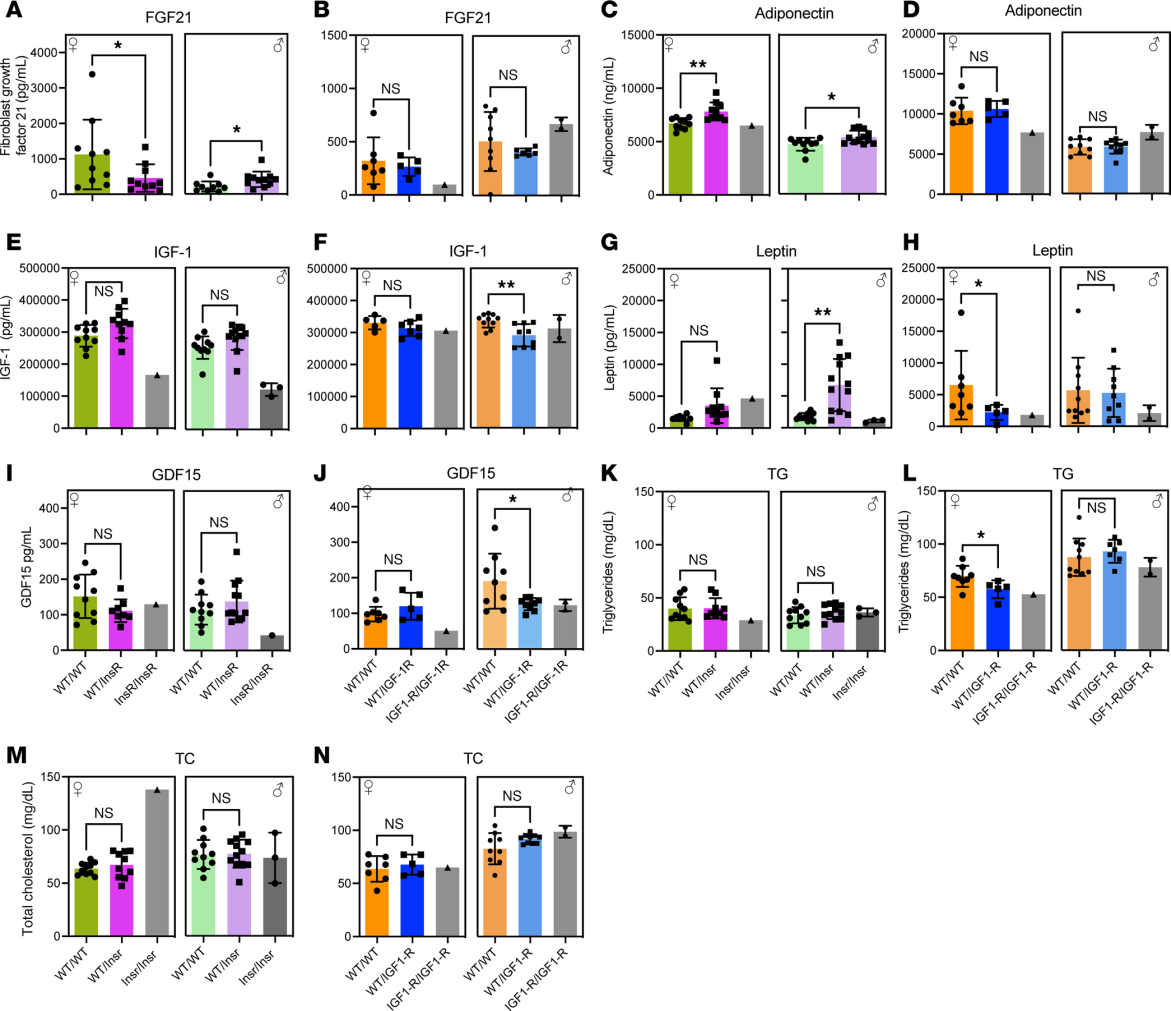
Hormonal and metabolite profiles in InsR*^R1109C^* and IGF-1R^R1096C^ heterozygous mice. (**A**–**L**) Hormone plasma levels in female and male mice from InsR^R1109C^ and IGF-1R^R1096C^ mice respectively, of FGF21 (**A** and **B**), Adiponectin (**C** and **D**), IGF-1 (**E** and **F**), Leptin (**G** and **H**), GDF15 (**I** and **J**), Triglycerides (TG) (**K** and **L**), and Total cholesterol (TC) (**M** and **N**). WT and heterozygous were available for statistical comparison (females WT/WT and WT/InsR *n* = 10; males WT/WT *n* = 9–10 and WT/InsR *n* = 11–12; females WT/WT *n* = 7 and WT/IGF-1R *n* = 5–6; males WT/WT *n* = 10 and WT/IGF-1R *n* = 9–10). Homozygous mutant mice were rare. Data are shown as mean ± SD, Student’s *t* test. *P < 0.05; **P < 0.01.

**Figure 7:**
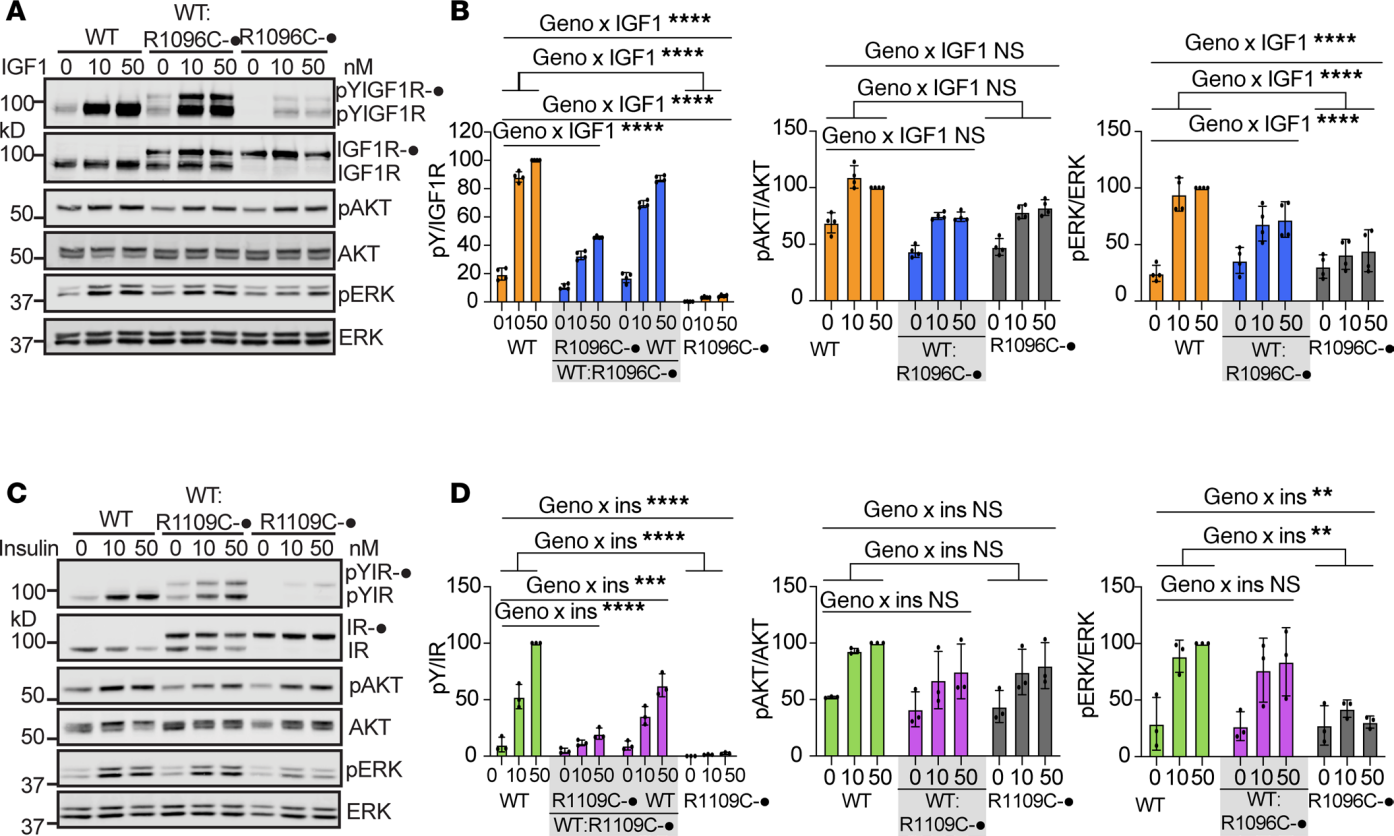
Receptor function in transfected 293FT cells with IGF-1R WT:R1096C heterodimers and IR WT:R1109C heterodimers. (**A**) IGF-1R signaling in response to the indicated concentrations of IGF-1 for 10 minutes in IR/IGF-1R knockout 293FT cells expressing IGF-1R WT and mutant receptors. (**B**) Quantitative analysis of the Western blot data. Levels of IGF-1R autophosphorylation were normalized to total IGF-1R levels and presented as intensities relative to those in IGF-1R WT cells treated with 50 nM IGF1. Data are shown as mean ± SD. Significance evaluated by 2-way ANOVA with interaction among *n* = 4 independent experiments, ***P < 0.0001. (**C**) IR signaling in response to concentrations of insulin for 10 minutes in IR/IGF-1R knockout 293FT cells expressing IR WT and mutant receptors. (**D**) Quantitative analysis of the Western blot data. Levels of IR autophosphorylation were normalized to total IR levels and presented as intensities relative to those in IR WT cells treated with 50 nM insulin. Data are shown as mean ± SD. Significance evaluated by 2-way ANOVA with interaction among *n* = 3 independent experiments, **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 8:**
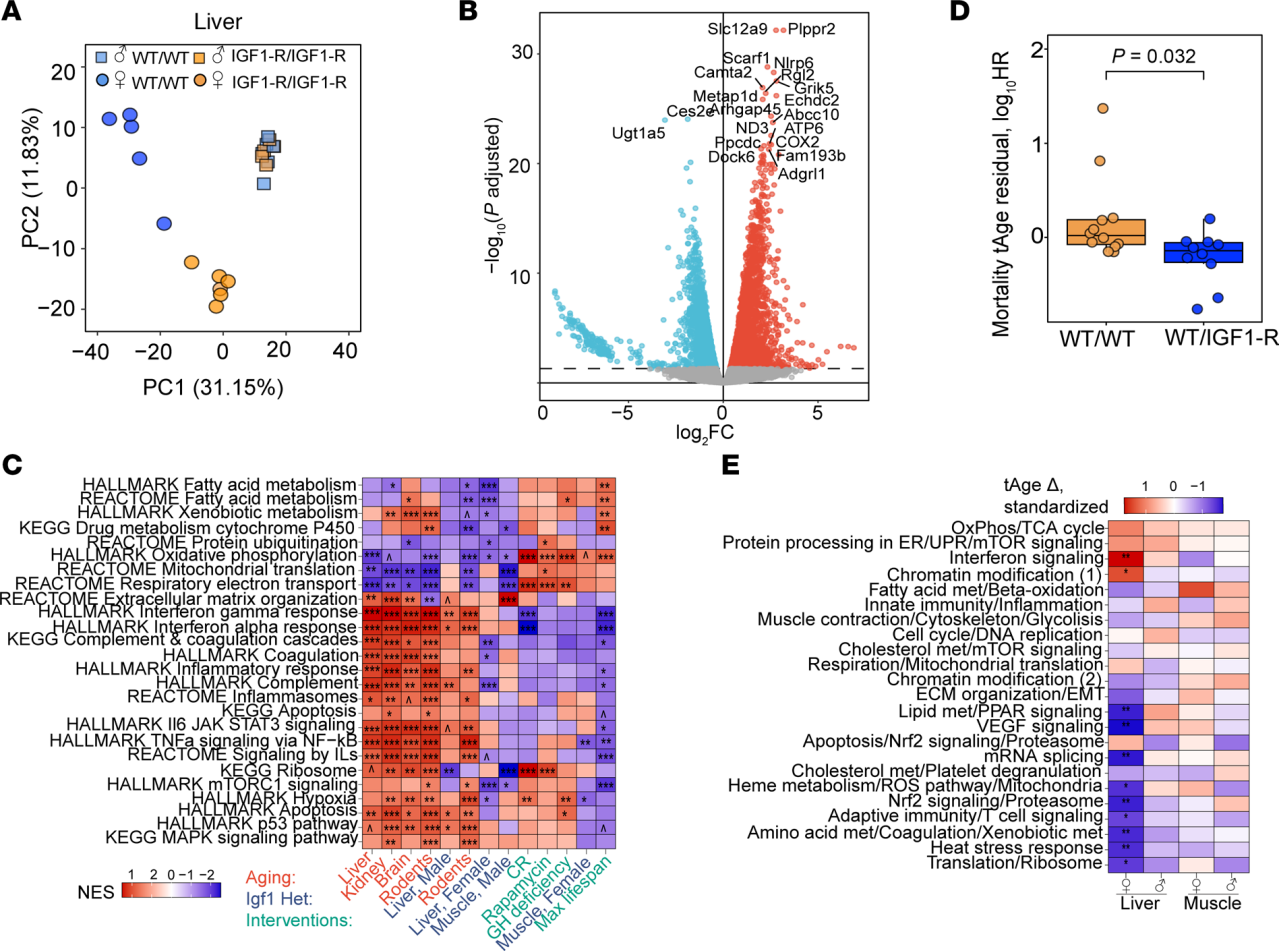
Transcriptome-estimated biological age in liver of female IGF-1R^R1096C^ heterozygote. (**A**) Principal component analysis (PCA) of liver gene expression from WT and IGF-1R^R1096C^ heterozygous mice. (**B**) Volcano plots of gene expression changes induced in the livers of IGF-1R^R1096C^ heterozygous female mice compared with WT. Benjamini-Hochberg (BH) *P*_adj_ value threshold at 0.05 (dotted line). (**C**) Gene set enrichment analysis (GSEA) of transcriptomic changes induced in IGF-1R^R1096C^ heterozygous mice relative to WT (blue), signatures of aging and mortality (red), and biomarkers of lifespan-extending interventions (green). Gene sets derived from KEGG, REACTOME, and HALLMARKS ontologies (full data in Supplemental Table 2). NES: normalized enrichment score. (**D**) Mortality transcriptomic age (tAge) of WT and IGF-1R^R1096C^ heterozygous female mice pooled across skeletal muscle and liver, as assessed with the rodent multi-tissue Elastic Net (EN) clock. tAges were adjusted for tissue type using an ANOVA model, and the resulting residuals are shown. Group differences were assessed using ANOVA, with BH *P*_adj_ values. (**E**) Standardized change in mortality tAge in IGF-1R^R1096C^ heterozygous mice relative to sex-matched WT controls, assessed using module-specific transcriptomic clocks of expected mortality. OxPhos, Oxidative Phosphorylation; TCA, Tricarboxylic Acid; ER, Endoplasmic reticulum; UPR, Unfolded Protein Response; met, metabolism; ECM, Extracellular Matrix; EMT, Epithelial-mesenchymal transition. ^*P*_adj_ < 0.1, *P_adj_ < 0.05, **P_adj_ < 0.01, ***P_adj_ < 0.001.

**Table 1:**
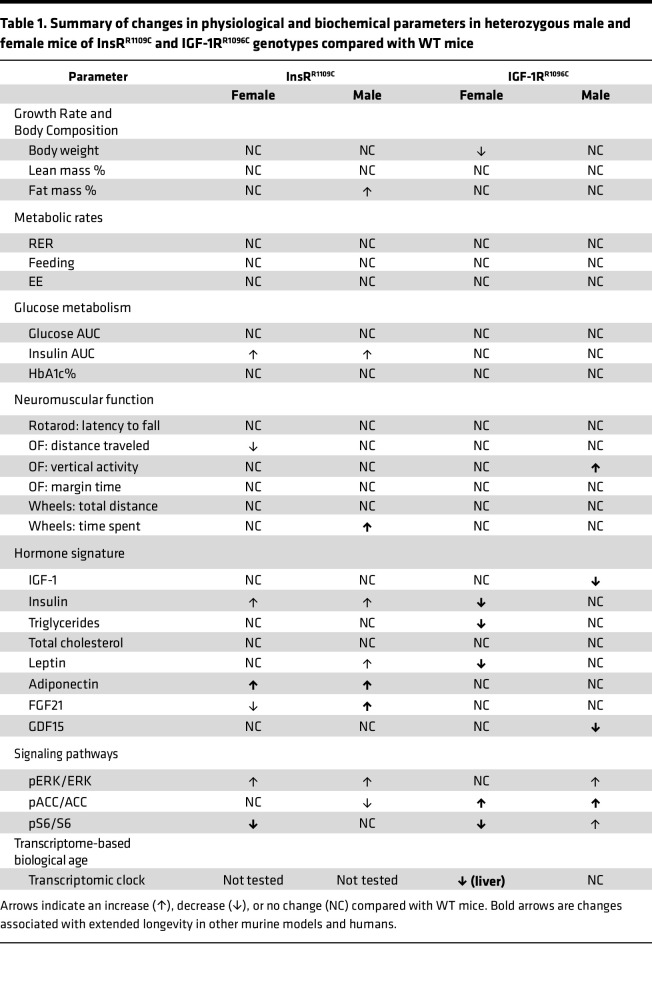
Summary of changes in physiological and biochemical parameters in heterozygous male and female mice of InsR^R1109C^ and IGF-1R^R1096C^ genotypes compared with WT mice

# Supplementary material for: Mutation in IR or IGF1R produces features of long-lived mice while maintaining metabolic health
**Source:** JCI Insight. 2025 Nov 11;10(24):e189683. doi: 10.1172/jci.insight.189683
**Supplement:** Supplemental data

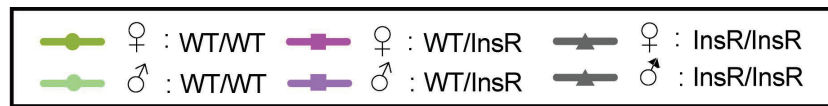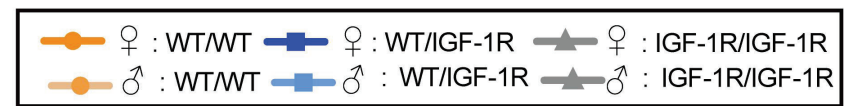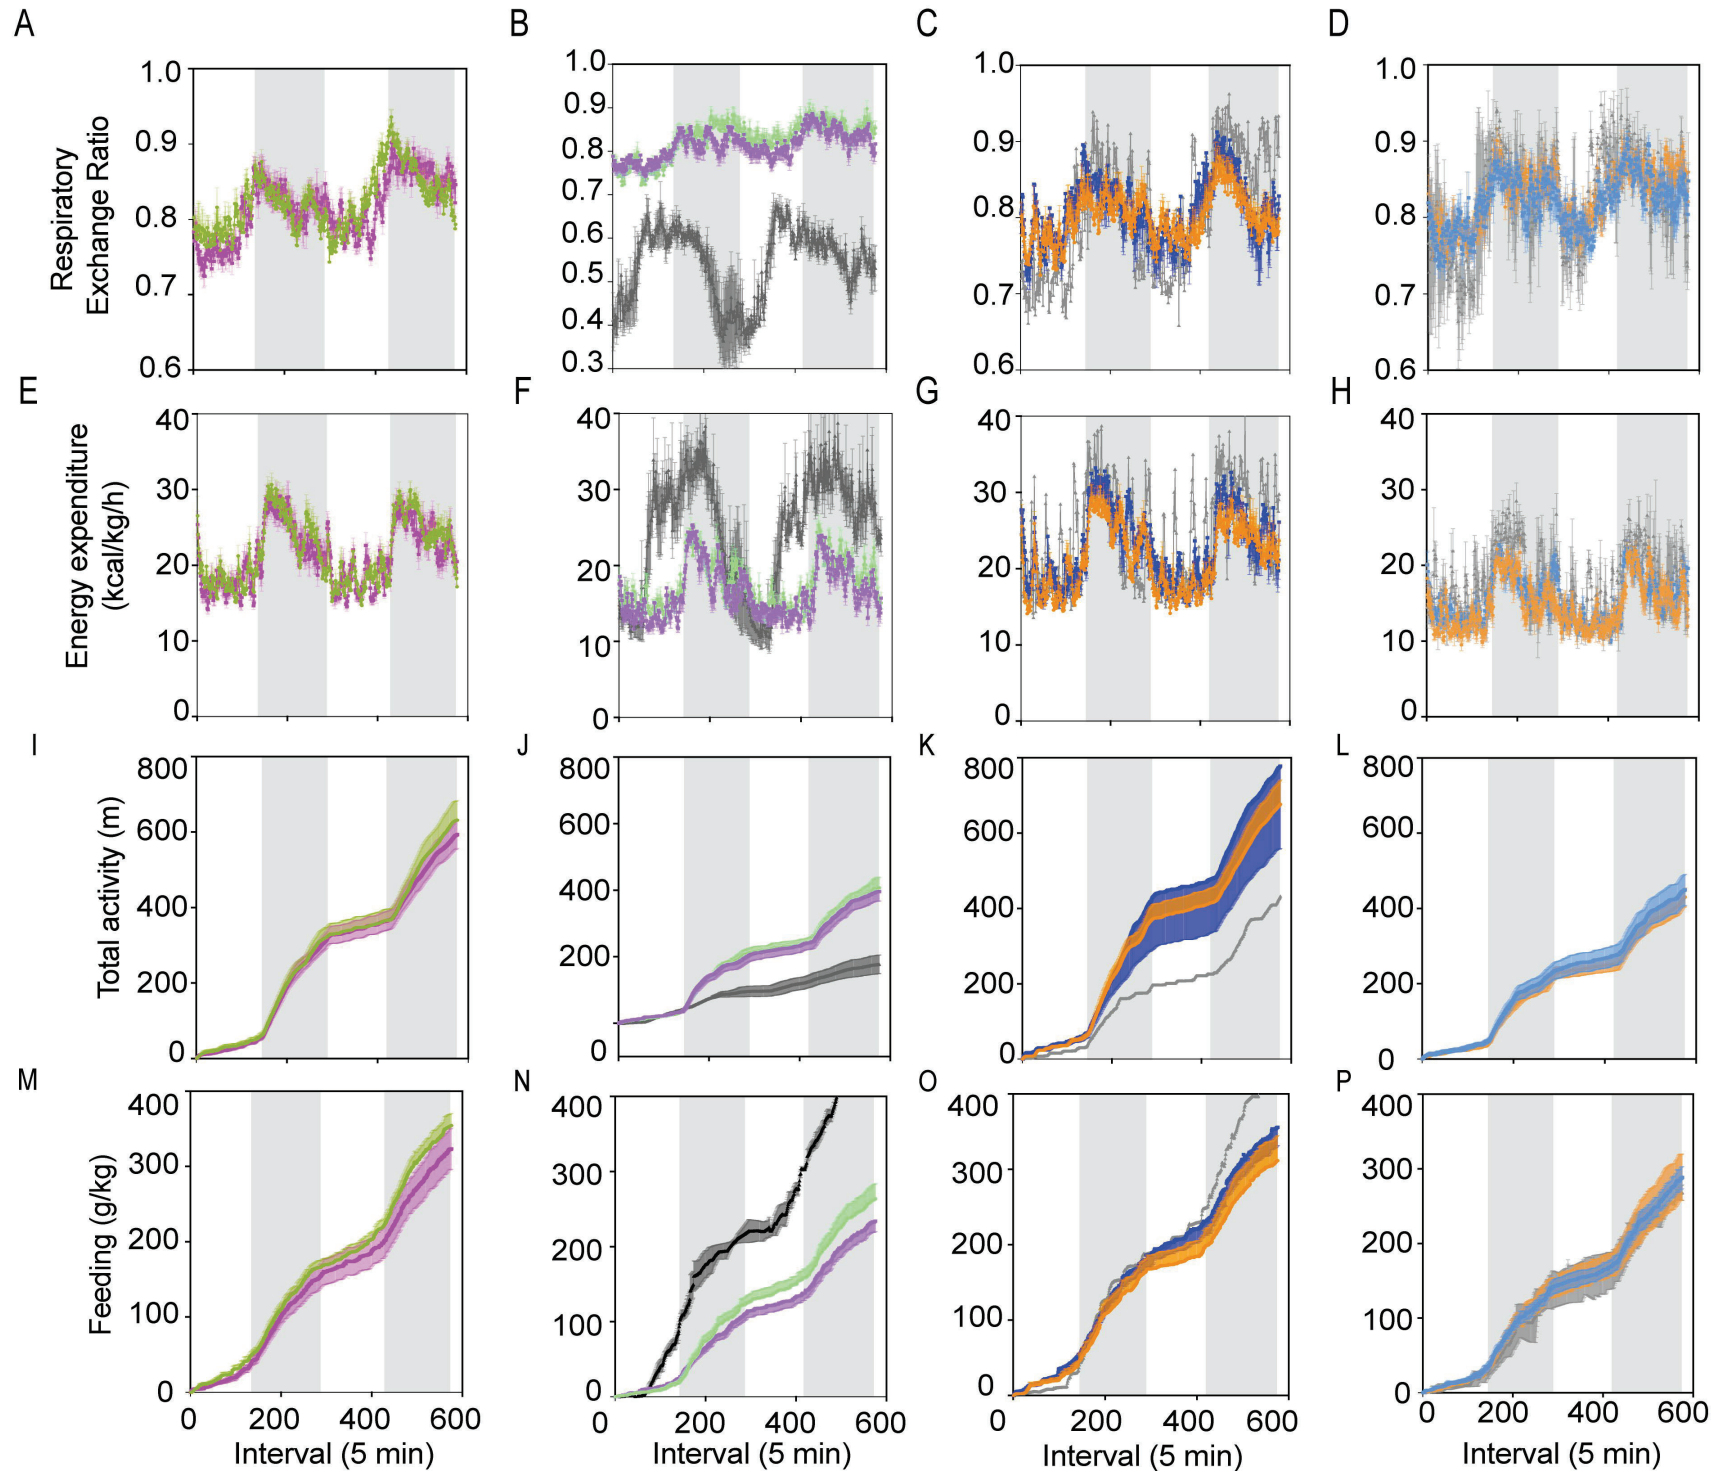

**Supplementary Figure 1.  $\text{InsR}^{\text{R1109C}}$  and  $\text{IGF-1R}^{\text{R1096C}}$  heterozygous mice maintain normal metabolic rates.**

Respiratory exchange ratio (RER) in 5 min intervals over 48 hr. **(A)** female and **(B)** male  $\text{InsR}^{\text{R1109C}}$ ; **(C)** female and **(D)** male  $\text{IGF-1R}^{\text{R1096C}}$ . Energy expenditure (EE) in 5 min intervals over 48 hr (per kg of lean mass): **(E)** female and **(F)** male  $\text{InsR}^{\text{R1109C}}$ ; **(G)** female and **(H)** male  $\text{IGF-1R}^{\text{R1096C}}$ . Total activity in 5 min intervals over 48 hr: **(I)** female and **(J)** male  $\text{InsR}^{\text{R1109C}}$ ; **(K)** female and **(L)** male  $\text{IGF-1R}^{\text{R1096C}}$ . Feeding in 5 min intervals over 48 hr (per kg of lean mass): **(M)** female and **(N)** male  $\text{InsR}^{\text{R1109C}}$ ; **(O)** female and **(P)** male  $\text{IGF-1R}^{\text{R1096C}}$ .

A

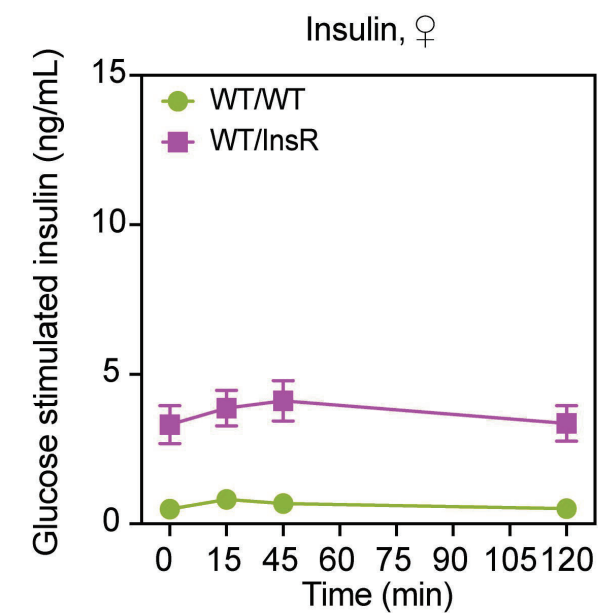

B

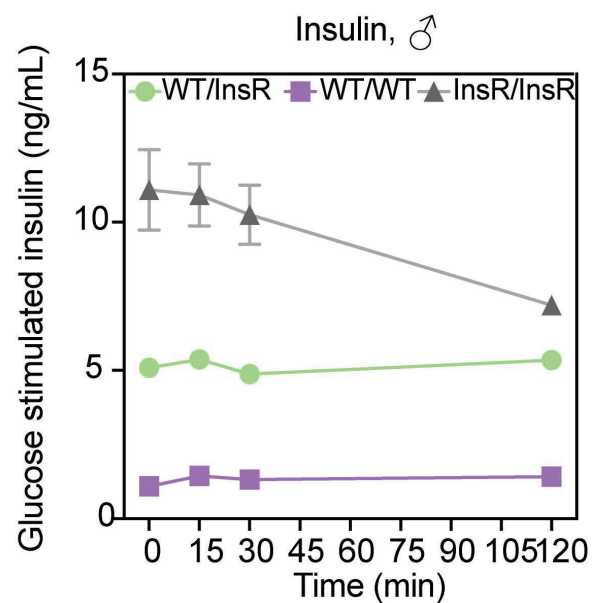

C

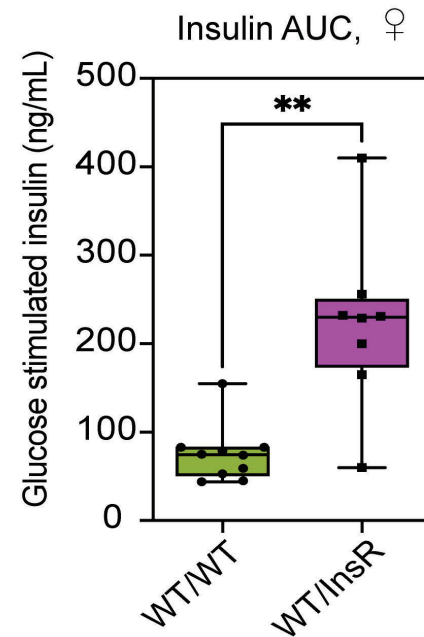

D

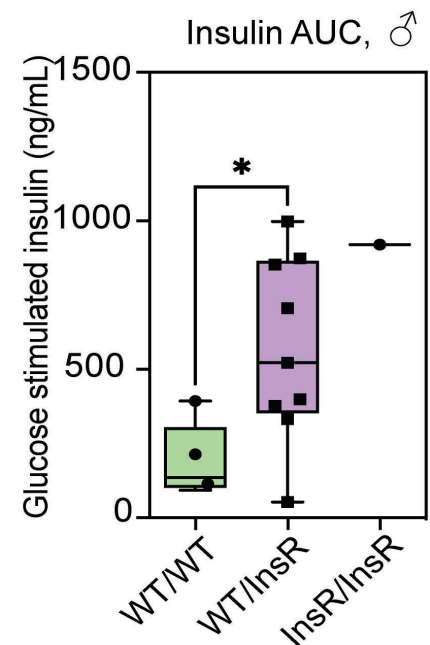

E

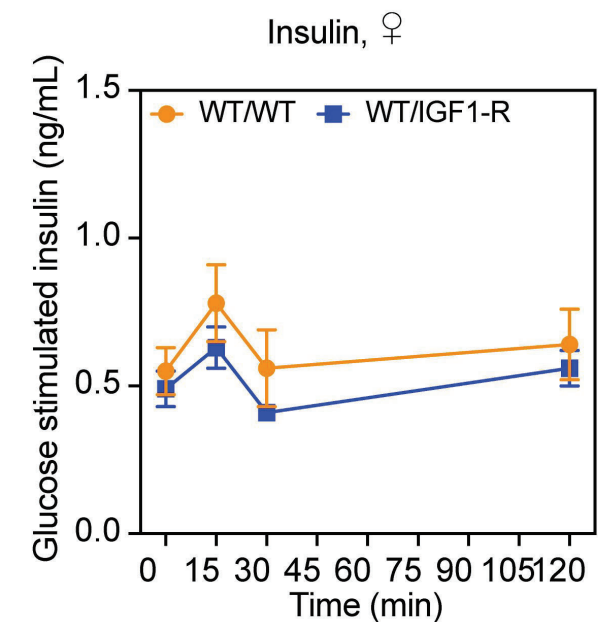

F

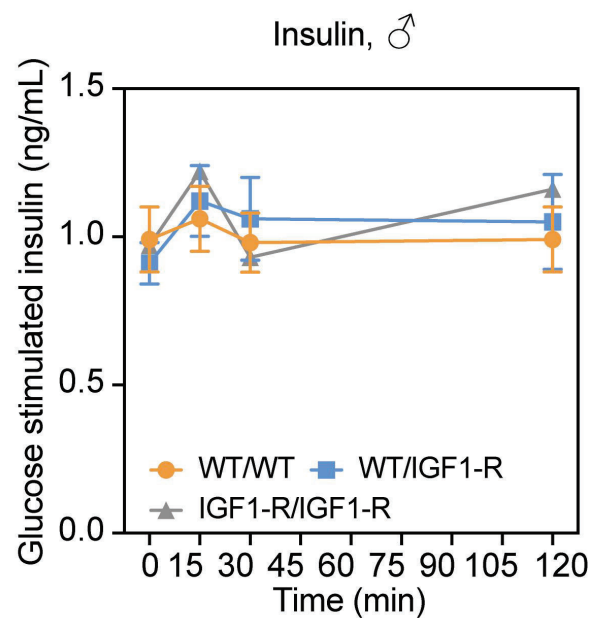

G

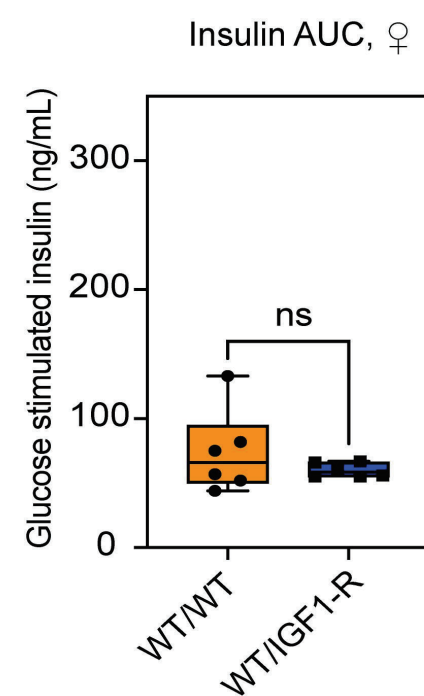

H

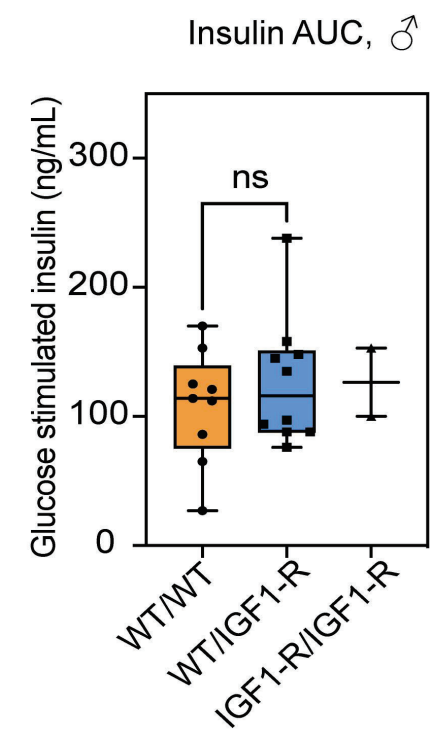

**Supplementary Figure 2. InsR<sup>R1109C</sup> and IGF-1R<sup>R1096C</sup> heterozygous mice maintain normal glycated hemoglobin.**

Glucose (1.5g/kg) stimulated insulin in female **(A)** and male **(B)** InsR<sup>R1109C</sup>. Area under the curve (AUC) for glucose-stimulated insulin in female **(C)** and male **(D)** InsR<sup>R1109C</sup>.

Glucose (1.5g/kg) stimulated insulin in female **(E)** and male **(F)** IGF-1R<sup>R1096C</sup>. Area under the curve (AUC) for glucose-stimulated insulin in female **(G)** male **(H)** IGF-1R<sup>R1096C</sup>.

A

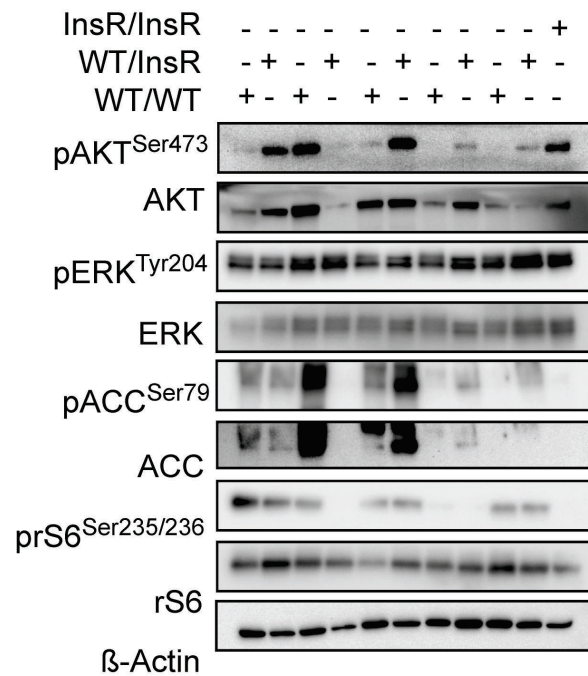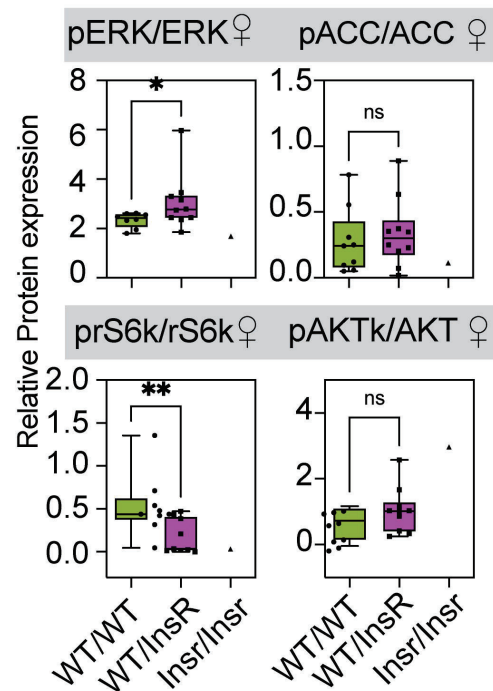

B

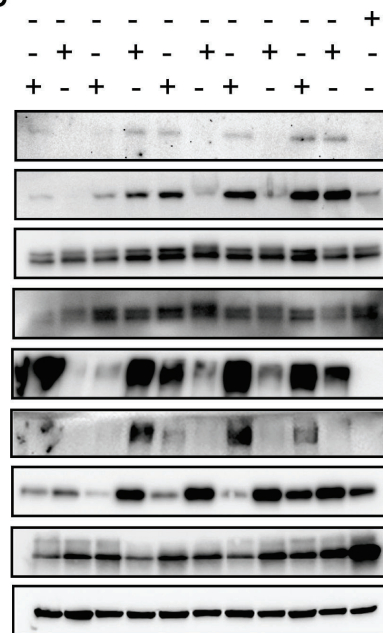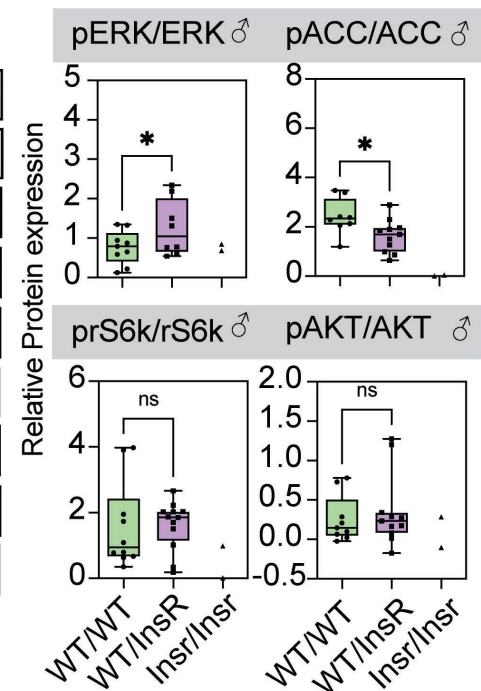

C

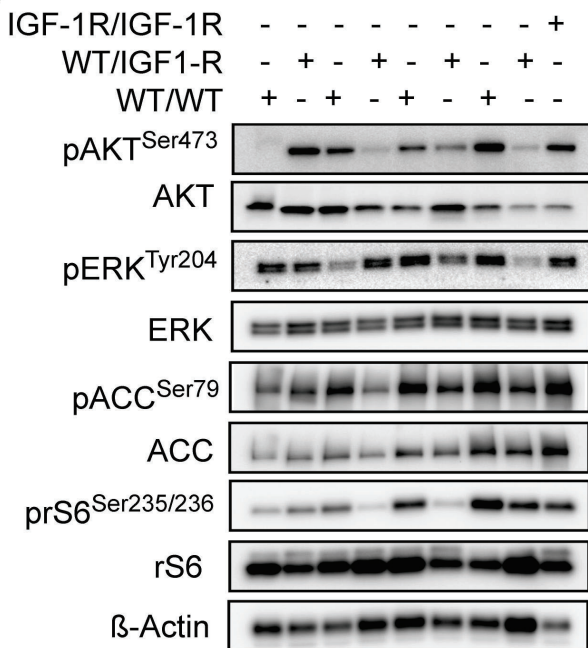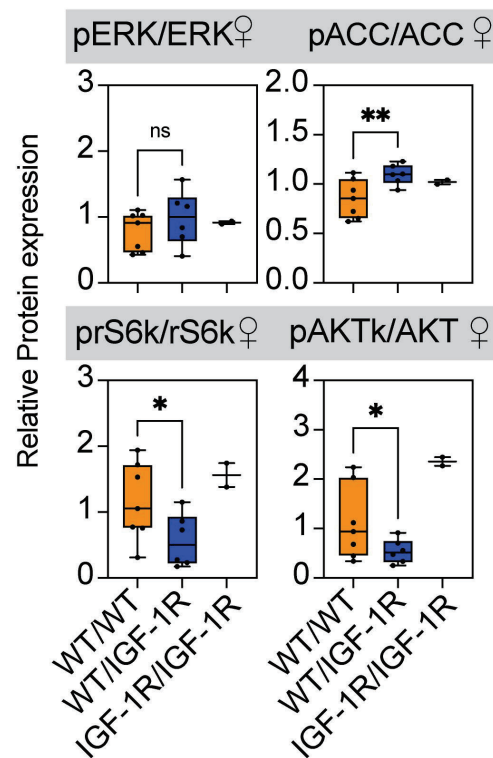

D

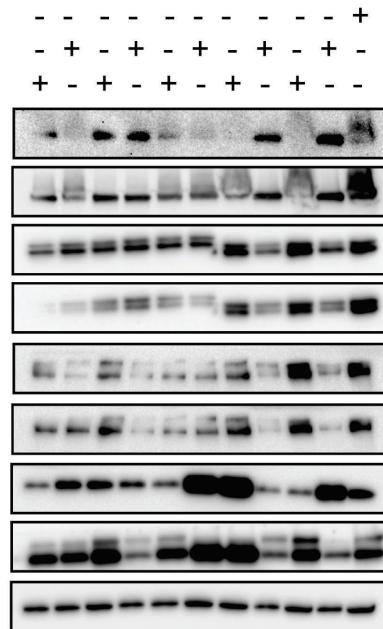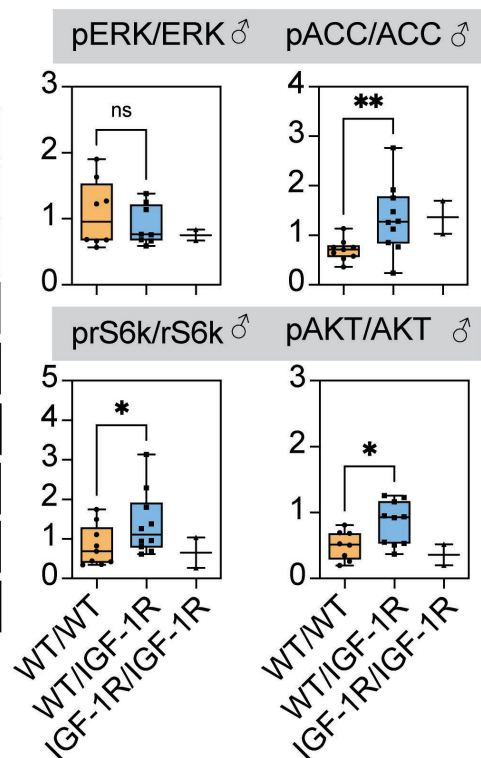

**Supplementary Figure 3. Liver AMPK and mTORC1 activity in InsR<sup>R1109C</sup> and IGF-1R<sup>R1096C</sup> heterozygous mice.**

Representative blot showing five wildtype, five heterozygotes and one homozygous mouse after 6 hr morning fast: InsR<sup>R1109C</sup> **(A)** Females, **(B)** Males; IGF-1R<sup>R1096C</sup> **(C)** Females and **(D)** Males. Relative pERK<sup>Tyr204</sup>/ERK, pACC<sup>Ser79</sup>/ACC, PAKT<sup>Ser473</sup>/AKT and pS6<sup>Ser235/236</sup>/rS6 respectively for InsR<sup>R1109C</sup> females and males; and IGF-1R<sup>R1096C</sup> females and males. Ratios of phosphorylated protein to total protein. Box plot for minimum and maximum with median. T-test sample size: Females WT/WT n= 9 and WT/InsR n= 10; Males WT/WT n= 8-10 and WT/InsR n =8-12; Females WT/WT n= 7 and WT/IGF-1R n= 6; Males WT/WT n= 10 and WT/IGF-1R n= 9-10). \* p < 0.05; \*\*, p < 0.01; \*\*\*, p < 0.001: ns, no significant differences.

A

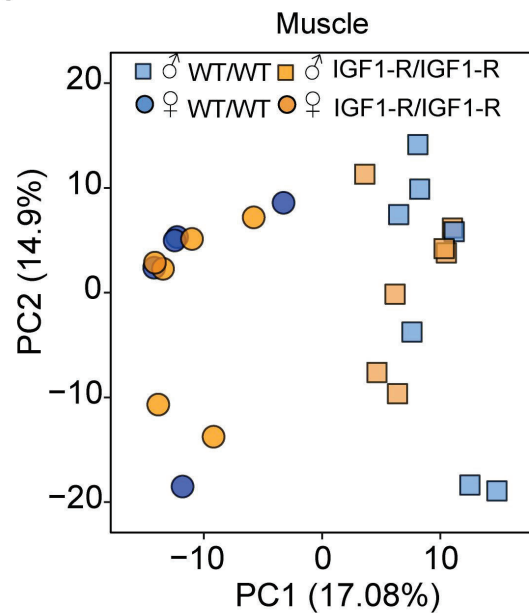

B

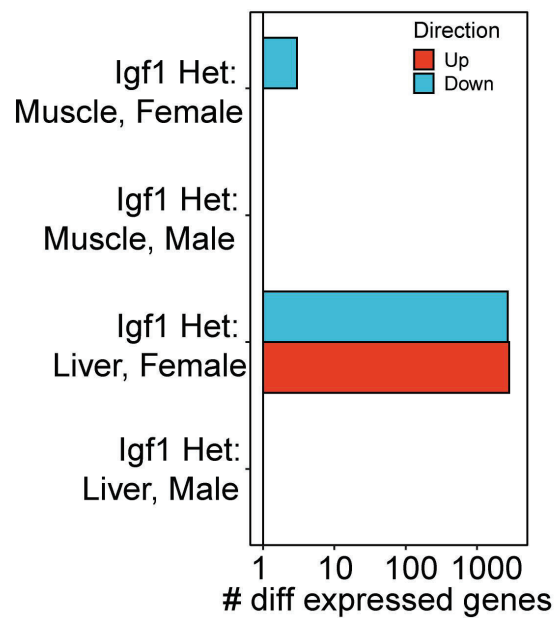

C

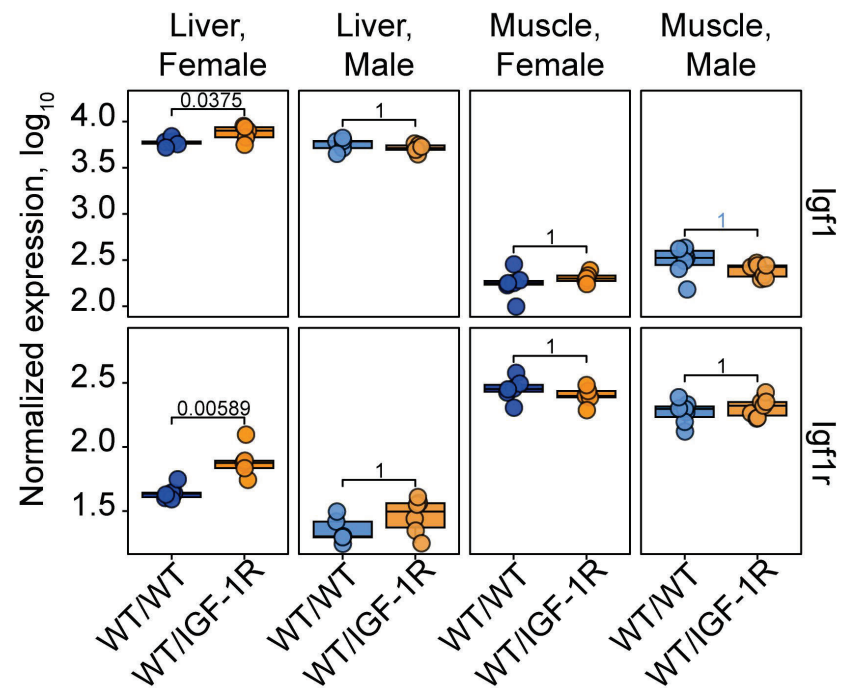

D

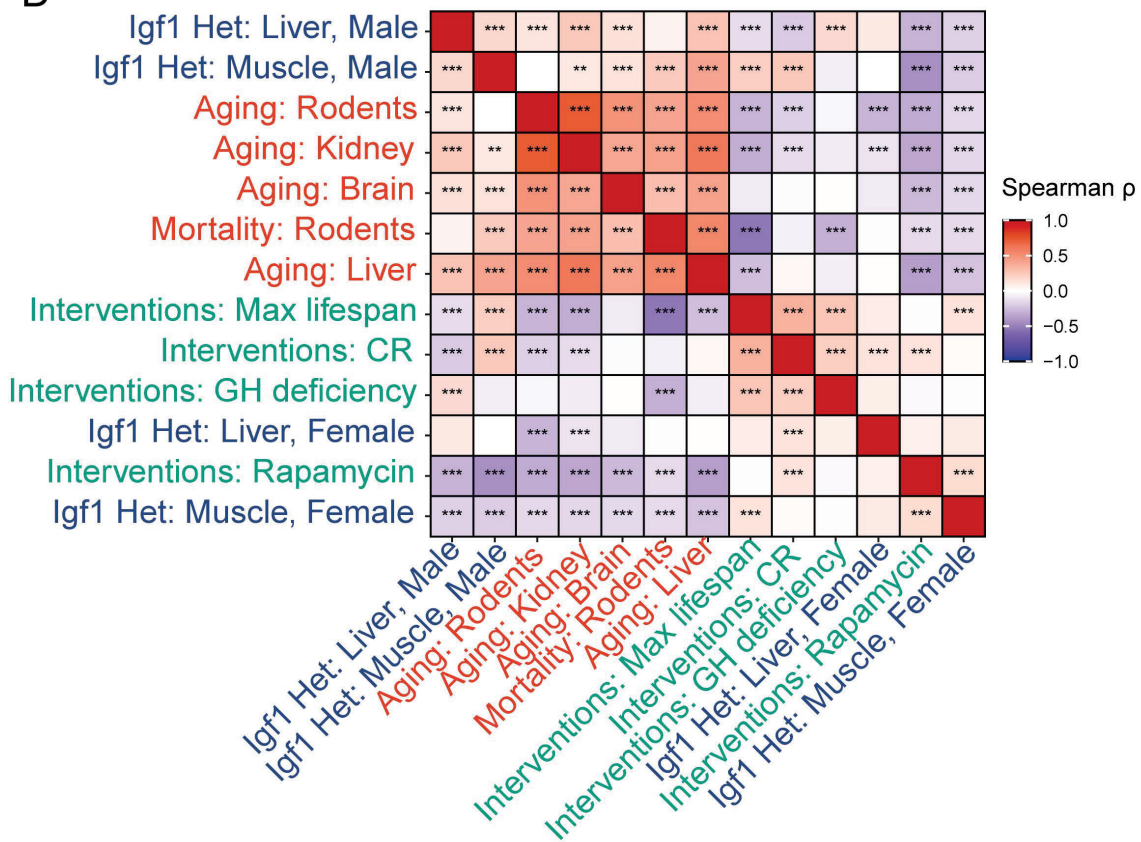

E

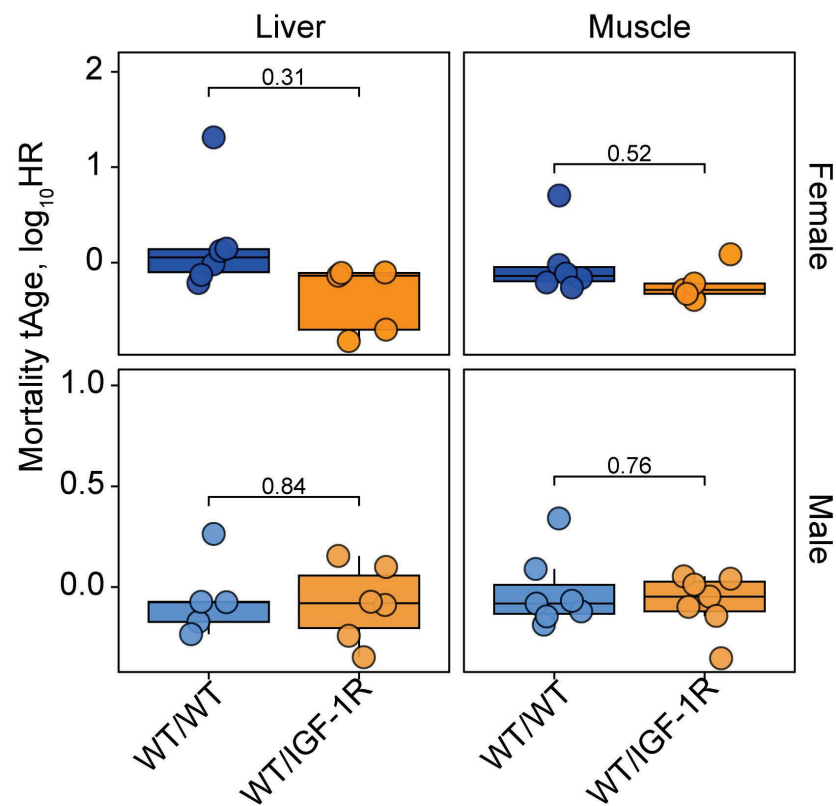

**Supplementary Figure 4. Estimated biological age in heterozygous IGF-1R<sup>R1096C</sup> females**

**(A)** Principal component analysis (PCA) of skeletal muscle gene expression profiles from WT and IGF-1R<sup>R1096C</sup> heterozygous mice. **(B)** Number of differentially expressed genes (Benjamini-Hochberg adjusted p-value < 0.05) between WT and IGF-1R<sup>R1096C</sup> heterozygous mice identified by tissue and sex. **(C)** *Igf1* and *Igf1r* expression in muscle and liver of WT and IGF-1R<sup>R1096C</sup> heterozygous mice. Differential expression assessed with ANOVA model using edgeR; p-values adjusted for multiple comparisons with Benjamini-Hochberg. **(D)** Spearman correlation of enriched pathways within organs of IGF-1R<sup>R1096C</sup> heterozygous mice (blue) that are associated with signatures of aging, with mortality (red), and with lifespan-extending interventions (green). Pairwise Spearman correlations were calculated based on NES values determined for each signature via GSEA. \* p.adjusted < 0.05, \*\* p.adjusted < 0.01, \*\*\* p.adjusted < 0.001. **(E)** Mortality transcriptomic age (tAge) of tissue from WT and IGF-1R<sup>R1096C</sup> heterozygous female mice by organ and sex, assessed with the rodent multi-tissue Elastic Net (EN) clock. tAges between the groups were compared with ANOVA, and corresponding BH-adjusted p-values.

**Supplementary Table 1.** Differentially expressed genes in livers and muscles of heterozygous IGF-1R<sup>R1096C</sup> mice.

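The table lists, for each tissue and sex, the log2 fold change of heterozygotes against WT, a test statistic, its p value and the adjusted p, sorted by p. For female liver, the first 1999 of 14382 rows were read here, all of them past the paper's threshold, and 1970 of them could be matched by Entrez identifier to a gene tested on the deposited counts. Of these, 1969 had an adjusted p under 0.05 from edgeR's quasi-likelihood test and the same sign. The log2 fold changes had a Spearman's rho of 0.998 across genes, which are not independent replicates. Ranks do not show a shift shared by all genes. The 20 genes labelled in Fig. 8B all had lower log2 fold changes here, such as 2.68 against 2.79 for Slc12a9. For female and male muscle, 1946 and 795 rows were matched, and the signs were the same for 1946 and 795 of them. For male liver, 1964 rows were matched. With 5 WT livers all 1964 had the same sign, and with all 6, 1735 did, with a Spearman's rho of 0.722. The rows with larger p were not compared in any of these.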

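For each gene set, the table gives an NES, its p value and an adjusted p for both tissues and sexes and for the reference signatures of aging, mortality and lifespan extension. A positive NES in a comparison of this study places the members of the set among the genes that are higher in heterozygotes. Recomputed from the deposited counts, the NES of 319 Reactome sets matched by name had a Spearman's rho of 0.843 with the paper's NES in female liver, and 268 had the same sign. In male liver, rho over 322 sets was 0.833 with 5 WT livers and 0.0968 when the library labelled liver male WT replicate 5 was included. In muscle it was 0.854 in females and 0.909 in males, over 326 sets.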

**Supplementary Table 2.** Gene set enrichment analysis (GSEA) from IGF-1R<sup>R1096C</sup> liver samples.

**Supplementary Table 3.** The corresponding numbers for mouse and human IR and IGF-1R with and without signal peptide.

**Supplementary Table 4.** Sequence details of reagents for *Igf1r* and *Insr* gene replacement.

**Supplementary Table 5. KEY RESOURCES TABLE.**

**Supplementary Table 6. Extended Materials and Methods.**

**Supplementary Table 3.** The corresponding numbers for mouse and human IR and IGF-1R with and without signal peptide.

| Protein     | With signal peptide<br>(precursor) | Without signal peptide<br>(mature) |
|-------------|------------------------------------|------------------------------------|
| Human IR-A  | R1107                              | R1080                              |
| Human IR-B  | R1119                              | R1092                              |
| Mouse IR-A  | R1109                              | R1082                              |
| Mouse IR-B  | R1121                              | R1094                              |
| Human IGF1R | R1095                              | R1065                              |
| Mouse IGF1R | R1096                              | R1066                              |

**Supplementary Table 4.** Sequence details of reagents for *Igf1r* and *Insr* gene replacement.

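The guide RNA of each gene directs Cas9 to a stretch of the genome that matches the protospacer, and the oligonucleotide carries the new codon in sequence that flanks the break. Both protospacers were matched to GRCm39. The Igf1r protospacer AAAGTTATCTCCGGTCTCTG with its motif AGG lies on the forward strand of chromosome 7 from 67857587 to 67857609, and the motif is the arginine codon itself, so that replacement of the codon also removes the motif. The Insr protospacer AAAGTCACCTCCGTTCTCTG with its motif AGG lies on the reverse strand of chromosome 8 from 3211693 to 3211715, where the motif is again the codon that was replaced.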

| Mouse model                           | <i>Igf1r</i> -R1096C (AGG > <u>tGc</u> )                                                                                                                                               |
|---------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Alt-R™ CRISPR-Cas9 crRNA (PAM)        | AAAGTTATCTCCGGTCTCTG (AGG)                                                                                                                                                             |
| Ultramer™ DNA oligos (reverse strand) | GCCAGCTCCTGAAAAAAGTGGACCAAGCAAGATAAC<br>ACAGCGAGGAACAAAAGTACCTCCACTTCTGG <u>gCa</u><br>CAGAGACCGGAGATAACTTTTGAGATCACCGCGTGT<br>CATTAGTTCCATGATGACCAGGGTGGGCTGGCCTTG<br>GGATACCACACCCAG |
| Genotyping primer, forward            | GGGTAGTTTCCCGTTGCA                                                                                                                                                                     |
| Genotyping primer, reverse            | CCATGACACGTGGTAGAGCA                                                                                                                                                                   |
| Mouse model                           | <i>Insr</i> -R1109C (AGG> <u>tGc</u> )                                                                                                                                                 |
| Alt-R™ CRISPR-Cas9 crRNA (PAM)        | AAAGTCACCTCCGTTCTCTG (AGG)                                                                                                                                                             |
| Ultramer™ DNA oligos (reverse strand) | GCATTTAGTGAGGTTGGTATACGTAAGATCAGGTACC<br>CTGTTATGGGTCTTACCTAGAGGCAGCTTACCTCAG<br>CATCTGG <u>gCa</u> CAGAGAACGGAGGTGACTTTTCAGGT<br>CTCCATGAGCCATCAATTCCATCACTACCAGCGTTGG<br>CTGTCCTTTG  |
| Genotyping primer, forward            | GGCAAGTGAGATTTGCTTGGG                                                                                                                                                                  |
| Genotyping primer, reverse            | ACAGGGGTTGCAATTAGCACT                                                                                                                                                                  |

**Supplementary Table 5. KEY RESOURCES TABLE**

| REAGENT or RESOURCE                       | SOURCE                       | IDENTIFIER |
|-------------------------------------------|------------------------------|------------|
| <b>Mouse strains</b>                      |                              |            |
| C57BL/6J wildtype (WT) mice               | The Jackson Laboratory       | #:000664   |
| IGF1R-R1096C                              | In-house made, Brown Tg Core | NA         |
| InsR-R1109C                               | In-house made, Brown Tg Core | NA         |
| Oligo 22007-F1:<br>GGCAAGTGAGATTTGCTTGGG  | IDT                          | NA         |
| Oligo 22007-R1:<br>ACAGGGGTTGCAATTAGCACT  | IDT                          | NA         |
| 22006-F1:<br>GGGTAGTTTCCCCGTTGCAT         | IDT                          | NA         |
| 22006-R1:<br>CCATGACACGTGGTAGAGCA         | IDT                          | NA         |
| <b>Plasmids</b>                           |                              |            |
| pCS2-hInsR                                | (1)                          | NA         |
| pCS2-hInsR-R1107C-Myc (labeled as R1109C) | This paper                   | NA         |
| pCS2-hIGF1R                               | (2)                          | NA         |
| pCS2-hIGF1R-R1095C (labeled as R1096C)    | This paper                   | NA         |
| hInsR R1109C-F                            | CCGTTCTCTGtgccCAGAGGCTG      | NA         |
| hInsR R1109C-R                            | AGGTAGCTCTTCAGGTCTC          | NA         |
| hIGF1R-R1095C-F                           | CCGGTCTCTGtgccCAGAAATGG      | NA         |
| hIGF1R-R1095C-R                           | AGATAACTTTTGAGATCGC          | NA         |

|                                                       |                                               |                                        |
|-------------------------------------------------------|-----------------------------------------------|----------------------------------------|
| <b>Hot Start Taq BLUE Master Mix</b>                  | <b>Apex Bioresearch</b>                       | Cat #: 42-144                          |
| Q5 site-directed mutagenesis                          | NEB                                           | E0554S                                 |
| SnapGene 7.2                                          | From Dotmatics; available at<br>snapgene.com) | University of<br>Pittsburgh<br>license |
| <b>DNeasy Blue &amp; Tissue kit</b>                   | <b>QiaGen</b>                                 | 69506                                  |
| RIPA Buffer (10X)                                     | Cell signaling                                | 9806                                   |
| Pierce™ Protease Inhibitor Mini<br>Tablets, EDTA-free | Thermo Fisher                                 | A32955                                 |
| PhosSTOP Easy pack                                    | Roche                                         | 4906845001                             |
| SYBR™ Safe DNA Gel Stain                              | Thermo Fisher                                 | S33102                                 |
| BenchMark™ Pre-stained Protein<br>Ladder              | Thermo Fisher                                 | 0748010                                |
| Trans-Blot Turbo RTA Mini 0.2 µm<br>PVDF Transfer Kit | Bio-RAD                                       | 1704272                                |
| ProSignal Femto                                       | Prometheus                                    | 20302                                  |
| Mouse Hemoglobin A1c kit                              | Crystal Chem                                  | 80310                                  |
| Mini-Protean TGX gels                                 | Bio-Rad                                       | 4561095                                |
| Zirconium Oxide Beads 1.0 mm                          | Next Advance                                  | ZROB10                                 |
| 2x Laemmli Sample Buffer                              | Bio-rad                                       | 1610737EDU                             |
| Phospho-p44/42 MAPK (Erk1/2)<br>(Thr202/Tyr204)       | Cell Signaling                                | 4370                                   |
| p44/42 MAPK (Erk1/2)                                  | Cell Signaling                                | 4695                                   |

|                                                     |                                        |          |
|-----------------------------------------------------|----------------------------------------|----------|
| Phospho-Acetyl-CoA Carboxylase<br>(Ser79)           | Cell Signaling                         | 3661     |
| pY 1150/1151 IR (pY1135/1136 IGF1R)                 | Cell signaling                         | 3024     |
| IR (CT-3)                                           | Santa Cruz                             | sc-57342 |
| IGF1R (ZI001)                                       | Invitrogen                             | 39-6700  |
| pERK1/2 (197G2)                                     | Cell signaling                         | 4377     |
| ERK1/2 (L34F12)                                     | Cell signaling                         | 4696     |
| pAKT (D9E)                                          | Cell signaling                         | 4060     |
| AKT (40D4)                                          | Cell signaling                         | 2920     |
| Acetyl-CoA Carboxylase                              | Cell Signaling                         | 3676     |
| Phospho-S6 Ribosomal Protein                        | Cell Signaling                         | 2211     |
| S6 Ribosomal Protein                                | Cell Signaling                         | 2317     |
| Sheep Anti-Mouse IgG, HRP                           | Prometheus Protein Biology<br>Products | 84-848   |
| anti-rabbit IgG (H + L) (Dylight 800<br>conjugates) | Cell Signaling                         | 5151     |
| anti-mouse IgG (H + L) (Dylight 680<br>conjugates)  | Cell Signaling                         | 5470     |

1. Choi E, et al. Mitotic checkpoint regulators control insulin signaling and metabolic homeostasis. Cell. 2016;166(3):567–581.
2. Li J, et al. Structural basis of the activation of type 1 insulin-like growth factor receptor. Nat Commun. 2019;10(1):4567.

## **Supplementary Table 6. Extended Materials and Methods.**

### **Growth and weight**

Mice were weighed weekly to the nearest 0.1g from age 2 weeks up to 4 months of age. To calculate the growth rates of mice, we fitted a curve to the relationship between weight (g) and age (weeks) using a logistic 3 -parameter model. Differences among genotypes were determined by comparing the growth rate, inflection point, and asymptote of the curve using equivalence tests.

### **Body Composition**

Body composition (percent fat mass and percent lean mass) was assessed once at 4 months of age by NMR (EchoMRI, Echo Medical System). Non-anesthetized mice were placed in a restraint cylinder and scanned for approximately 2 min. Data expressed as percent of body mass.

### **Metabolic cage analysis**

The Sable Systems Promethion Multi-plexed Metabolic Cage system was used to evaluate feeding, activity, energy expenditure (EE), and respiratory exchange ratio (RER) by indirect calorimetry. Mice were individually housed during 72 h, with the first 24 h for acclimation and the subsequent 48hrs data to calculate values across light and dark cycle for each metabolic parameter.

### **In vivo glucose homeostasis**

Glucose tolerance tests were conducted in the morning following a 6 hr fast. Mice received an intraperitoneal injection of glucose at a dose of 1.5 g/kg, and blood samples were collected from the tail at specific time points to measure plasma insulin and glucose.

### **Rotarod**

Mice were tested on a rotarod (Ugo-Basile, model 47600) started at 4 RPM and accelerated to 40 RPM over a 300-second period. Each mouse underwent three consecutive trials, with approximately a 1-minute interval between. Latency to fall was recorded. Mice that fell immediately upon placement, before the rod began to accelerate, were given a score of 0 seconds for that trial.

### **Open Field**

Mice acclimated to the testing room were placed in a Versamax Open Field Arena (40 cm × 40 cm × 40 cm; Omnitech Electronics, OH, United States)- Infrared beams tracked their movements, recording distance traveled (in cm), vertical activity, and time spent in the arena perimeter and center. Data were collected in 5-minute intervals over a total period of 60 minutes.

### **Home Cage Wheel Running**

Subjects were individually housed with a wireless running wheel affixed with a revolution sensor (Lafayette Instruments, Actimetrics Wireless Low-profile running wheel) and left undisturbed for three consecutive nights except for daily welfare checks.

Data were analyzed using ClockLab Data Software (Lafayette Instruments) in 1 min epochs and calculated as the cumulative time spent running and the average total distance traveled over 30 min periods.

### **Homogenization and Protein Extraction for Western blotting**

Mice were sacrificed in small groups over four consecutive days at the same time of day. Sacrifices were conducted within two hours. Liver tissue (20-30mg) was homogenized in RIPA protein extraction reagent (Cell signaling); 1 mL per 100 mg of tissue weight) supplemented with protease and phosphatase inhibitors cocktail (Sigma-Aldrich) by using Zirconium Oxide Beads (Next Advance). Total protein concentration was measured using bicinchoninic acid (BCA; Pierce). Lysates were aliquoted and stored at -80C.

For analysis, protein lysates were boiled with loading buffer (Laemmli buffer and  $\beta$ ME) in a 1:1 ratio for 10 min at 95°C. Proteins (20 $\mu$ g or 100 $\mu$ g) were separated on 4-20% mini-Protean TGX gels (Bio-Rad) SDS-PAGE, transferred to PVDF membranes for Trans-Turbo transfer (Bio-Rad), and incubated with specific primary antibodies against anti-p44/42 MAPK (Erk1/2), anti-Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204, anti-phospho-ACC, anti-ACC, anti-Phospho-S6 ribosomal, anti-S6 Ribosomal, anti-phospho-Akt (Thr308), anti-Akt (all Cell signaling). Membranes were washed three times with PBS-Tween and incubated with anti-Mouse HRP secondary antibody (Prometheus Protein Biology Products) for 1 h. After three consecutive washes, the blots were developed using a commercial chemiluminescence reagent ProSignal Femto (Prometheus). The proportion of these proteins was quantified by densitometric analysis using ImageJ (1.51v).

## **RNA isolation**

Total RNA from liver and gastrocnemius muscle tissues of female WT and IGF1R heterozygous mice was isolated with 1 mL TRIzol Reagent (Invitrogen, CA, USA) and PureLink RNA Mini Kit (Invitrogen, CA, USA). Phase separation was performed with chloroform, and the aqueous phase recovered with 70% ethanol. DNase treatment was performed directly on the column. Eluted RNA quality was within the 260/280 of 1.9 and 2.0.

# Supplementary material for: Mutation in IR or IGF1R produces features of long-lived mice while maintaining metabolic health
**Source:** JCI Insight. 2025 Nov 11;10(24):e189683. doi: 10.1172/jci.insight.189683

Membranes for Figure 7a

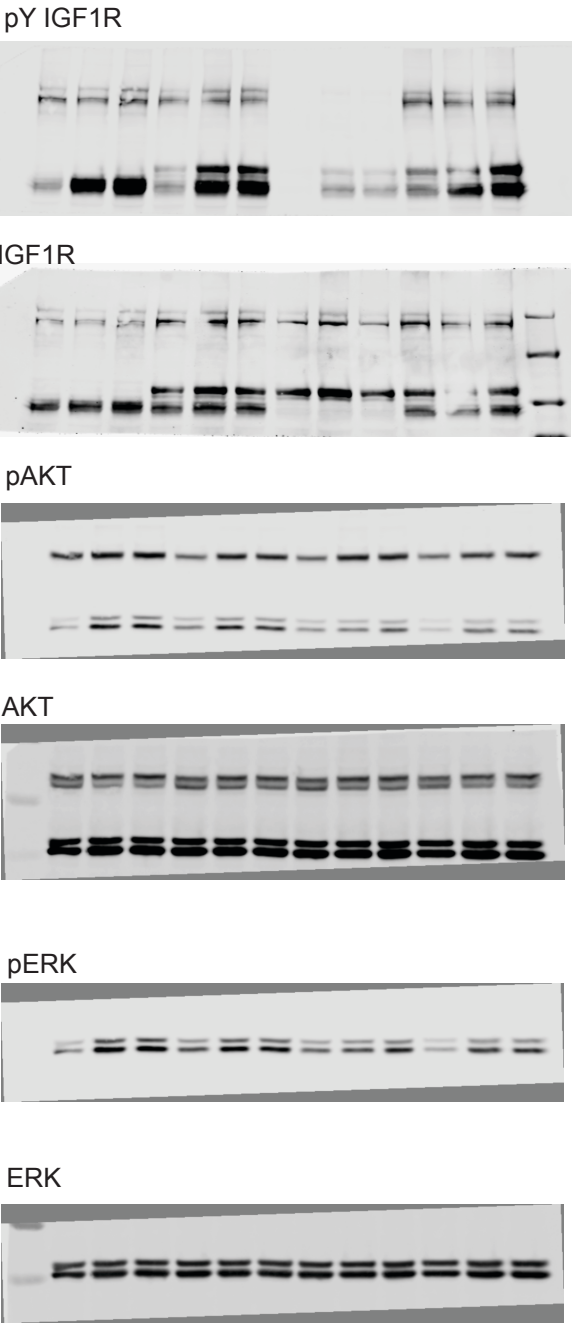

Membranes for Figure 7c

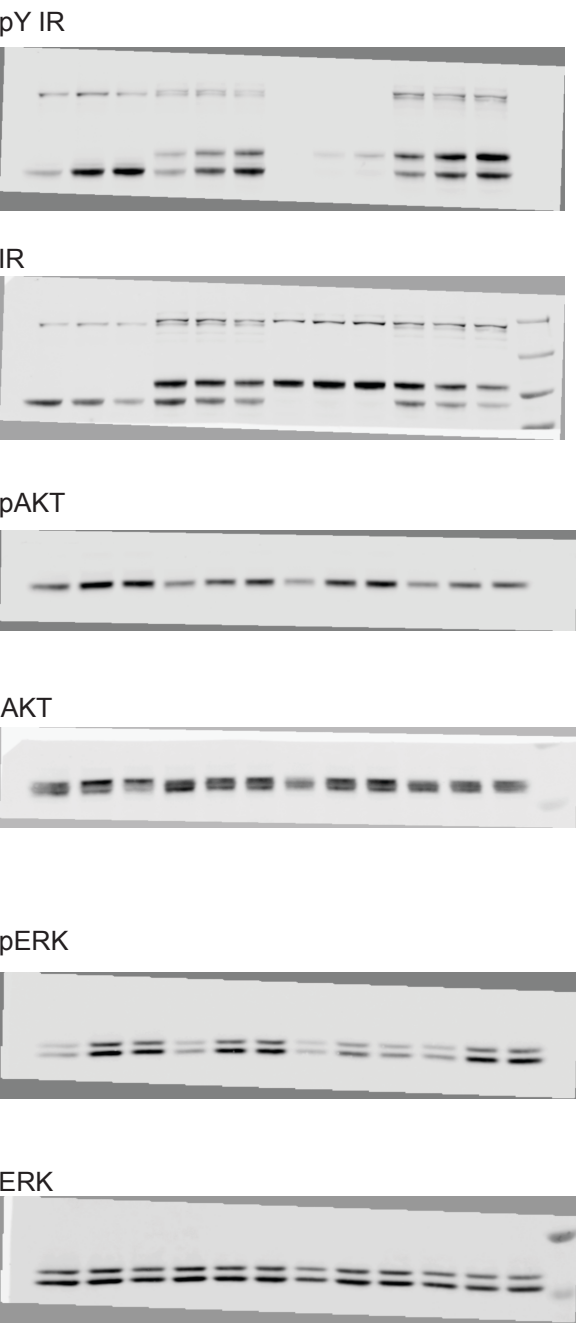

Membranes for Supplementary Figure 3a

pACC Ser 79

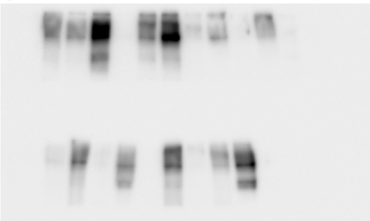

ACC

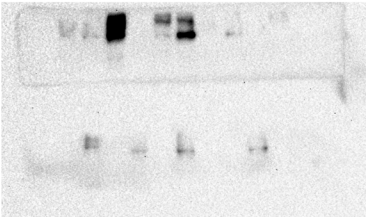

prS6 Ser235/236

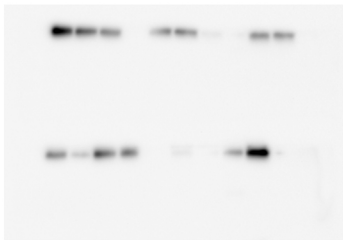

S6

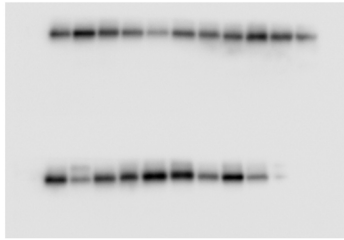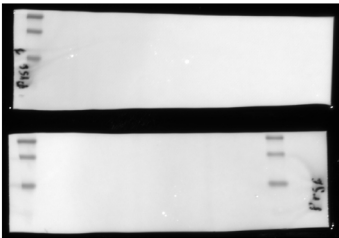

pAKT Ser473

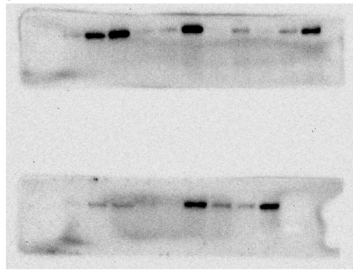

AKT

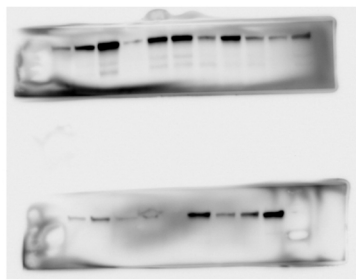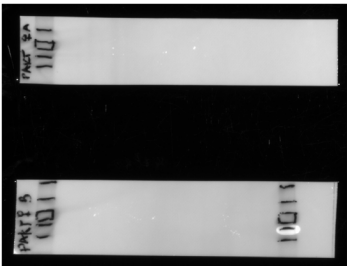

pERK Thr202/Tyr204

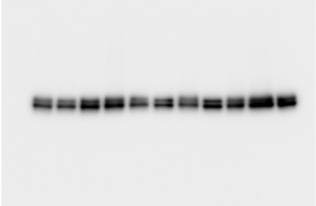

ERK

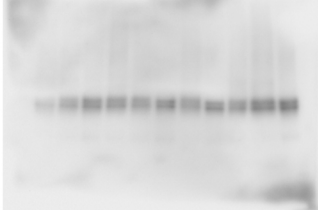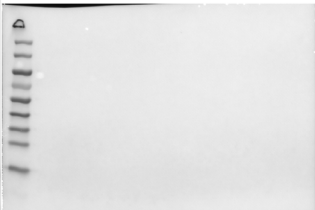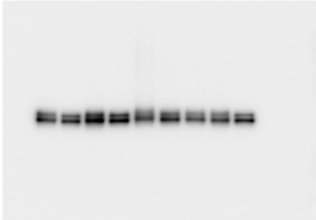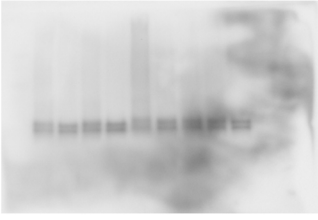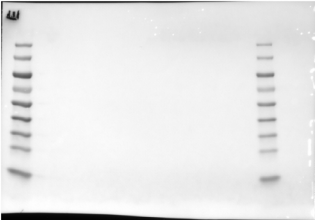

$\beta$ -Actin

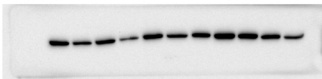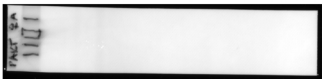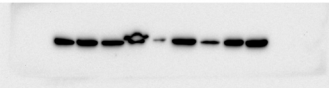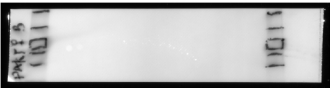

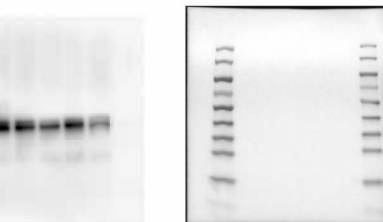

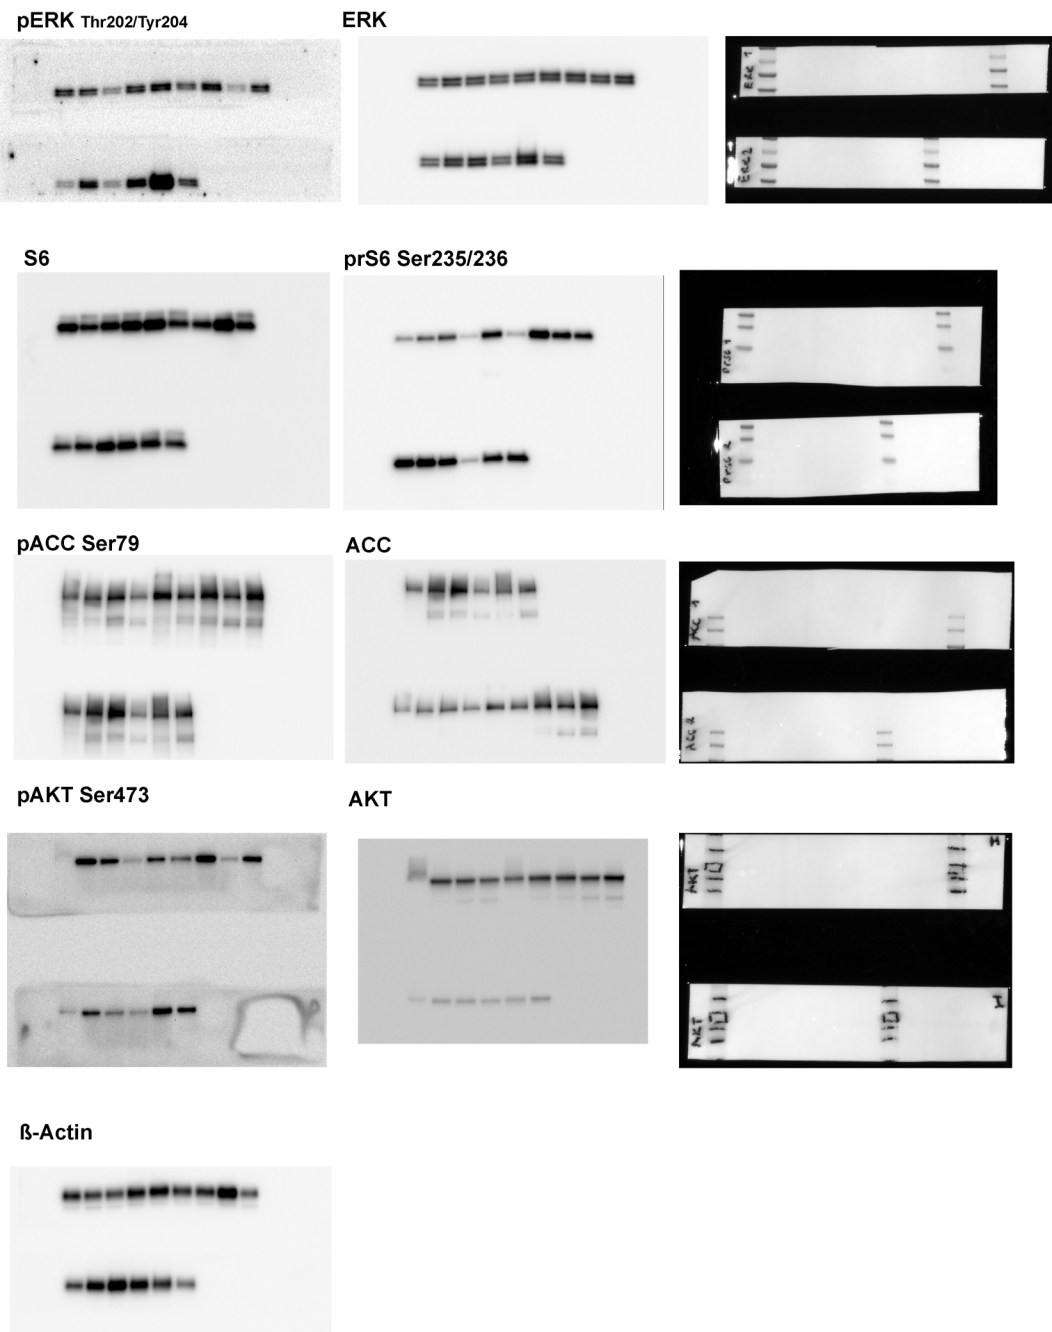

pERK Thr202/Tyr204

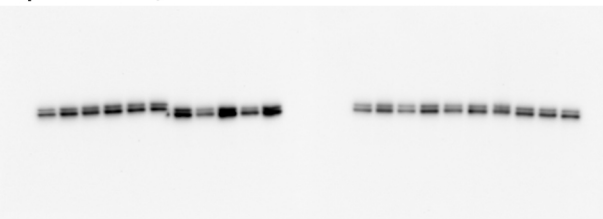

ERK

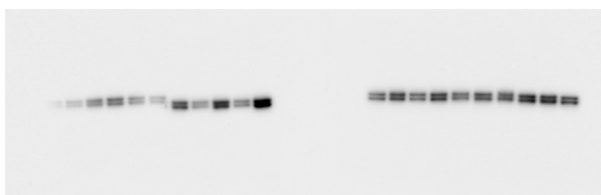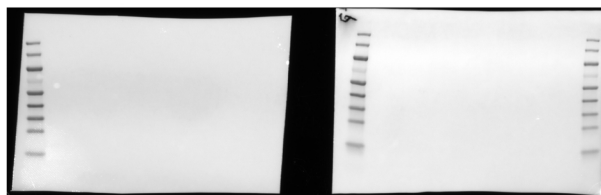

prS6 Ser235/236

S6

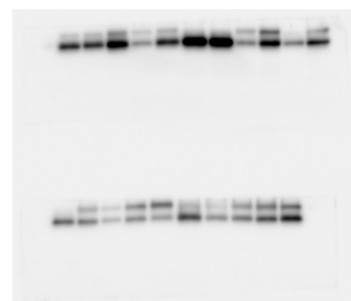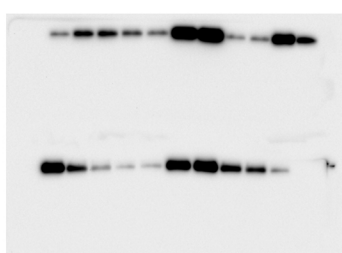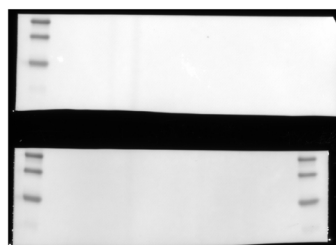

pACC Ser79

ACC

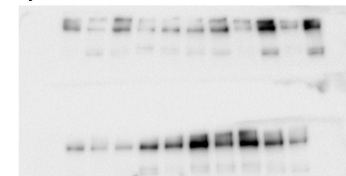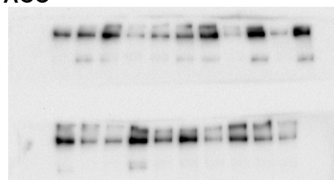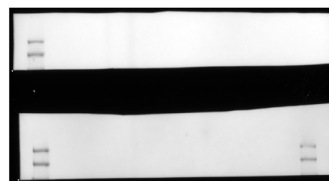

pAKT Ser473

AKT

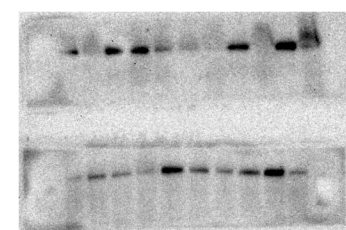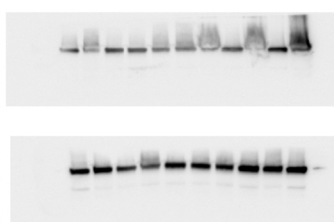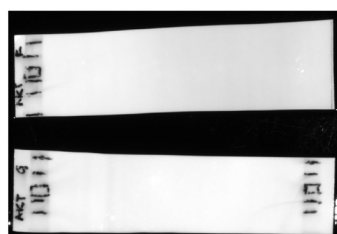

$\beta$ -Actin

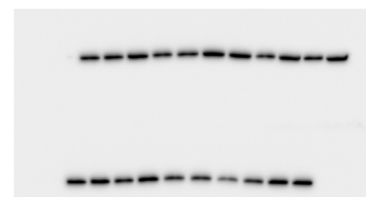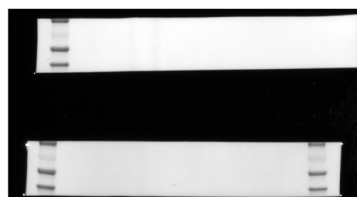

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

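RNA from gastrocnemius muscle and liver of WT and heterozygous IGF-1R R1096C mice of both sexes, 4 months old, was sequenced by the authors in 48 libraries, 23 of liver and 25 of muscle. The deposited values are read counts, which the authors made by mapping polyadenylated RNA reads to GRCm39 with STAR and counting them per gene with featureCounts. The table holds 57010 genes without normalization or filter. The paper's text does not name the annotation release, the strandedness of the counting or the handling of reads that map to several places, so counts of overlapping genes, pseudogenes and close paralogs are uncertain. Tissue, sex, genotype and replicate number of each library were taken from the labels, and all 48 count columns were used.

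Gene names and coordinates came from mouse GENCODE release 39, which names 98.8% of the genes in the table. Genes were kept when at least 10 reads were counted in at least 20% of the libraries of a tissue, as the methods state. WT and heterozygous animals were compared within each tissue and sex with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, at an adjusted p threshold of 0.05. The interaction of sex and genotype was tested with the same tool over the 4 groups of a tissue. Principal components were computed on log2 CPM with a prior count of 2, on centered and scaled genes. Groups were compared by exact permutation tests, or by permutation tests with 100000 resamples where a group has 10 or more libraries, all two-sided (Python 3.11.15, numpy 2.4.6, scipy 1.17.1).

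Gene sets were tested with fgsea 1.28.0 on genes ranked by the signed log-transformed p value, for Reactome sets of 15 to 500 genes that ship with the tool. Of 1444 sets, 323 of those tested in female liver could be matched by name to Supplemental Table 2. The Hallmark and KEGG collections and the transcriptomic clocks are not used here. Gene lists for fatty acid oxidation, complement, hypoxia targets, SREBP targets, ATF4 targets, liver and muscle markers, nuclear-retained RNA and immediate early genes were written down before the data were examined, as were the sample groups, the tests and the alternatives, apart from 11 alternatives that the text marks as added.

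The genes named in the text are those the paper names for these data or labels in Fig. 8B, the members of the gene lists, every called gene of a comparison with 10 or fewer calls, and in female liver the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. Genes called only under an alternative were named after their values were seen.

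The alternatives were RLE normalization, the likelihood ratio test, DESeq2 1.42.0, other filters on low counts and none, all 4 groups in one fit, a test against a fold change of 1.5, a replicate block, the share of mitochondrially encoded reads or the first surrogate variable of sva 3.50.0 as a covariate, a lowess correction of each library for GC content and length of genes (span 0.3), that correction with the block, one range of animal numbers, and each library left out in turn. For gene sets, other ranking metrics and set sizes were tried, and for gene lists the median over the list. The replicate numbers that pair libraries in the block come from the labels, where the same number in WT and heterozygotes belongs to different animals.

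The tests were checked on simulated counts drawn from the means and library sizes of the real libraries, with 200 of 18241 genes changed in female liver and 200 of 18323 in male muscle. The quasi-likelihood test recovered 83% and 81.5% of the changed genes, and 5.68% and 5.78% of its calls were false. The likelihood ratio test recovered 85% and 84%, with 17.1% and 14.7% false calls, and DESeq2 87% and 86%, with 18.7% and 14.9%. A limit of 10% false calls had first been set for all 3 tests; the likelihood ratio test did not meet it when genes had dispersions of their own (with dispersions on a trend it had 6.4% and 6.7%), DESeq2 did not meet it under either (16.5% and 18.8% with dispersions on a trend), and the limit was then kept for the quasi-likelihood test, and for the likelihood ratio test only with dispersions on a trend. The gene set test recovered 20 of 20 shifted sets among 698, and called 0 sets with random ranks. Those ranks were independent between genes, so the 0 does not hold for genes that vary together. On real counts, the other splits of the female livers called a median of 52 sets, and up to 203.

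Reads counted on genes were between 26290519 and 56312866 per library, which sets the counting error of genes with few reads. Of the counts from 1 to 100, 79% are even, so the number of independent fragments may be smaller than the counts, and the counting error larger. Plasma, protein and clock measurements of the paper are not analysed here.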

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

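The test of whether the library labelled liver male WT replicate 5 is mislabelled was chosen after its marker shares were seen. Among 64 groups of libraries and measures, a single library lay far from the others in 10, where chance gives about 3.2. The measures share libraries and are not independent.

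The library labelled liver male WT replicate 5 accounts for 5 of these. It had 14.03% of its reads on mitochondrially encoded genes, where the other male WT livers had 4.718% to 5.809%, 0.01197% on liver markers (others 10.98% to 13.57%) and 15.09% on muscle markers (others at most 0.0001596%). Igf1 was at 47.0395 and Igf1r at 23.7698 CPM, against 451.099 to 649.4 and 1.51283 to 3.06392 in the others. The paper plots 5 male WT livers. Its statistics section names the ROUT method for outliers in general, but it does not say whether this was applied to RNA-Seq libraries, and the paper does not report on this library. Both marker shares lie in the range of the 25 muscle libraries (15.09% on muscle markers), so a candidate explanation is a muscle library under a liver label. It is not shown to be the muscle library of the same animal, which ranked 18 of 25 by correlation (r 0.936, where the highest was 0.957). The highest was with muscle male heterozygous replicate 4, whose animal number is also in question. Across the muscle libraries r spanned only 0.911 to 0.957, so this rank does not tie the libraries together. No biological explanation was tested.

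The genotype effect differed between female and male livers for 3192 genes by the interaction test with all 23 livers, and for 4655 without that library. Of 100 regroupings that part the same-numbered animals, the real one included, 3 gave as many genes. The other 2 gave 3290 and 3210 genes, and both kept the female labels and changed only male labels. In muscle, 0 genes passed with the real labels (and 620 had an unadjusted p under 0.05), so that 100 of 100 regroupings gave as many. The difference in liver may rest on the state of the female heterozygous livers, where 49.44% or more of the genes predicted at 10 to 50 reads had none, and no test here separates the interaction from that.

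Among female WT livers, replicate 6 had 2.413% of its reads on mitochondrially encoded genes (others 4.091% to 4.937%) and 0 reads on 29.16% of the genes for which the rest of its group predicts 10 to 50 reads (others 2.422% to 10.2%). Among male heterozygous livers, replicate 4 had 0 reads on 16.58% of such genes (others 3.001% to 6.944%). Each has fewer genes detected than the rest of its group. No biological explanation was tested.

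In muscle, female WT replicate 3 had 10% of its reads on mitochondrially encoded genes (others 10.55% to 10.87%), a small gap in a narrow group. Female heterozygous replicate 1 had 0.02275% of its reads on liver markers (others 0.004329% to 0.007885%). The share did not differ between genotypes (exact permutation test, two-sided, p = 0.6537). No biological explanation was tested for these libraries.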

How the results depend on the processing

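Of 287 values of the main results under other settings, 244 kept their direction and their side of the threshold (counts within 1.5 times), 14 counts moved, 14 became weaker, 5 became stronger and 10 reversed. Of 528 values with 1 library left out, 510 were the same. For single genes and gene sets, 528 of 561 values under other settings were the same, with 24 weaker, 6 stronger and 3 reversed, and 415 of 429 with 1 library left out. Except where a value is given for it, the cause of a change was not tested.

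The number of called genes in female liver was 5886. It stayed between 4180 and 6833 under the planned settings apart from 2, and was 2317 in the test against a fold change of 1.5 and 564 with the mitochondrial share as a covariate, of which 501 were among the 5886. That share differs between the genotypes without overlap, so the covariate also removes part of any genotype effect. Heterozygotes were higher for 42.3% of the called genes, 57.7% under the GC and length correction, 53.1% among genes with at least 10 reads in every library and 60.5% with the covariate. The correction moved the median log2 fold change of all genes from -0.0299 to 0.173, so directions near 0 depend on it. Across the 11 fits that each left out 1 library, 5063 to 6714 genes passed. Of the genes past the threshold under the GC and length correction, 4290 were among the 5886.

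Igf1 in female liver had a log2 fold change of 0.30 and passed the threshold with DESeq2 (0.38), with at least 10 reads in every library (0.39), with the GC and length correction (0.82), with that correction and the replicate block (0.81) and among genes with a mean of at least 500 reads (0.49, a setting chosen after seeing the data). Igf1r had 0.84 and no longer passed without a filter (0.80), with all 4 groups in one fit (0.82), in the test against a fold change of 1.5 (0.84), with the mitochondrial share as a covariate (0.49) and in one range of animal numbers (0.91). With 1 library left out, its value was 0.62 to 0.95 and 5 of the 11 fits no longer passed.

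With the replicate number as a block, 5134 genes passed in female liver, and Igf1r had a log2 fold change of 0.77, or 0.97 with the GC and length correction as well, neither past the threshold. The replicate numbers belong to different animals, and the deviations of same-numbered libraries had mean correlations of -0.0106 in female liver, 0.00192 in male liver, 0.0759 in female muscle and -0.0228 in male muscle.

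In male liver, the sign of Igf1r (-1.03 with all 6 WT livers) was positive with the mitochondrial share (0.13) or the first surrogate variable (0.39) as a covariate, and ranged from -1.23 to 0.39 with 1 library left out. Igf1 (0.08) had -0.15 with the surrogate variable and ranged from -0.15 to 0.20. The sign of both changed when the library labelled WT replicate 5 was the one left out. In male muscle, Igf1r (0.11) had -0.026 with the GC and length correction and -0.019 with the block as well.

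In male liver, 0 genes passed (5.60% had an unadjusted p under 0.05), 1 with the likelihood ratio test (Trpv1) and 181 with DESeq2. In female muscle, 0 passed (2.26% unadjusted), 3 with the likelihood ratio test (Dmkn, F10 and Fos), 2 with DESeq2 (F10 and Fos), 1 without a filter (Fos) and 1 with the surrogate variable (Igkv1-117). In male muscle, 0 passed (3.67% unadjusted) and 1 with DESeq2 (Krt5). The interaction in muscle had 0 genes (620 unadjusted) and 1 with the likelihood ratio test. On simulated counts the likelihood ratio test and DESeq2 made more false calls than the quasi-likelihood test, 17.1% and 18.7% against 5.68% in female liver.

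In the PCA of all 23 livers, the sexes differed on PC1 by 1.62 SD, by 0.255 without scaling and by 0.253 over the 500 most variable genes. Female genotypes differed on PC2 by 4.47 SD, by 0.110 among females alone and by 1.04 without the library labelled liver male WT replicate 5. Across the 23 fits that each left out 1 library they differed on PC2 by 1.04 to 6.28. Among females alone the genotypes stood apart on PC1 instead, without overlap (5.38 SD, exact permutation test, p = 0.00217). In muscle, the sexes differed on PC1 by 4.24 SD, and by 0.165 over the 500 most variable genes.

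Of the gene sets in female liver, 156 passed, 0 when ranked by log2 fold change (30 had an unadjusted p under 0.05), 87 with likelihood ratio p values, 89 with the GC and length correction and 31 among genes with a mean of at least 500 reads (chosen after seeing the data). The NES was positive for 14 of the 156 and 5 of the 87. It was positive for 24 of the 89 and 9 of the 31, so the balance of directions depends on the setting. With 1 library left out, 98 to 183 passed. The NES of translation was -1.41, and 0.920 with the GC and length correction. The NES of the TCA cycle with respiratory electron transport was 1.02, and -1.19 to 1.24 with 1 library left out, negative in 4 fits. Without the mitochondrially encoded genes (chosen after seeing the data) it was -1.42, and that of respiratory electron transport went from 1.57 to -0.826.

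Among the gene lists in female liver, the ribosomal difference (-0.011) was 0.072 with RLE, 0.31 with the GC and length correction, which passed the threshold (adjusted p = 0.0198, from 0.0198 to 0.8745 over the alternatives), and -0.10 to 0.085 with 1 library left out. The ATF4 difference (-0.41) was 0.17 with the median over the list and -0.61 to -0.15 with 1 library left out, and passed without heterozygous replicate 3 (-0.61). The complement difference (-0.68) was -0.22 with the median and -0.39 with the correction, and no longer passed. The nuclear-retained RNA difference (1.21) was 1.20 with the median and no longer passed. The nuclear-encoded respiratory chain difference (-0.090) was 0.13 with the median, 0.27 with the correction and -0.17 to 0.042 with 1 library left out. The immediate early gene difference (0.22) was -0.026 to 0.35, and the liver marker difference (-0.53) was -0.71 to -0.35, with 1 library left out; the latter passed without heterozygous replicate 1 (-0.71). The correlations of NES with calorie restriction, kidney aging and rodent aging kept their sign and a p under 0.05 in all settings run.

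Depth limits the muscle genes with few reads: F10 had 0 reads in all 5 heterozygous female muscles and 0.451 CPM in WT, so no fold change is given.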

Differences from the paper's values

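Of the 39 values compared, 6 were counted as differing, and none of the 23 log2 fold changes of Supplemental Table 1 was. One of these, F10 in female muscle, has 0 reads in every heterozygote. Both its values rest on the prior count, so their agreement says nothing of a measured fold. All 20 female liver fold changes were lower here than in that table, whichever their sign. Examples are 2.68 against 2.79 for Slc12a9, 1.97 against 2.08 for Metap1d and -1.98 against -1.87 for Ces2e. Whether such a shift accounts for the adjusted p of Igf1, or for the share of called genes that were higher, was not tested.

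The paper's adjusted p of Igf1 in female liver is about 0.038 in Supplemental Figure 4C, read by eye, and the value here was 0.14963. Of the 25 alternatives set before the data were examined, those with at least 10 reads in every library (0.0364) and without heterozygous replicate 5 (0.0502) came within 1.5 times of it. The paper's adjusted p of Igf1r is about 0.0059 in Supplemental Figure 4C, read by eye, and the value here was 0.0273. Only DESeq2 (0.00534) among the 25 came within 1.5 times of it.

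The paper's share of variance on PC2 of the liver PCA is about 12% in Fig. 8A, read by eye, and here it was 20.97% over all 23 livers. Without the library labelled liver male WT replicate 5, it was 8.528% and no longer differed, and the other 25 alternatives did not close the gap. A PCA without scaling and without that library, chosen after seeing the values, gave 10.19%.

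Supplemental Table 1 lists 2 genes past the threshold in female muscle, F10 and Fos, and here 0 passed. The likelihood ratio test called 3 (Dmkn as well) and DESeq2 called 2. Without a filter, Fos was called.

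The paper's NES of respiratory electron transport in female liver is -0.88404 in Supplemental Table 2, and here it was 1.5693. None of the 17 alternatives closed the gap, and without the mitochondrially encoded genes, chosen after seeing the values, it was -0.8256. The paper's NES of the TCA cycle with respiratory electron transport is -1.48089, and here it was 1.0152. The fits without WT replicate 1, heterozygous replicate 1, heterozygous replicate 4 and WT replicate 4 had negative values that no longer differed, and the other alternatives did not. Without the mitochondrially encoded genes, chosen after seeing the values, it was -1.4185.

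The paper states that Igf1 is upregulated past the threshold in female liver. It passed here with DESeq2, with at least 10 reads in every library, with the GC and length correction, with that correction and the replicate block, and among genes with a mean of at least 500 reads, which was chosen after seeing the values. The paper places the separation of female genotypes on PC2. Without the library labelled liver male WT replicate 5, the female genotypes overlapped on PC2 (1.043 SD) and stood apart on PC1 (5.339 SD). They stood apart on PC2 over all 23 livers (4.469 SD) and, without scaling and without that library (chosen after seeing the values), by 3.875 SD. The paper gives oxidative phosphorylation a negative NES, where the Reactome sets nearest to it were positive, and negative without their mitochondrially encoded genes (-0.8256 and -1.4185, chosen after seeing the values). The paper states a negative correlation with mortality, where rho was 0.0248, and 0.04856 with the paper's own female liver NES over the same 285 Reactome sets. For kidney aging, the adjusted p here was 0.00252, above the bound the paper states.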

Other observations

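The tests on the animal number of a muscle library, on genes with many reads, on counts and gene sets without mitochondrially encoded genes, on F10 against Alb, on even counts, and on splits for gene sets other than those of female liver were chosen after the results they bear on were seen. The paper does not report these patterns.

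All 5 female heterozygous livers had fewer genes detected than any other liver (15372 to 16538). After thinning all livers to one total, the lowest WT female liver still had 1403 more genes than the highest heterozygous one, so depth does not account for it. Among genes for which the rest of a group predicts 10 to 50 reads, 49.44% or more had 0 reads in each female heterozygous liver, against 29.16% or less in female WT livers, and fewer distinct RNA molecules in these libraries may explain the lower number. Their mitochondrially encoded reads were higher, in 5 of 5 libraries, while nuclear-encoded respiratory chain genes were not (-0.09032 on the log2 scale, exact permutation test, p = 0.574). The sign of the latter turned positive under 2 other settings (0.2671 after the GC and length correction). The Reactome set for respiratory electron transport had an NES of 1.5693 with its mitochondrially encoded genes and -0.8256 without them (adjusted p = 0.924). Neither test on nuclear-encoded genes gives a sign of more mitochondria in the tissue.

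For the 5886 genes called in female liver, 1 of 32 splits that part the same-numbered animals gave as many, the real one. The next highest count was 4845, from the split with all 5 pairs swapped, which is nearly the mirror of the real one, and then 246. Total counts did not differ between the genotypes (exact permutation test, p = 0.4329), 5487 genes passed after the GC and length correction, and 5903 without the mitochondrially encoded genes. Among genes with a mean of at least 500 reads, 56.58% passed, against 32.27% of all genes, so reads missing from low genes alone do not account for the count. In one range of animal numbers 4180 genes passed, where 19 other subsets of 3 WT and 5 heterozygous livers had a median of 2741 (2375 to 4357). A gradient shared by all livers could tie the female signature to the mitochondrial share across 11 male livers, where Pearson's r was -0.3498 (permutation test, p = 0.29, 0.58 adjusted over 2 relations; Spearman's rho -0.373, p = 0.261; r -0.533 without the 2 farthest livers). With the share of predicted genes at 0 reads, r was 0.04908 (permutation test, p = 0.892). The first share spans only 4.645% to 6.142% in these males, against 7.311% to 16.64% in heterozygous females, and the second 3.001% to 16.58% against 49.44% to 65.11%. Neither relation shows a gradient among the males, but neither reaches the range of the heterozygous females, so the test says little, its rule was changed to say so after its values were seen, and the count cannot be told apart from such a gradient. Nuclear-retained RNA other than Xist (4 genes) was higher by 1.297 log2 units in heterozygotes, in 5 of 5 libraries and without overlap (exact permutation test, p = 0.00217), so a larger share of nuclear RNA may contribute to the count. No fit adjusted the count for it. The mitochondrially encoded genes were also higher, by 1.64, and whether the rises share a cause was not tested. The labels and the paper give no batch for single libraries.

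In the other comparisons 0 genes passed, so that all 32 splits in male liver, all 32 in female muscle and all 64 in male muscle gave as many (5.60%, 2.26% and 3.67% of the genes had an unadjusted p under 0.05). The highest count among the other splits of male muscle was 122 genes.

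For the 156 gene sets past the threshold in female liver, 4 of 32 splits gave as many, up to 203 with a median of 52. The other 3 had 1, 1 and 4 of 5 pairs swapped, so they keep most of the genotype contrast or nearly its mirror. The 20 splits with 2 or 3 pairs swapped gave 2 to 155 sets, so 0 of them reached 156. For the correlation with calorie restriction, 5 of 32 splits gave a rho as large in size (2 of those 20), for kidney aging 8 of 32 (5 of those 20), and for rodent aging 1 of 32. Permutations across gene sets treat the sets as independent, which they are not. The first 2 correlations cannot be told apart from what other groupings of these livers give. In male liver, 99 sets passed with all 6 WT livers and 17 of 32 splits gave as many; with 5 WT livers 40 passed and 22 of 32 did. In female muscle, 15 passed and 30 of 32 splits gave as many, and in male muscle 113 passed and 30 of 64 did. These numbers of sets are no larger than other groupings of the same libraries give.

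The muscle library labelled male heterozygous replicate 4 carries an animal number that the supporting data list for a female WT mouse. Its Y-linked genes were at 83.17 CPM, below the other male muscles (94.43 to 195.6) and far above the female ones (0.5862 or less), and Xist was at 7.237 (other males 5.661 or less, females 131.9 to 228.3). The liver library of the same number, labelled female WT replicate 3, had Xist at 647.7 and Y-linked genes at 0.03928 CPM, as the list has it. The list and the liver library thus agree, and a candidate explanation is a wrong animal number on the muscle library. No biological explanation was tested. Without it, 0 genes passed in male muscle as well.

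F10 had 0 reads in all 5 heterozygous female muscles and reads in 6 of 6 WT ones. RNA carried over from liver could give such a pattern: F10 lies at percentile 99.44 of the liver to muscle ratio, but Fos lies at 23.9 and Dmkn at 4.732. The share of reads on liver markers did not differ between the genotypes (0.007969% in WT and 0.009458% in heterozygotes, exact permutation test, p = 0.6537), and F10 can be set against Alb. The WT muscles had 100 F10 reads in all, where their 4999 Alb reads predict 22.36 to 53.79 at the F10 to Alb ratios of the female livers, and 4 of 6 lay above every female liver. The heterozygous muscles had 0, where 1211 Alb reads predict 5.416 to 13.03. All F10 counts here are multiples of 4, so they may come from few molecules, reads are not independent, and the source of F10 stays open. The rule for the test of the liver marker share was changed from 2 outcomes to 3 after its values were seen.

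Of the counts from 1 to 100, 79% were even in liver and 79.03% in muscle, and 75.24% or more in each of the 48 libraries. A candidate explanation is that both mates of a read pair were counted. With all counts halved, 5964 genes passed in female liver, 5865 of them among the 5886, and 0 in the other comparisons (1103 in male liver, 443 in female muscle and 720 in male muscle had an unadjusted p under 0.05), so this does not account for the number of called genes. No biological explanation was tested.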
